# Generation of patterned kidney organoids that recapitulate the adult kidney collecting duct system from expandable ureteric bud progenitors

**DOI:** 10.1038/s41467-021-23911-5

**Published:** 2021-06-15

**Authors:** Zipeng Zeng, Biao Huang, Riana K. Parvez, Yidan Li, Jyunhao Chen, Ariel C. Vonk, Matthew E. Thornton, Tadrushi Patel, Elisabeth A. Rutledge, Albert D. Kim, Jingying Yu, Brendan H. Grubbs, Jill A. McMahon, Nuria M. Pastor-Soler, Kenneth R. Hallows, Andrew P. McMahon, Zhongwei Li

**Keywords:** Developmental biology, Stem cells

## Abstract

Current kidney organoids model development and diseases of the nephron but not the contiguous epithelial network of the kidney’s collecting duct (CD) system. Here, we report the generation of an expandable, 3D branching ureteric bud (UB) organoid culture model that can be derived from primary UB progenitors from mouse and human fetal kidneys, or generated de novo from human pluripotent stem cells. In chemically-defined culture conditions, UB organoids generate CD organoids, with differentiated principal and intercalated cells adopting spatial assemblies reflective of the adult kidney’s collecting system. Aggregating 3D-cultured nephron progenitor cells with UB organoids in vitro results in a reiterative process of branching morphogenesis and nephron induction, similar to kidney development. Applying an efficient gene editing strategy to remove RET activity, we demonstrate genetically modified UB organoids can model congenital anomalies of kidney and urinary tract. Taken together, these platforms will facilitate an enhanced understanding of development, regeneration and diseases of the mammalian collecting duct system.

## Abstract (web summary)

Here, the authors model the collecting duct system in kidneys by taking ureteric bud (UB) progenitor cells from both mouse and human primary tissues, as well as from hESC and hiPSC to generate organoids, which can model congenital anomalies of the kidney and urinary tract.

## Introduction

The mammalian kidney contains thousands of nephrons, connected to a highly branched collecting duct (CD) system. Nephrons filter and process the blood to form the primitive urine, which is collected and further refined in the CD system to adjust water, electrolytes, and pH and to maintain the homeostasis of tissue fluid^1,2^. The complex and elaborate kidney is largely formed from the reciprocal interactions of two embryonic cell populations: the epithelial ureteric bud (UB), and the surrounding metanephric mesenchyme (MM). Signals from the MM induce the repeated branching of UB, which gives rise to the entire CD network. Meanwhile, signals from the UB induce the MM to form nephrons^3,4^. Given this central role of the UB in kidney organogenesis, defects in UB/CD development often lead to malformation of the kidney, low endowment of nephrons at birth, and congenital anomalies of kidney and urinary tract (CAKUT)^2,4,5^. Thus, a better understanding of kidney branching morphogenesis is needed for in vitro efforts toward rebuilding the kidney. It is also required for developing novel preventive, diagnostic, and therapeutic approaches for various kidney diseases.

Three-dimensional (3D) multicellular mini-organ structures, or organoids, have broad applications for modeling organ development and disease, and for regenerating organs through cell or tissue replacement therapies^6,7^. Recently, we and others have been able to generate kidney organoids from human pluripotent stem cells (hPSCs)^8–11^ or from expandable nephron progenitor cells (NPCs)^12–14^. These organoids have greatly aided studies of the role of nephrons in kidney development and disease^15^. However, despite previous efforts toward the expansion or de novo generation of the immature UB relying on primary mouse/rat tissue^16–20^, mouse embryonic stem cells^21–23^, or hPSCs^23–29^, we still lack a robust kidney organoid model that can generate and expand the UB progenitor cells (UPCs), and recapitulate the maturation and spatial patterning of the adult CD (see Supplementary Tables 1 and 2 for a side-by-side comparison of this study and published literature).

Here, we report the development of a 3D organoid model that mimics the full spectrum of kidney branching morphogenesis in vitro—from the expandable immature UB progenitor stage, to the mature CD stage. UB organoids derived from either primary UB progenitor cells or hPSCs are amenable to efficient gene editing, and have broad applications for studying kidney development, regeneration, and disease.

## Results

### Expanding mouse UB progenitor cells into 3D branching UB organoids

We previously developed a 3D culture system for the long-term expansion of mouse and human NPCs, which can generate nephron organoids that recapitulate kidney development and disease^14,30^. UB branching morphogenesis is driven by another kidney progenitor population, the UPCs. UPCs are specified around embryonic Day 10.5 (E10.5), when the UB starts to invade the MM. UPCs disappear around postnatal Day 2 (P2), when nephrogenesis ceases. Self-renewing UPCs reside in the tip region of the branching UB. During their ~10-day lifespan, some UPCs migrate out of UB tip niche to the UB trunk, and differentiate into the renal CD network. Other UPCs proliferate and replenish the self-renewing progenitor cell population of the UB tip. *Ret*^31,32^ and *Wnt11*^33^ have been identified as specific markers for UPCs and regulate UPC programs directly (*Ret*) or through feedback mechanisms (*Wnt11*). A transgenic reporter mouse strain *Wnt11*-myrTagRFP-IRES-CE (“*Wnt11*-RFP” for short) facilitates the real-time tracking of *Wnt11*-expresing cells based on RFP expression, and the lineage tracing of their progeny via a Cre-mediated recombination system^34,35^.

We employed this *Wnt11*-RFP reporter system as a readout to screen for a culture condition that maintained the progenitor identity of UPCs in vitro. T-shaped UBs were manually isolated from E11.5 kidneys of *Wnt11*-RFP mice, and immediately embedded into Matrigel to set up a 3D culture platform that supported epithelial branching. In this 3D culture format, built on prior efforts toward the ex vivo culture of UB^16–20^, starting from the medium components used by Yuri et al.^20^, hundreds of different combinations of growth factors and small molecules were tested, following strategies similar to those we had used to establish optimal NPC culture^14^ (Supplementary Fig. 1a–l, see also the “Supplementary Methods” for details). This screening allowed us to identify a cocktail, which we named “UB culture medium” (UBCM, Supplementary Table 6), that maintained self-renewing UPCs as a 3D branching UB organoid (Fig. 1a). Under this culture condition, the T-shaped UB formed a rapidly expanding branching epithelial morphology. More importantly, in contrast to prior UB culture system that generated a mixture of both UB tip and trunk cell types^20^, uniform *Wnt11*-RFP expression was maintained throughout the 3D structure in the UBCM-derived UB organoid, suggesting the capture of a relatively pure UPC population (Fig. 1b). Resected *Wnt11*-RFP^+^ UB organoid tips, re-embedded in Matrigel, branched and grew into additional *Wnt11*-RFP^+^ UB organoids. Repetitive passaging and embedding for up to 3 weeks, resulted in more than a hundred thousand-fold expansion in the number of cells (Fig. 1c). *Wnt11*-RFP levels remained uniform for the first 10 days but progressively dropped thereafter, similar to the normal time course of UPCs in vivo. Consistent with the uniform expression of *Wnt11*-RFP throughout UB organoids at 10 days, whole-mount immunostaining confirmed the homogenous expression of the critical UPC regulators *Ret, Etv5*, and *Sox9*, as well as broad UB lineage markers *Gata3, Pax2, Krt8*, and *Cdh1* (Fig. 1d, e and Supplementary Fig. 2a, b).

**Fig. 1:**
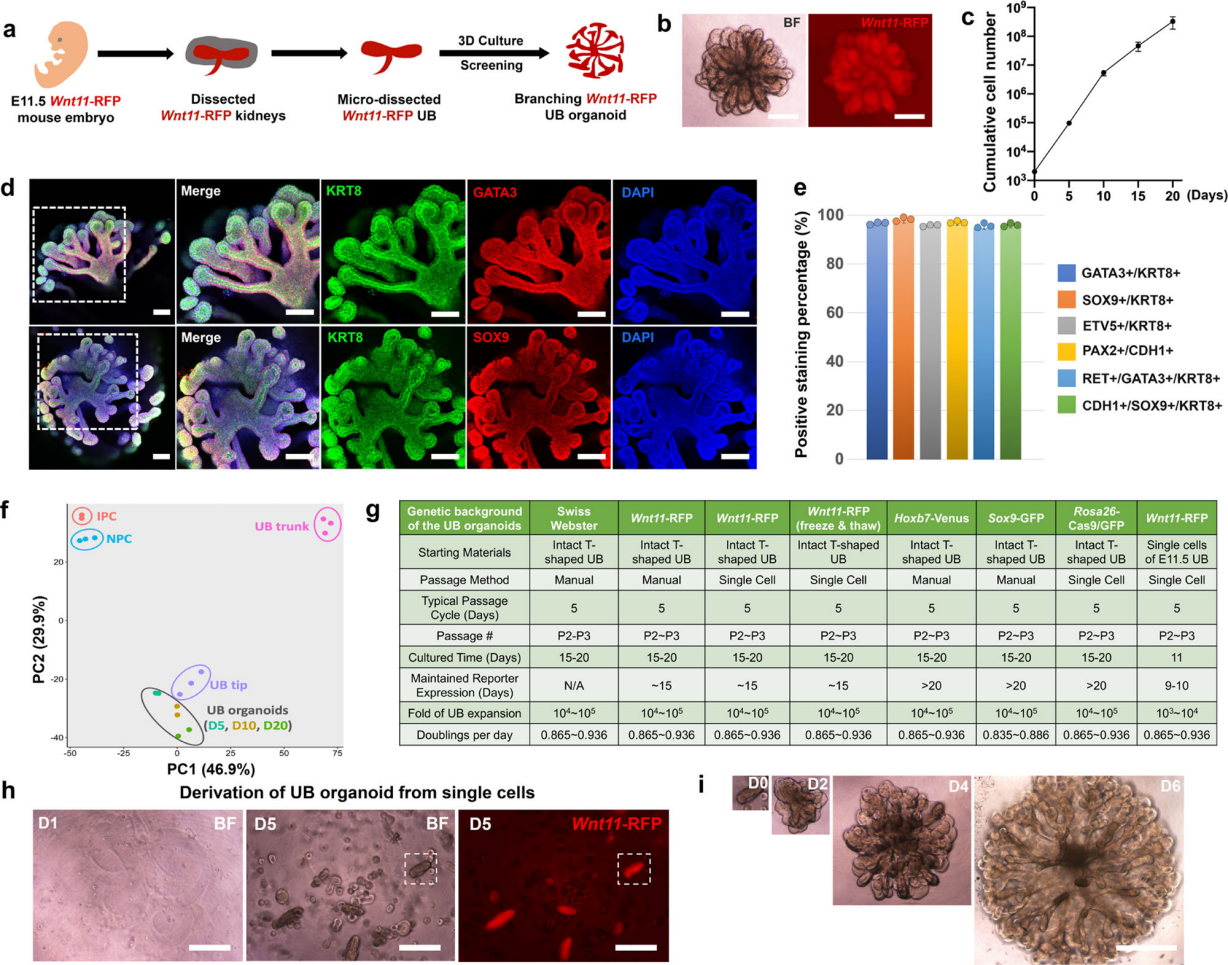
Expanding mouse UB progenitor cells into 3D branching UB organoids. **a** Schematic of mouse UB isolation and screening for UB organoid culture condition. **b** Representative bright field (BF, left panel) and *Wnt11*-RFP (right panel) images of UB organoid. Scale bars, 200 µm. **c** Cumulative growth curve of UB organoid culture starting from 2000 cells. Each time point represents three biological replicates. **d** Whole-mount immunostaining of UB organoid for various UB markers at Day 10 of culture. The four panels on the right represent the boxed region in the left panel. Scale bars, 100 µm. **e** Quantification of percentages of UB cells stained positive for different UB markers in Fig. 1d and Supplementary Fig. 2a, b. Each column represents counts from three different fields of view (*n* = 3). **f** Principal component analysis (PCA) of RNA-seq data. Different colors and oval circles represent different primary kidney cell populations (NPC, IPC, UB tip, and UB trunk) or UB organoids cultured for 5 (D5), 10 (D10), and 20 days (D20). **g** Summary of UB organoid derivation from mouse strains with different genetic backgrounds or with different derivation methods. **h** Bright field (BF) images showing single UB cells, derived from *Wnt11*-RFP mice, cultured in the UBCM on Days 1 (left panel) and 5 (middle panel), as well as *Wnt11-*RFP image on Day 5 (right panel). Scale bars, 200 µm. **i** UB organoid derivation from a single UB cell-derived budding structure isolated from the boxed region in (**h**) at Days 0 (D0, the day of isolation and re-embedding into Matrigel), 2 (D2), 4 (D4), and 6 (D6). All images in (**i**) have been scaled to share the same scale bar with the D6 image. Scale bar, 400 µm. All data are presented as mean ± s.d. Source data are provided as a Source Data file.

To better define the identity of the UB organoids, we used RNA-seq to profile the transcriptome of the organoids after 5, 10, and 20 days in culture. These data were compared with prior RNA-seq data for primary UB tip and UB trunk populations^35^, as well as for NPCs and interstitial progenitor cells (IPCs)^36^. 

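Of the populations compared, the UB organoids after 5, 10 and 20 days in culture were analysed here, with 2 libraries for each day. The primary UB tip, UB trunk, NPC and IPC libraries belong to other studies and were not used here. For each library the authors deposited the reads counted on 39273 genes, listed by symbol and Ensembl identifier, as whole numbers. The paper's methods derive these counts from STAR alignments to mm10 with Partek's E/M model, which shares out reads that map to several genes, so that values within families of near-identical genes are uncertain. Beside the counts, the deposited table holds RPKM values and counts scaled to a common library total, which the paper calls TMM values.

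The total counts were 23252740 and 24533020 at day 5, 22858971 and 24536676 at day 10, and 14953162 and 14100815 at day 20. Both libraries of day 20 were thus sequenced less deeply than all 4 libraries of days 5 and 10. A count of 3, taken as the limit of detection, corresponded to between 0.109 and 0.198 CPM in these 6 libraries, a limit that covers counting error only. For RNA extraction and library preparation the paper names the Direct-zol and KAPA Stranded mRNA-Seq kits, whereas the sample labels name QIAgen RNeasy and Illumina TruSeq kits.

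Genes were compared from the counts with edgeR's quasi-likelihood test, and CPM were computed with its TMM factors. All 10 libraries, including those of CD organoids and adult CD cells, entered one fit, so that they shared one estimate of the spread between replicates. The test covered the 24410 genes with at least 10 counts over the 10 libraries, and a prior count of 1 was used for the log2 fold changes. A gene was called at an adjusted p of at most 0.01 and a change of more than 4-fold, which are the thresholds in the paper's methods for UB tip against UB trunk. Standard errors of log2 fold changes are approximate, since they were derived from the test statistic.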

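Each library was scored on the genes of Supplementary Data 2, which differ more than 4-fold between primary UB tip and UB trunk. The copy used holds 551 genes higher in UB tip and 861 higher in UB trunk, 1 fewer in all than the 1413 the paper states. The tip-trunk score of a library is its mean log2(TMM value + 1) over the tip genes minus that over the trunk genes, and a score above 0 means that the tip genes were on average the more abundant. The score was 3.37 ± 0.0186 (SD, n = 2) at day 5, 2.95 ± 0.0905 (SD, n = 2) at day 10 and 2.96 ± 0.127 (SD, n = 2) at day 20. Days 10 and 20 differed by less than the SD of either day, while both lay below day 5 by more than the SD of any day. With 2 libraries against 2, no permutation p below 0.333 is possible, and the days were not tested by score.

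The median log2 change from day 5 to day 10 was 0.07 over the tip genes and 0.52 over the trunk genes. From day 10 to day 20 it was -0.27 and -0.18. The Euclidean distance between libraries on these genes averaged 63.7 between days 5 and 10, 55.7 between days 10 and 20 and 85.8 between days 5 and 20, against 26.4, 29.5 and 28.8 between the 2 libraries of day 5, day 10 and day 20.

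Over all genes tested, 571 were called higher and 261 lower at day 10 than at day 5, 406 higher and 422 lower at day 20 than at day 10, and 1142 higher and 959 lower at day 20 than at day 5. The threshold moved these counts most, as 7970, 7083 and 11017 genes had an adjusted p of at most 0.05 at any fold change. The balance of higher and lower genes also depended on the settings. Between days 5 and 10, 3855 genes were higher and 4115 lower at this looser threshold. Between days 10 and 20, 574 were called higher and 448 lower with quantile-normalized values, and 410 and 576 with limma on the deposited TMM values. Of the 828 genes called between days 10 and 20, 6 lie on the Y chromosome and 28 on the X chromosome. The 4 Y-linked genes *Ddx3y*, *Uty*, *Kdm5d* and *Eif2s3y* summed to 245 ± 20.9 CPM (SD, n = 2) at day 20, 0.596 ± 0.395 CPM (SD, n = 2) at day 10 and 0.0631 ± 0.0315 CPM (SD, n = 2) at day 5. Changes from days 5 or 10 to day 20 therefore cannot be told apart from a difference between sets of libraries, which differ in depth as well.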

Unsupervised clustering (Supplementary Fig. 2c) and principal component analysis (PCA) (Fig. 1f) placed the cultured UB organoids closer to the primary UB tip samples than to differentiated stalk derivatives of the UB trunk. 

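Among the UB progenitor genes, *Wnt11* lies on chromosome 7 of GRCm38 from 98835112 to 98855195 in GENCODE M21. Its level was 436 ± 85.1 CPM (SD, n = 2) at day 5, 151 ± 58.9 CPM (SD, n = 2) at day 10 and 21.0 ± 2.52 CPM (SD, n = 2) at day 20. The log2 fold change of *Wnt11* was -1.53 from day 5 to day 10 (adjusted p = 7.71e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which is under 4-fold and lay between -2.01 and -1.20 with 1 library left out, and -4.38 from day 5 to day 20 (standard error 0.242, adjusted p = 1.36e-08 from the same test). *Ret* (chromosome 6, 118151745 to 118197718) moved the other way, from 656 ± 64.9 CPM (SD, n = 2) at day 5 to 1483 ± 176 CPM (SD, n = 2) at day 10 and 2088 ± 17.7 CPM (SD, n = 2) at day 20, a log2 fold change of 1.67 from day 5 to day 20 (standard error 0.306, adjusted p = 4.92e-04 from edgeR) that is also under 4-fold. *Lhx1* (chromosome 11, 84518284 to 84525535) fell from 85.0 ± 11.3 CPM (SD, n = 2) at day 5 to 11.5 ± 5.38 CPM (SD, n = 2) at day 10 and 1.17 ± 0.966 CPM (SD, n = 2) at day 20, with a log2 fold change of -6.15 from day 5 to day 20 (standard error 0.377, adjusted p = 2.91e-08 from edgeR) that was -7.29 without replicate 2 of day 20 and -5.47 without replicate 1. For single genes too, a change to day 20 may reflect the set of libraries and not the time in culture.

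The other UB progenitor genes changed less between days 5 and 20, with log2 fold changes of 1.11 for *Etv5*, 0.46 for *Gfra1* and 0.08 for *Sox9*. The UB lineage genes *Gata3*, *Krt8* and *Cdh1* had log2 fold changes of -0.57, 1.07 and 0.67. That of *Pax2* was -0.08 (adjusted p = 0.438 from edgeR), and its sign depended on the scaling, since it was 0.04 with quantile-normalized values and 0.03 both with library totals alone and with limma on the deposited TMM values. At day 20 the level was 615 ± 33.2 CPM (SD, n = 2) for *Etv5*, 731 ± 6.25 CPM (SD, n = 2) for *Gfra1*, 257 ± 2.39 CPM (SD, n = 2) for *Sox9* and 309 ± 4.79 CPM (SD, n = 2) for *Pax2*.

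Of the abundant genes called between days 5 and 20, *Egr3* and *Egr2* rose most among those detected at both days, by log2 fold changes of 10.96 and 9.89. *Gm2115*, *Ddx3y* and *Eif2s3y* were at or under the limit of detection at day 5 and were at least 714-fold, 640-fold and 609-fold higher at day 20. *Ddx3y* and *Eif2s3y* are Y-linked, and *Egr3* and *Egr2* belong to 12 immediate early genes that were all called higher at day 20 than at day 10. *Wdr86*, *H19*, *Ccdc8* and *Slc2a3* fell most, with log2 fold changes of -8.15, -8.04, -8.02 and -7.81, and *Slc6a13* was at least 77.8-fold lower at day 20. The value of *H19* depended on the day 20 library, at 0.182 CPM in replicate 1 and 12.0 CPM in replicate 2, and was -7.02 without replicate 1 and -12.69 without replicate 2, where 3 counts are left. That of *Ccdc8* was -7.44 without replicate 1 of day 20 and -8.90 without replicate 2. The paper reasons from the placement of the UB organoids near primary UB tip in its clustering and PCA, beside marker staining and growth, to the molecular identity of the expanded cells.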

Taken together, these findings indicate that the UB organoid culture system enables a substantial expansion of cells retaining molecular characteristics of UPCs in vitro.

Next, we tested whether the UB organoid culture system could be applied to mouse strains other than *Wnt11*-RFP. For this, we successfully derived UB organoids from E11.5 UB from various other mouse strains, such as *Sox9*-GFP^37^ and *Rosa26*-Cas9/GFP^38^ (Supplementary Fig. 2d, e). All of these UB organoids retained the typical branching morphology and showed very similar growth rates, compared to *Wnt11*-RFP UB organoids (Fig. 1g), indicating the robustness of the 3D/UBCM culture system. Importantly, UB organoids self-organized into branching organoids after a freeze–thaw cycle, enabling cryostorage and reseeding of UB cultures (Supplementary Fig. 2f).

To determine whether UBCM culture conditions enabled clonal growth from a single UPC, dissociated E11.5 UBs were embedded at clonal density in Matrigel and cultured in UBCM medium. Around 30% of the single cells self-organized into E11.5 UB-like budding structures within 5 days, though a smaller percentage (3–5%) maintained *Wnt11*-RFP (Fig. 1h, and Supplementary Fig. 2g, h), an efficiency similar to clonal organoid formation for *Lgr5*^+^ intestinal stem cells^39^. Importantly, the clonally derived *Wnt11*-RFP^+^ budding structures were identical to intact E11.5 UB-derived organoids in both branching morphology and growth rate (Fig. 1g–i). Furthermore, withdrawal of the major medium components from UBCM resulted in either growth arrest (CHIR99021 and GDNF) or rapid loss of *Wnt11*-RFP (all components except for CHIR99021), suggesting that each component was essential for optimal UB organoid culture (Supplementary Fig. 1l). These data, taken together, suggest that UBCM represents a synthetic niche for the in vitro expansion of UPCs.

### Screening for conditions to mature UB organoids into CD organoids

The functions of the mature renal CD system are carried out by two major cell populations that are intermingled throughout the entire CD network. The more abundant principal cells (PCs) concentrate the urine and regulate Na^+^/K^+^ homeostasis via water and Na^+^/K^+^ transporters. The less abundant α- and β-intercalated cells (ICs) regulate normal acid-base homeostasis via secretion of H^+^ or HCO3^−^ into the urine. The absence of an in vitro system recapitulating PC and IC development in an appropriate 3D context, constrains physiological exploration, disease modeling, and drug screening on the renal CD system. With this limitation in mind, we developed a screen to establish conditions supporting the differentiation of CD organoids, assaying expression of *Aqp2*^40^ and *Foxi1*^41^, definitive markers for PC and IC lineages, respectively, by quantitative reverse transcription PCR (qRT-PCR), following 7 days of culture under variable but defined culture conditions (Fig. 2a).

**Fig. 2:**
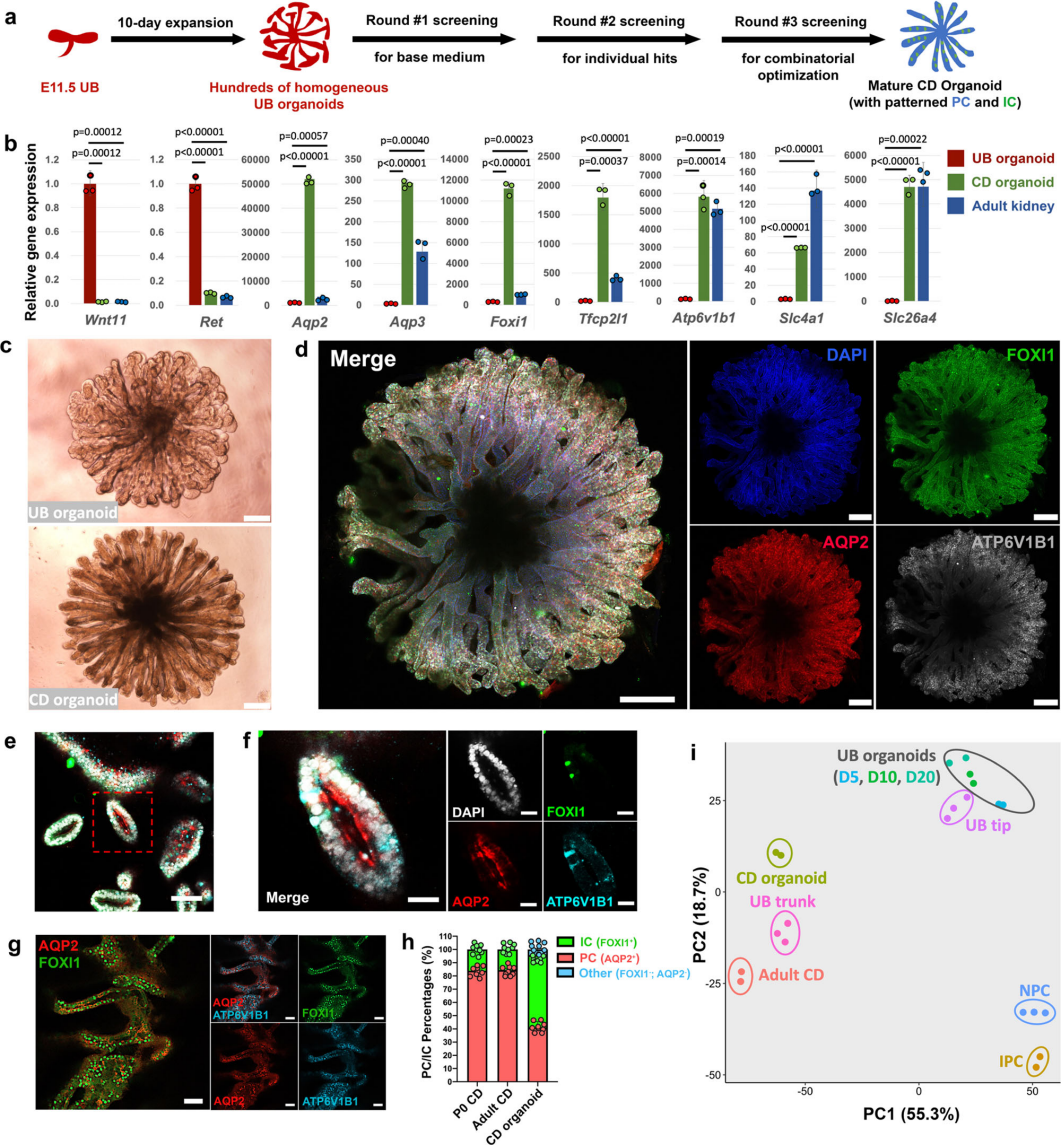
Generating mature and highly organized CD organoids from UB organoids. **a** Schematic of the screening strategy for identifying differentiation culture condition to generate CD organoids from UB organoids. **b** qRT-PCR analyses of UB (red) and CD (green) organoids for UB progenitor markers *Wnt11* and *Ret*; PC markers *Aqp2* and *Aqp3*; IC markers *Foxi1*, *Atp6v1b1*, *Slc4a1*, and *Slc26a4*; and *Tfcp2l1* that is expressed in both PC and IC. Adult mouse kidney (blue) was used as control. The significance was determined by two-tailed unpaired Student’s *t* tests. *n* = 3. **c** Bright field images showing the morphologic differences between UB and CD organoids. **d**–**g** Whole-mount immunostaining analyses of CD organoids for PC marker AQP2, and IC markers FOXI1 and ATP6V1B1, showing the distribution of these two cell types within the organoid. **f** Shows the higher-power images for the boxed region in (**e**). **h** Comparison of PC and IC ratios in postnatal Day 0 (P0) mouse CD, adult mouse CD, and CD organoids. Whole-mount immunostaining images (CD organoids), or section staining images (P0 and adult kidneys) stained for AQP2 (PC) and FOXI1 (IC) were quantified for ratios of PC and IC in the CD organoid or the kidney’s collecting duct. Each column represents counts from nine different fields of view (*n* = 9, three fields were randomly selected from each of the three biologically independent samples). **i** Principal component analysis (PCA) of RNA-seq data. Different colors and oval circles represent different primary kidney cell populations (NPC, IPC, UB tip, UB trunk, and adult CD cells), or UB organoids cultured for 5 (D5), 10 (D10), and 20 days (D20), or CD organoids. Scale bars: **c**, **d** 200 µm, **e** 100 µm, **f** 25 µm, **g** 40 µm. All data are presented as mean ± s.d. Source data are provided as a Source Data file.

In a 1st round of screening, we determined the base condition in which minimal growth factors/small molecules sustained the survival of the organoids and permitted their differentiation. The base medium used for UBCM—hBI^14^—was tested, together with the commercially available APEL medium for sustaining kidney organoid generation^9^. Combinations of FGF9, EGF, and Y27632 were tested, together with the two different base media (Supplementary Fig. 3a). After 7 days of differentiation in the various conditions, we observed that the hBI + FGF9 + Y27632 condition enabled the survival of organoids and permitted spontaneous basal differentiation, as assayed by a modest induction of both PC (*Aqp2*) and IC (*Foxi1*) specific gene expression (Supplementary Fig. 3b, c).

To enhance the efficiency of differentiation, we carried out a 2nd round of screening identifying molecules that strongly induced the expression of *Aqp2* and/or *Foxi1* under the hBI + FGF9 + Y27632 condition. Agonists or antagonists targeting major developmental pathways (e.g., TGF-β, BMP, Wnt, FGF, Hedgehog, and Notch) were tested, together with hormonal inputs known to regulate PC or IC activity (aldosterone and vasopressin). BMP7, DAPT (a Notch pathway inhibitor), JAKI (JAK inhibitor I), and PD0325901 (MEK inhibitor) dramatically increased both *Aqp2* and *Foxi1* expression, while JAG-1^42^ (Notch agonist) and aldosterone led to a preferential increase in *Foxi1* expression, and vasopressin to enhanced *Aqp2* expression (Supplementary Fig. 3d–f). In a 3rd round of screening, testing of various combinations of these factors led to the identification of an optimized CD differentiation medium (CDDM, Supplementary Table 8) supplemented with FGF9, Y27632, DAPT, PD0325901, aldosterone, and vasopressin.

### Generating mature and highly organized CD organoids from UB organoids

Seven days of UB organoid culture in CDDM resulted in a morphologically elongated CD organoid phenotype (Fig. 2c). qRT-PCR revealed a marked decrease in the expression of the UPC genes (*Wnt11* and *Ret*) and a concomitant elevation in the expression of PC-specific water transporter encoding genes (*Aqp2* and *Aqp3*^40^) and IC-specific transcription factor (*Foxi1*), proton pump (*Atp6v1b1*^43^), and Cl^−^/HCO3^−^ exchangers (*Slc4a1*/*Ae1*^44^, α-IC-specific; *Slc26a4*/*Pendrin*^45^, β-IC-specific) (Fig. 2b). Immunostaining confirmed the presence of AQP2, AQP3, FOXI1, TFCP2L1^46^, and ATP6V1B1 in the CD organoids (Fig. 2d–g and Supplementary Fig. 3g–j). Differentiating CD organoids displayed a clear lumen (Fig. 2e, f), and the organization of PC and IC cell types reflected that of the postnatal mouse kidney CD in which FOXI1^+^/ATP6V1B1^+^/TFCP2L1^+^/KIT^+^^47,48^ ICs were dispersed in AQP2^+^/AQP3^+^ PCs (Supplementary Fig. 3k–n). Further, in some areas, AQP2 and AQP3 showed a differential subcellular localization, AQP2 to the apical luminal facing surface and AQP3 to basolateral plasma membrane, reflecting the normal cellular distribution of these critical components of water trafficking through PC cells (Fig. 2e, f and Supplementary Fig. 3i, j). PC and IC ratios in the CD organoids indicated a higher IC portion (50–55%) over PC portion (40–45%) than observed in the neonatal and adult kidney, a likely reflection of DAPT-mediated Notch inhibition in CDDM culture (Fig. 2h); in vivo, IC-derived Notch ligand signaling inhibits the IC fate^46,49–51^.

To better define the identity of the CD organoids, we used RNA-seq to profile the transcriptome of the organoids. These data were compared with mouse CD (mCD) freshly isolated by FACS from the kidney of adult *Hoxb7*-Venus mice, as well as UB organoids, and prior RNA-seq data for primary UB tip and UB trunk populations^35^, NPCs and IPCs^36^. 

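The CD organoids came from UB organoids differentiated in CDDM for 7 days, and the adult mCD cells were sorted for *Hoxb7*-Venus at about 2 months of age. There were 2 libraries of each, counted by the authors in the same way as those of the UB organoids. The total counts were 13554738 and 11913613 for CD organoids and 16759872 and 16038205 for adult mCD, which put a count of 3 at between 0.214 and 0.241 CPM. For the adult mCD libraries the sample labels give an embryonic age and the *Wnt11*-RFP genotype and call them an organoid, and the paper's description was followed.

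CD organoids were compared with UB organoids of day 10, from which the paper differentiates them, and also with those of day 20. Day 20 was added because its low TMM values share a form with those of CD organoids that day 10 lacks. Where the count is 0, the largest TMM value was 0 in both day 10 libraries. It was 0.116 and 0.145 in the day 20 libraries and 0.170 and 0.227 in the CD organoid libraries. The CD organoid libraries were also closer in depth to day 20 than to day 10. The TMM factor of edgeR was 0.792 and 0.793 for the adult mCD libraries and 1.04 and 1.05 for the CD organoid libraries. The TMM values the authors deposited, by contrast, sum to the same total in each library and hold no such factor. Mitochondrial genes took 9.64% and 9.86% of the counts of adult mCD and 3.16% and 3.19% of those of CD organoids.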

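The tip-trunk score, taken over the same genes of Supplementary Data 2, was -1.52 ± 0.0729 (SD, n = 2) in CD organoids and -2.69 ± 0.0158 (SD, n = 2) in adult mCD. The 6 UB organoid libraries lay above the CD organoids by 4.62 on average and above adult mCD by 5.78, with no overlap (exact two-sided permutation tests, each p = 0.0357, the smallest that the 28 splits allow). With a pseudocount of 5 in place of 1, which moved these differences most, they were 4.10 and 5.09. Within the libraries of lower depth, the UB organoids of day 20 stood above the CD organoids in both replicates, at 3.05 and 2.87 against -1.47 and -1.58.

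**Figure D1:**
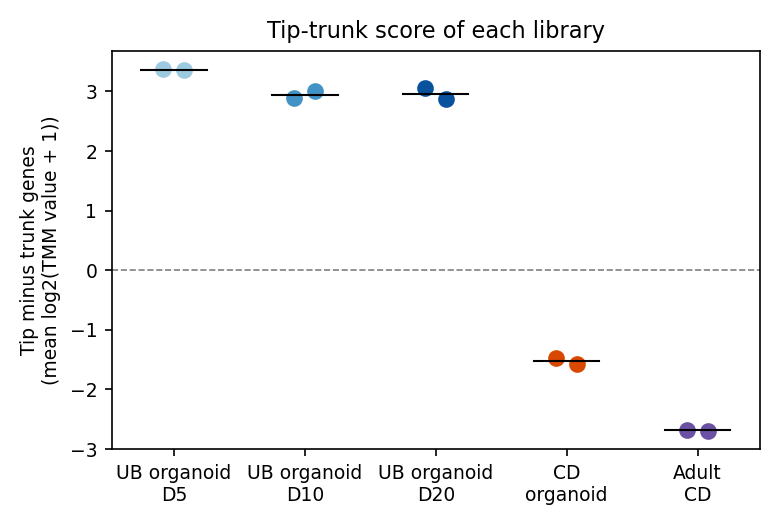
Tip-trunk score of each library (vertical axis, difference of mean log2(TMM value + 1) between the genes higher in UB tip and the genes higher in UB trunk) by group. Each dot is a library and each line the mean of the 2 libraries of a group. All 6 UB organoid libraries lie above 0 and the CD organoid and adult CD libraries below it.

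In a PCA of the same genes over the 10 libraries, the first component held 68.0% of the variance and the second 16.7%. On the first component the CD organoids stood at 0.697 ± 0.00657 (SD, n = 2) of the way from UB organoids of day 10 to adult mCD. The second component set the CD organoids, at -56.4 and -55.8, apart from adult mCD, at 40.7 and 42.3. The mean Euclidean distance of the CD organoids was 110.9 to adult mCD, 125.9 to UB organoids of day 10 and 124.1 to those of day 20, against 25.3 between the 2 CD organoid libraries. The order depended on the genes used. Over all 24410 genes tested the CD organoids were 308.5 from adult mCD and 261.7 from UB organoids of day 10, and stood at 0.435 of the way on the first component.

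Against UB organoids of day 10, 1211 genes were called higher and 1394 lower in CD organoids. Of these 2605 genes, 8 lie on the Y chromosome and 100 on the X chromosome. Against UB organoids of day 20, which like the CD organoids hold Y-linked transcripts, 1156 genes were called higher and 1154 lower, of which 69 lie on the X chromosome. *Wnt11* dropped to 0.405 ± 0.233 CPM (SD, n = 2) in CD organoids, a log2 fold change of -8.33 from day 10 (standard error 0.417, adjusted p = 1.36e-09 from edgeR's quasi-likelihood test), and *Ret* to 16.6 ± 1.13 CPM (SD, n = 2), a log2 fold change of -6.48. *Etv5* and *Lhx1* had log2 fold changes of -5.48 and -4.62, while that of *Sox9* was -0.37 and not called. With 1 library left out, the log2 fold change of *Wnt11* lay between -9.01 and -7.84 and that of *Lhx1* between -5.08 and -4.03. Against day 20, *Lhx1* was at -1.35 and not called.

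Lists of 12 PC genes and 15 IC genes were compared in the same way. Of the 27, 22 were called higher in CD organoids than in UB organoids of day 10, 8 of them PC and 14 IC genes, and none lower. Of these 8 PC genes, *Kcnj1* was at 0.712 and 2.17 CPM in the CD organoid libraries, against 984 CPM in adult mCD, and was not called against day 20 (log2 fold change 0.21, adjusted p = 0.815 from edgeR). Over 41 genes abundant in adult mCD and absent from days 5 and 10, these libraries held a median of 0.0435% and 0.202% of the adult level. The count adjusted over the list alone was also 22. At an adjusted p of at most 0.05 and any fold change, 26 were higher. The PC gene *Aqp2* (chromosome 15, 99579055 to 99584547) rose from 0.247 ± 0.0123 CPM (SD, n = 2) to 559 ± 104 CPM (SD, n = 2), a log2 fold change of 10.86 (standard error 0.543, adjusted p = 1.30e-09 from edgeR). The IC genes *Foxi1* (chromosome 11, 34204338 to 34208089) and *Atp6v1b1* (chromosome 6, 83742990 to 83758855) reached 490 ± 25.0 CPM (SD, n = 2) and 415 ± 20.3 CPM (SD, n = 2), log2 fold changes of 10.14 and 10.85. Those of *Aqp3*, *Slc26a4* and *Tfcp2l1* were 5.45, 8.40 and 3.38, and that of *Kit*, 1.16, was not called. Without replicate 2 of day 10, *Aqp3* and *Slc26a4* were at 6.19 and 9.03. *Slc4a1* was at or under the limit of detection in UB organoids of day 10 and at least 22-fold higher in CD organoids, at 2.51 ± 0.376 CPM (SD, n = 2).

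Of the abundant genes called, those that rose most by fitted fold change were all at or under the limit of detection at day 10. They were *Slc4a9*, at least 4300-fold higher in CD organoids, *Gsdmc2*, at least 2926-fold, *Gsdmc3*, at least 1608-fold, *Atp6v1g3*, at least 1168-fold, and *Dmrt2*, at least 1164-fold. These lower bounds do not fix the order of the genes. *Atp6v0d2*, which is not among them, had a fitted log2 fold change of 11.2612, against 11.2617 for *Dmrt2*. *Gsdmc2* and *Gsdmc3* are members of one gene family, between which reads could have been shared out. *Col9a1*, *Col2a1* and *Cytl1* were at least 567-fold, 553-fold and 154-fold lower, and *Etv4* and *Fbln2* had log2 fold changes of -8.81 and -8.67. Without replicate 1 of day 10 the limit for *Col2a1* was 196-fold, and without replicate 2 it was 910.1-fold. Without replicate 1 of CD organoids *Etv4* was at -9.43.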

PCA showed a clear separating of CD organoids from the immature UB tip and UB organoid populations, and similar grouping to UB trunk and primary mCD (Fig. 2i), supporting an expected cell maturation of CD organoids. Importantly, the CDDM differentiation protocol was highly reproducible when testing UB organoids derived from different genetic backgrounds (Supplementary Fig. 3o). The evidence above support that we have generated a mature and patterned kidney organoid that recapitulates the adult kidney collecting system, in a chemically defined manner.

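Between CD organoids and adult mCD, 1098 genes were called higher and 2401 lower in CD organoids, so that 31.4% of the called genes were higher. This share depended on the scaling, and was 42.5% with quantile-normalized values, 44.4% with library totals alone and 45.7% with limma on the deposited TMM values. It also depended on other settings. At an adjusted p of at most 0.05 and any fold change it was 47.7%, and with a prior count of 5 it was 27.2%. Across the 24410 genes tested, the log2 fold change from UB organoids of day 10 to CD organoids correlated with that from UB organoids of day 20 to adult mCD (Pearson r = 0.421, Spearman rho = 0.382), a pair of comparisons that shares no library. Genes are not independent replicates, and no p was computed. Of the 5836 genes that changed more than 4-fold on the way to adult mCD, 73.99% changed in the same direction on the way to CD organoids, and 68.1% of 7247 genes did so with the days exchanged.

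Of the 27 PC and IC genes, 12 were called lower in CD organoids than in adult mCD, 7 of them PC and 5 IC genes, and the IC gene *Dmrt2* was called higher. The counts adjusted over the list alone were the same. *Foxi1* and *Tfcp2l1* were higher in CD organoids by log2 fold changes of 1.53 and 0.90, and *Atp6v1b1* was lower, at -0.55, all under 4-fold. *Aqp2* reached 4458 ± 118 CPM (SD, n = 2) in adult mCD, a log2 fold change of -2.996 in CD organoids (standard error 0.302, adjusted p = 1.63e-06 from edgeR's quasi-likelihood test), which with quantile-normalized values was -2.05 and no longer called. *Aqp3* (chromosome 4, 41092722 to 41098183) was at 21.3 ± 3.23 CPM (SD, n = 2) in CD organoids and 1920 ± 40.1 CPM (SD, n = 2) in adult mCD, a log2 fold change of -6.49 (standard error 0.204, adjusted p = 1.86e-11 from edgeR). *Slc4a1* (chromosome 11, 102348824 to 102366203) reached 538 ± 10.8 CPM (SD, n = 2) in adult mCD, a log2 fold change of -7.70, and *Slc26a4* (chromosome 12, 31519827 to 31559969) 298 ± 17.8 CPM (SD, n = 2), against 50.1 ± 8.48 CPM (SD, n = 2) in CD organoids. *Sox9* was higher in CD organoids by a log2 fold change of 3.40.

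**Figure D2:**
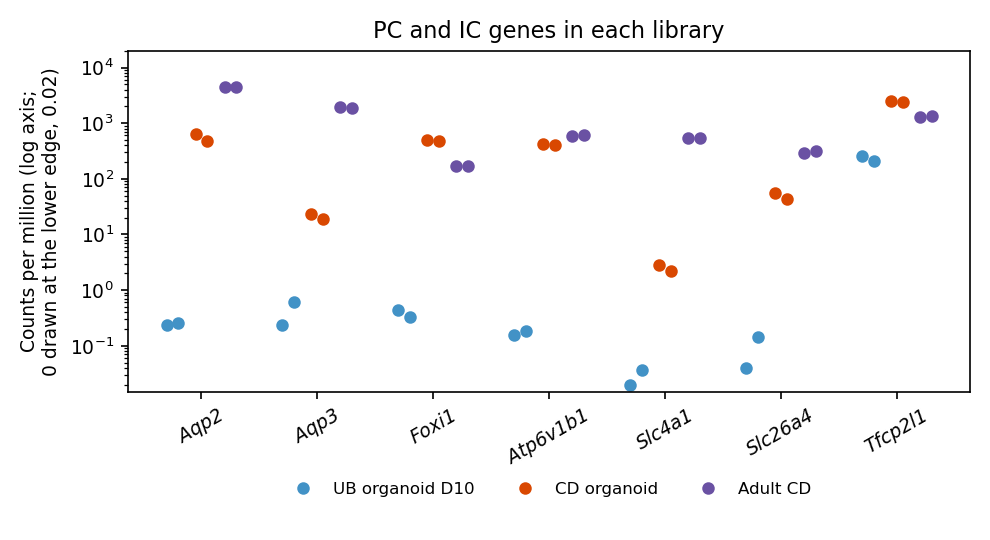
Level of 7 PC and IC genes (vertical axis, CPM on a log scale, with values of 0 drawn at 0.02) in UB organoids of day 10, CD organoids and adult CD. Each dot is a library. Aqp3 and Slc4a1 lie far lower in CD organoids than in adult CD, whereas Foxi1 and Tfcp2l1 lie slightly higher.

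The abundant genes that were lowest in CD organoids were *Ces1f*, *Slc7a13* and *Slc17a1*, at least 1269-fold, 1040-fold and 694-fold lower than in adult mCD, and *Keg1* and *Acsm2*, with log2 fold changes of -10.52 and -10.48, which were -9.57 and -9.64 without replicate 1 of CD organoids and -13.14 and -12.29 without replicate 2, where few or no counts are left. The adult mCD libraries also held 10402 ± 1511 CPM (SD, n = 2) of 8 proximal tubule genes, against 13.4 ± 8.12 CPM (SD, n = 2) in CD organoids. Genes lower in CD organoids, those just named included, may thus in part belong to cells outside the collecting duct. They cannot be read as collecting duct genes that the organoids lack. *Postn* was higher in CD organoids by a log2 fold change of 9.30, and *Gm49980*, *Gm42428*, *Hrnr* and *Nrn1* were at least 454-fold, 296-fold, 136-fold and 93.0-fold higher. The value of *Gm42428* rests on 1 CD organoid library, at 137 CPM against 0.285 CPM in the other, and without it the limit was 1.23-fold and the fitted log2 fold change 2.69.

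From the separation of CD organoids from UB organoids in the PCA and their grouping with UB trunk and mCD (Fig. 2i), the paper reads support for a maturation of the CD organoids, and with their staining and gene expression (Fig. 2) it takes this as evidence for an organoid that models the adult collecting system.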

### Generating engineered kidney from expandable NPCs and UBs

The availability of expandable NPCs^14,30^ and UPCs provides the scalable building blocks required for making a kidney. As a proof-of-concept, we examined whether combining these cell types could generate a model mimicking key features of in vivo kidney development, such as reiterative ureteric branching and nephron induction, and morphogenesis and patterning of differentiating derivatives (Fig. 3a).

**Fig. 3:**
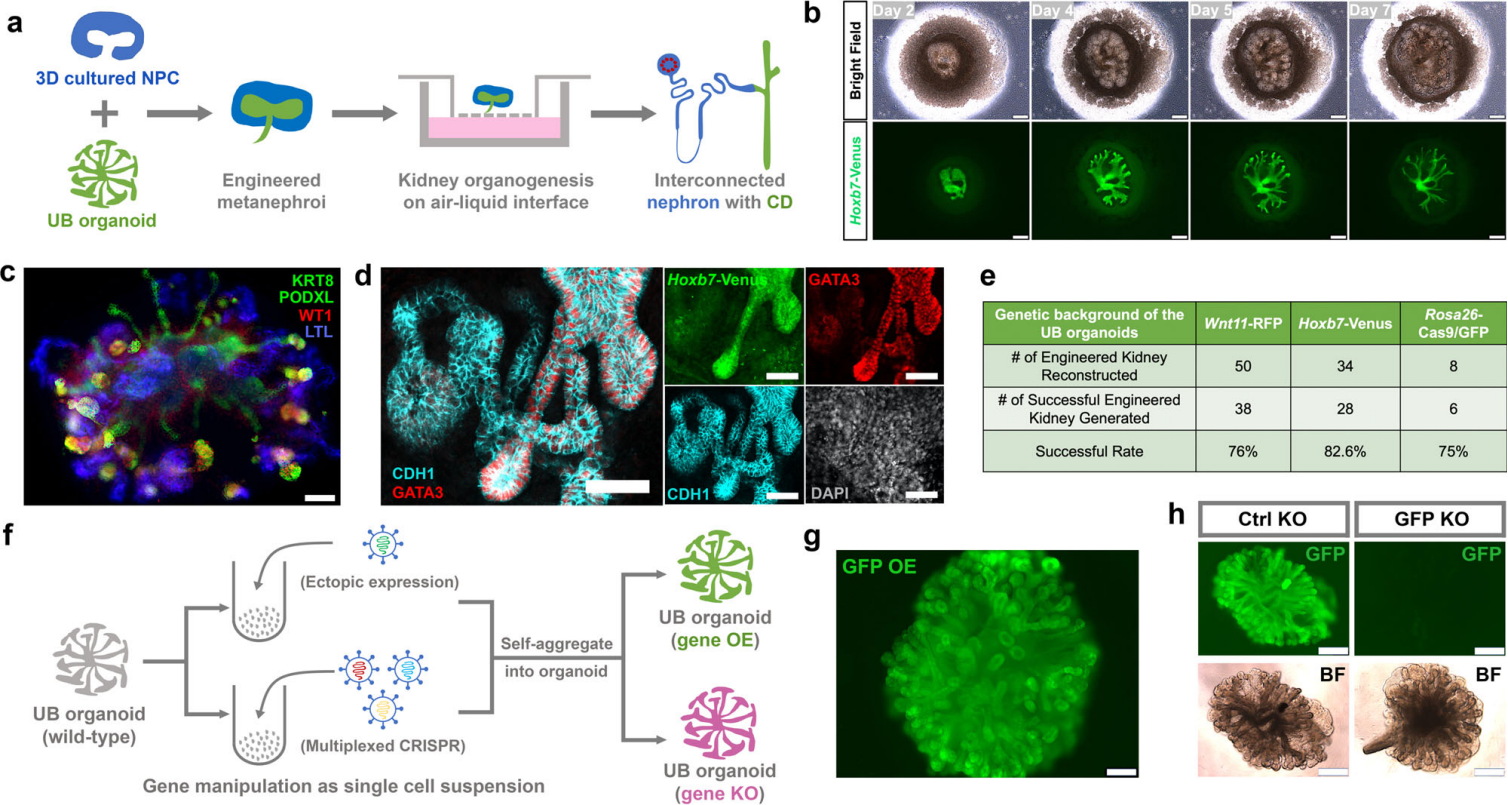
Generating engineered kidney from expandable NPCs and UBs and gene editing of the UB organoid. **a** Schematic of the engineered kidney reconstruction and organotypic culture procedure. **b** Time course images (bright field and *Hoxb7*-Venus) showing the branching morphogenesis of the engineered kidney reconstructed at air–liquid interface at Days 2, 4, 5, and 7. Scale bars, 200 µm. **c** Immunostaining of the engineered kidney (Day 7) constructed from *Wnt11*-RFP UB organoid and wild-type NPCs for UB/CD marker KRT8, nephron marker PODXL and WT1 (podocytes) and LTL (proximal tubule). Note that both KRT8 and PODXL were stained green. The round structures that co-stain with WT1 are podocytes of the nephron. UB-derived structures do not co-stain with WT1. Scale bar, 100 µm. **d** Immunostaining of the engineered kidney constructed from *Hoxb7*-Venus UB organoid and wild-type NPC (Day 10) for GATA3 and CDH1. Scale bars, 50 µm. **e** Summary of engineered kidney generation experiments. **f** Schematic of gene overexpression and gene knockout procedures in the UB organoid. OE overexpression, KO knockout. **g** Fluorescence image of GFP overexpression (GFP OE) in wild-type UB organoid. Scale bar, 200 µm. **h** Knockout of GFP in *Rosa26*-Cas9/GFP UB organoid using multiplexed sgRNAs (“GFP KO,” right panels) targeting the coding sequence of GFP. Multiplexed non-targeting sgRNAs were introduced to the organoid as control (“Ctrl KO,” left panel). Note the gene-edited single cells self-organized into typical branching organoid morphology. Scale bars, 400 µm.

NPCs in our long-term culture model grow as 3D aggregates. To mimic the natural organization of NPCs capping UB tips in the kidney anlagen, we manually excavated a cavity in 3D cultured NPCs (expanded several billion-fold over for 6–12 months of culture) and inserted a cultured UB organoid tip. The engineered kidney structures were transferred onto an air–liquid interface to facilitate further kidney organogenesis. Over 7 days of culture, the inserted *Hoxb7*-Venus UB organoid tip underwent extensive branching (Fig. 3b) generating a tubular network extending from the center of the structure to the periphery. Further, NPCs generated nephron-like cell types including PODXL^+^/WT1^+^ podocytes and LTL^+^ proximal tubules (Fig. 3c).

To determine whether the engineered kidney also formed a connection between nephron and CD, we engineered kidneys comprising *Hoxb7*-Venus UB and wild-type NPCs. In this way, all progeny of the UB organoid could be tracked by Venus expression. Co-staining of the engineered kidney structure with CDH1 and GATA3-specific antibodies identified a clear fusion of CDH1^+^/Venus^−^ distal nephron with CDH1^+^/Venus^+^ CD. Importantly, GATA3 expression was strong in the entire Venus^+^ CD structure, but progressively dropped along the distal-to-proximal axis of the distal nephron, as observed in vivo^52,53^ (Fig. 3d). Thus, the engineered kidney established a luminal interconnection between the nephron and CD, an essential morphological event for kidney function. Engineered kidney development was robust: ~80% of engineered kidneys underwent a similar developmental program, with most failures likely reflecting technical issues in manual construction (Fig. 3e). Taken together, engineered kidney with interconnected nephron and CD can be efficiently generated from expandable NPCs and UBs.

### Performing efficient gene editing in the expandable UB organoid

The UB and CD models could provide an accessible in vitro complement to the mouse models for in-depth mechanistic studies and drug screening. Here, efficient gene overexpression (OE) or gene knockout (KO) would significantly extend the capability and utility of the in vitro model (Fig. 3f). As a proof-of concept, GFP OE and GFP KO UB organoids were generated. For GFP OE, we used a standard lentiviral system to introduce GFP under the control of a CMV promoter^54^. However, even at a very high titer, the lentiviral infection efficiency of the intact T-shaped UB was low. However, dissociating T-shaped UB or UB organoids into a single-cell suspension prior to infection dramatically improved the infection efficiency. Widespread GFP activity was observed in resulting UB organoids after reaggregation of infected cells (Fig. 3g). To test KO, we targeted GFP in *Rosa26*-Cas9/GFP UB organoid, in which Cas9 and GFP are constitutively expressed from the *Rosa26* loci^38^ (Supplementary Fig. 2e). A mix of three different lentiviral constructs, expressing three different single-guide RNAs (sgRNAs) with Cas9 targeting sites 100–150 bp apart^55^, gave a highly efficient, GFP sgRNA-specific, multiplexed CRISPR/Cas9 KO, demonstrating effective KO in UB organoid cultures (Fig. 3h).

### Generating human UB organoids from primary human UPCs (hUPCs)

The successful generation of mouse UB and CD organoids prompted us to test whether the system can also derive human UB and CD organoids. To achieve this, we developed a method to generate expandable human UB organoids from primary human UPCs (hUPCs) (Fig. 4a). Similar to their murine counterparts, hUPCs within UB tips, express *RET*^52,53,56^ and *WNT11* (GUDMAP/RBK Resources, https://www.gudmap.org). Using an anti-RET antibody raised against the extracellular domain of RET that recognizes RET^+^ hUPCs (Fig. 4b), we performed FACS enrichment of RET^+^ cells from human kidneys between 9 and 13 weeks of gestational age and examined their growth in modified UBCM conditions. A robust human UBCM (hUBCM, Supplementary Table 7) culture condition was identified that sustained the long-term expansion (an estimated 10^8^–10^9^ fold expansion over 70 days) as branching UB organoids (Fig. 4c). UPC marker gene expression was maintained in human UB cultures at level comparable to that of the human fetal kidney (Fig. 4d). Thus, we provide the proof-of-concept that expandable human UB organoid can be derived from purified RET^+^ primary human UPCs.

**Fig. 4:**
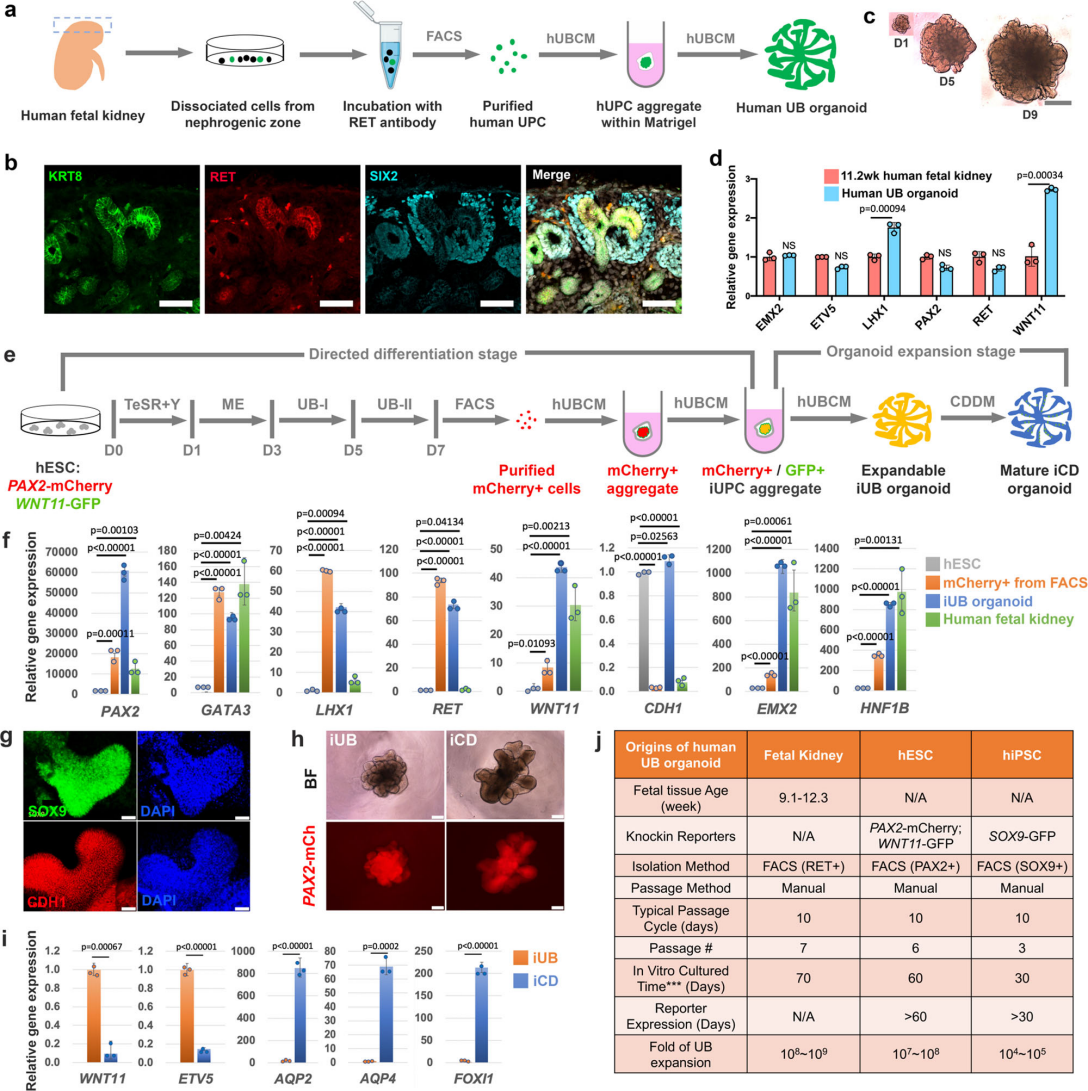
Generating human UB and CD organoids from primary human UPCs and dual-reporter human pluripotent stem cells. **a** Schematic of the purification of primary human UPCs from the nephrogenic zone (illustrated as boxed region) of the human fetal kidney (9–13 weeks of gestational age) and the derivation of human UB organoid. **b** Immunostaining of the human fetal kidney nephrogenic zone for UB tip marker RET (red), broad UB lineage marker KRT8 (green), and NPC marker SIX2 (cyan). Scale bars, 50 µm. **c** Time course bright field images showing the growth of human UB organoid derived from primary human UPCs in a typical passage cycle at Days 1 (D1), 5 (D5), and 9 (D9). Scale bar, 200 µm. All images in (**c**) have been scaled to share the same scale bar with the D9 image. **d** qRT-PCR analyses of human UB organoid (cultured for 54 days) derived from primary human UPCs for various UB markers as indicated. Human fetal kidney from 11.2-week (11.2 weeks) gestational age was used as control. **e** Schematic of the stepwise differentiation from *WNT11*-GFP/*PAX2*-mCherry dual-reporter hESC line into iUB and iCD organoid. (TeSR mTeSR1 medium, Y Y27632, ME mesendoderm stage medium, UB-I UB Stage I medium, UB-II UB Stage II medium). **f** qRT-PCR analyses of the FACS purified mCherry^+^ cells (orange) and the iUB organoid (blue, cultured for 50 days) for various UB markers as indicated. Undifferentiated H1 hESCs (gray) and human fetal kidney (green, 11.2-week gestational age) were used as controls. **g** Whole-mount immunostaining of the expandable iUB organoid for UB markers SOX9 and CDH1. Scale bars, 50 µm. **h** Bright field (BF) and *PAX2*-mCherry (*PAX2*-mCh) images of expandable iUB organoid (left panels) and mature iCD organoid (right panels). Scale bars, 200 µm. **i** qRT-PCR analyses of the iUB organoid (orange, cultured for 49 days) and iUB-derived iCD organoid (blue), for UB (*WNT11*, *ETV5*), PC (*AQP2, AQP4*), and IC markers (*FOXI1*). **j** Summary of human UB organoid derivation from different sources and their expansion in vitro. ***, this is the culture time we achieved before our lab shutdown due to coronavirus outbreak. The maximum organoid culture time and expansion could be much greater. All data are presented as mean ± s.d. In **d**, **f**, **i**, the significance was determined by two-tailed unpaired Student’s *t* tests; NS not significant; *n* = 3. Source data are provided as a Source Data file.

### Generating iUB and iCD organoids from hPSCs

To determine whether UB and CD organoids could be generated from hPSC-derived UPCs, we first genetically engineered H1 human embryonic stem cells (hESCs) with a knockin dual-reporter system where mCherry was expressed from the *PAX2* locus (*PAX2*-mCherry) and GFP from the *WNT11* locus (*WNT11*-GFP) (Supplementary Fig. 4a–e and Supplementary Methods). Using this reporter line, we first tested whether *PAX2*^+^/*WNT11*^+^ hUPCs can be generated following previously reported directed differentiation protocols that generated UB-like cells^23–26^. After directed differentiation, we confirmed the expression of *PAX2*-mCherry, but failed to observe the expression of *WNT11*-GFP, suggesting that the differentiation efficiency to generate hUPCs was relatively low following existing protocols. Relying on hUBCM’s role in de novo hUPC induction and stabilization and a modified differentiation protocol, we were able to establish a stepwise protocol that resulted in high-quality hUPC cultures, which generated branching UB (iUB) organoids that underwent maturation to induced CD (iCD) organoids (Fig. 4e and Supplementary Table 9).

The UB is derived from the nephric duct (ND), which originates from primitive streak (mesendoderm (ME))-derived anterior intermediate mesoderm^2,4^. Consistent with this developmental trajectory, following a 7-day directed differentiation, we were able to first observe the expression of ME marker T on Day 3 of differentiation in most cells (Supplementary Fig. 4f), followed by the formation of large numbers of compact cell colonies that are GATA3^+^/SOX9^+^/PAX2^+^/PAX8^+^/KIT^+^/KRT8^+^ on Day 7 of differentiation, suggesting the generation of potential precursor cells of the UB lineage (Supplementary Fig. 4g). Consistent with the immunostaining results, we were able to identify a *PAX2*-mCherry^+^ population (13.1%) by FACS on Day 7. However, at this stage, the *PAX2*-mCherry^+^/*WNT11*-GFP^+^ population was very rare (0.4%), preventing further characterization or culture (Supplementary Fig. 4h and 8b). However, further culture of *PAX2*-mCherry+ cells in the 3D/hUBCM culture conditions activated *WNT11*-GFP reporter expression at around 3 weeks, and the structure started to show a branching morphology (Supplementary Fig. 4i). We refer to the *PAX2*-mCherry^+^/*WNT11*-GFP^+^ branching structure an “iUB” organoid hereafter. Importantly, these iUB organoids could be expanded stably in 3D/hUBCM for at least 2 months without losing reporter gene expression (Fig. 4j). Consistently, qRT-PCR analysis confirmed that *WNT11* expression was low in the mCherry^+^ cells purified from FACS, but was dramatically elevated in the iUB organoid. Furthermore, even though UB marker genes *PAX2, GATA3, LHX1*, and *RET* were greatly elevated on Day 7 of differentiation, while *WNT11, CDH1, EMX2*, and *HNF1B*, showed comparable levels of expression to the human fetal kidney only after extended hUBCM culture, suggesting that hUBCM promoted transition from a common ND to a specific ureteric epithelial precursor (Fig. 4f). In addition to qRT-PCR, expression of marker genes *SOX9* and *CDH1* in the iUB organoid was detected at the protein level by immunostaining (Fig. 4g), further confirming the identity of the iUB organoid.

To determine whether the expandable iUB organoid retained the potential to generate an iCD organoid after long-term expansion. iUB organoids were subjected to differentiation with the CDDM medium identified for mouse UB-to-CD transition. After 14 days of differentiation in CDDM, the human iUB organoid grew and elongated, with maintained *PAX2*-mCherry expression (Fig. 4h). More importantly, the expression of UPC markers *WNT11* and *RET* was greatly diminished, while CD marker genes *AQP2, AQP4*, and *FOXI1* were dramatically elevated, suggesting the successful transition from iUB to iCD (Fig. 4i).

To test whether expandable iUB organoids could be generated from human-induced pluripotent stem cells (hiPSCs), we employed *SOX9*-GFP hiPSC^57^ for differentiation and purified the *SOX9*-GFP^+^ UB precursor cells on Day 7 of differentiation (Supplementary Figs. 4j and 8c). Similar to hESC-derived iUBs, following an extended culture in hUBCM, we were able to derive *SOX9*-GFP iUB organoids that expanded stably with retained *SOX9*-GFP expression throughout (Fig. 4j and Supplementary Fig. 4k–m). Taken together, these results support the conclusion that expandable iUBs and mature iCDs organoid can be derived from hESC and hiPSC lines.

### Generating iUB and iCD organoids independent of reporter hPSC lines

The reporter hPSC lines are useful in developing iUB differentiation protocols, but if iUB organoids can only be derived from these reporter hPSCs, its applications will be significantly limited. To solve this problem, we next developed a method to derive iUB organoid from any given hPSC line in the absence of reporter (Fig. 5a). In this method, after 7 days of differentiation, sorting of KIT^+^ cells was used to enrich the precursor population, rather than sorting based on *PAX2*-mCherry or *SOX9*-GFP reporters. With further refinement of our stepwise iUB differentiation protocol and a refined hUBCM (hUBCM-v2, Supplementary Tables 7 and 9), long-term expandable branching iUB organoids can be derived within 12 days from hPSCs with high efficiency. Following this protocol, as proof-of-concept, we have successfully derived iUB organoids from three different hPSC lines, including two hESC lines (Fig. 5 and Supplementary Fig. 5) and one hiPSC line (Supplementary Fig. 6).

**Fig. 5:**
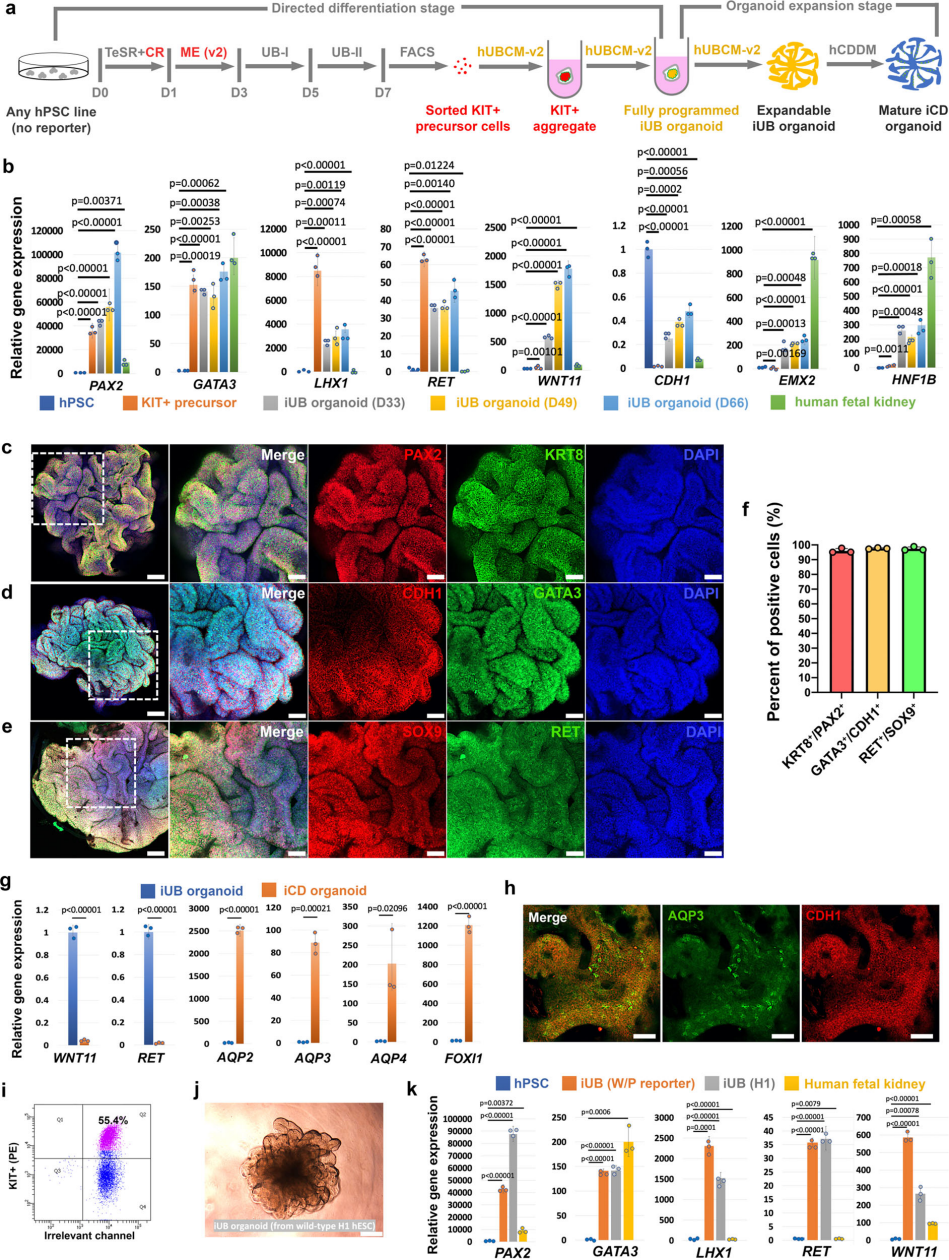
Generating human iUB and iCD organoids from human pluripotent stem cells independent of reporters. **a** Schematic of the stepwise differentiation from any hPSC line into iUB and iCD organoid without using reporter. (TeSR mTeSR1 medium, CR CloneR, ME (v2) mesendoderm stage medium version 2, UB-I UB Stage I medium, UB-II UB Stage II medium). **b**–**h** Characterizations of iUB or iCD organoids derived from the *WNT11*-GFP/*PAX2*-mCherry hESC line independent of its reporters. **b** qRT-PCR analyses of the FACS purified KIT^+^ precursor (orange), KIT^+^ precursor-derived iUB organoids cultured for 33 (D33, gray), 49 (D49, yellow), and 66 days (D66, light blue) for various UB markers as indicated. Undifferentiated H1 hESCs (dark blue) and human fetal kidney (green, 11.2-week gestational age) were used as controls. **c**–**e** Whole-mount immunostaining of the expandable iUB organoid for various UB markers as indicated. The four panels on the right represent the boxed region in the left panel. Scale bars, left panel, 100 µm; right four panels, 40 µm. **f** Quantification of percentages of iUB cells stained positive for different UB markers in Fig. 5c–e. Each column represents counts from three different fields of view (*n* = 3). **g** qRT-PCR analyses of the iUB organoid (blue) and iUB-derived iCD organoid (orange), for UB (*WNT11*, *RET*), PC (*AQP2, AQP3, AQP4*), and IC markers (*FOXI1*). **h** Whole-mount immunostaining of the iUB-derived iCD organoid for PC marker AQP3 and broad CD marker CDH1. Scale bars, 50 µm. **i** Flow cytometry analysis of KIT^+^ precursor cells differentiated from wild-type H1 hESC. **j** Bright field image of a typical iUB derived from wild-type H1 hESC. Scale bar, 250 µm. **k** qRT-PCR analyses of the iUB organoids derived from the dual-reporter hESC line (W/P reporter, orange, cultured for 33 days) or wild-type H1 hESC line (H1, gray, cultured for 30 days) for various UB markers. Undifferentiated H1 hESCs (blue) and human fetal kidney (yellow, 11.2-week gestational age) were used as controls. All data are presented as mean ± s.d. In **b**, **g**, **k**, the significance was determined by two-tailed unpaired Student’s *t* tests; *n* = 3. Source data are provided as a Source Data file.

KIT was previously reported as a surface marker that can be used to enrich UB-like cells upon hPSC differentiation^23^. Interestingly, we noticed that KIT^+^ cells are frequently co-stained with PAX2 (Supplementary Fig. 4g). We thus hypothesized that FACS of KIT^+^ cells will enrich for PAX2^+^ precursor cells similar to the sorting of *PAX2*-mCherry^+^ cells using our *PAX2*-mCherry reporter line. Starting from our *WNT11*-GFP/*PAX2*-mCherry hESC line, after 7 days of differentiation, 36.1% of the cells were KIT^+^ (Supplementary Fig. 5a and 8d). Further culture of these KIT^+^ cells in hUBCM-v2 showed a much faster induction of *WNT11*-GFP expression than using hUBCM (5–7 days with hUBCM-v2, as shown in Supplementary Fig. 5b, vs. ~3 weeks with hUBCM as shown in Supplementary Fig. 4i). Importantly, accompanying the expression of *WNT11*-GFP, the organoid started to show the typical branching morphology (Supplementary Fig. 5b), and can since be stably passaged and expanded billions of folds either manually or as single cells for at least 70 days by the time our manuscript is submitted (Supplementary Fig. 5c, h).

To determine whether gene expression in the iUB organoid is also stably maintained over long-term culture, we collected iUB organoids 33, 49, and 66 days after the initiation of culture in hUBCM-v2, and compared their gene expression by qRT-PCR with undifferentiated hPSCs, KIT^+^ precursor cells, and human fetal kidney tissue. Consistent with our previous finding with sorted *PAX2*-mCherry^+^ precursors (Fig. 4f), the sorted KIT^+^ precursor cells also showed strong expression of *PAX2*, *GATA3*, *LHX1,* and *RET*, but the expression of *WNT11*, *CDH1*, *EMX2*, and *HNF1B* was only induced after further programming in the presence of hUBCM-v2 (Fig. 5b). Importantly, gene expression of all these markers in the iUB organoids were maintained stably throughout the culture period, at levels comparable or higher than that of human fetal kidney tissue, indicating the robustness of our method. Whole-mount immunostaining (Fig. 5c–e) or section staining (Supplementary Fig. 5d–f) of the iUB organoids for various general UB lineage markers (KRT8, PAX2, PAX8, GATA3, and CDH1) or UB tip markers (RET and SOX9) further confirmed the expression of all these genes at the protein level. Importantly, quantification of the immunostaining results indicated that more than 95% of cells in the organoids showed homogeneous expression of all markers (Fig. 5f), suggesting that the majority of the cells in the iUB organoid are of the UB progenitor identity.

To determine whether the iUB organoid can generate iCD organoid, we further developed a refined CDDM (human CD differentiation medium (hCDDM), Supplementary Table 8), which efficiently induced the mRNA expression of various PC (*AQP2*, *AQP3*, and *AQP4*) and IC (*FOXI1*) markers hundreds to thousands of fold within 14 days of differentiation from iUB organoids, accompanying the reduction of UB tip genes *WNT11* and *RET* (Fig. 5g and Supplementary Fig. 5g). Given the limited availability of validated antibodies, we were only able to examine AQP3 and FOXI1 at the protein level (Supplementary Fig. 7g–m). Approximately, 20–30% of iCD organoid cells were AQP3^+^ but we were not able to observe FOXI1^+^ ICs (Fig. 5h). These results suggest that long-term expandable iUB organoids generate PC and IC-like cells but cells generated in hCDDM do not attain a fully mature CD cell fates.

Importantly, similar iUB organoids were also generated from a second hESC line (H1) and from the *SOX9*-GFP reporter hiPSC line. After 7 days of differentiation, 55.4% of H1 cells and 43.9% of *SOX9*-GFP hiPSCs were identified as KIT^+^ on FACS (Fig. 5i and Supplementary Figs. 6a, 8a, e). Further culturing of these KIT^+^ cells in hUBCM-v2 derived iUB that can be stably expanded as branching iUB organoids (Fig. 5j and Supplementary Fig. 6b, c). qRT-PCR further confirmed that gene expression in the H1 hESC-derived iUB organoid is similar to the iUB organoid derived from our dual-reporter hESC line shown above (Fig. 5k). Similarly, qRT-PCR (Supplementary Fig. 6d), whole-mount immunostaining (Supplementary Fig. 6e–h), and section staining (Supplementary Fig. 6i–l) confirmed that the majority of the cells in the hiPSC-derived iUB organoids are of the UB progenitor identity.

### Modeling kidney development and disease using mouse and human UB organoids

GDNF is a critical signal in both mouse and human UB culture. In vivo, GDNF secreted by MM cells surrounding UPC-containing branch tips signals via RET, with its co-receptor GFRA1, to maintain the UPC state and stimulate UB branching morphogenesis^2,4^. Loss of the activity of these genes results in a CAKUT syndome^2,4,5,58,59^. We employed CRISPR/Cas9 system to KO *Ret*/*RET* in mouse and human UB organoids predicting as in vivo, UB organoid development in vitro would be *Ret/RET*-dependent (Fig. 6a). UB organoids were infected with lentivirus expressing Cas9 and two independent sgRNAs targeting *Ret/RET* (in lentiCRISPR-v2 vector), while a control group received sgRNA without Cas9 (in lentiGuide-puro vector). As expected, the control mouse UB organoids grew normally with maintained branching morphogenesis upon lentiviral infection and puromycin selection, while both *Ret* KO UB organoids stopped branching (Fig. 6b). Whole-mount immunostaining of control and *Ret* KO UB organoids confirmed a dramatic reduction (more than 95%) of RET expression 6 days after lentiviral infection in the *Ret* KO UB organoids, demonstrating the successful removal of *Ret* (Fig. 6c, d). Consistent with the defect in branching morphogenesis in the *Ret* KO organoids, genes enriched in UB tip, *Wnt11*, and *Lhx1*^35^ were reduced dramatically, and the expression of common UB lineage markers *Pax2* and *Gata3* were also decreased (Fig. 6e). KO of *RET* in the human iUB organoid also resulted in the arrest of branching morphogenesis in both of the *RET* KO organoids receiving two different sgRNAs (Fig. 6f) and a loss of *RET* immunostaining in more than 95% of cells with both sgRNAs (Fig. 6g, h and Supplementary Fig. 7a–f). Interestingly, even though *WNT11* and *GFRA1* expression was significantly reduced in both *RET* KO iUB organoids, the expression of *LHX*, *GATA3*, *PAX2*, as well as *ETV5* and *SOX9*, did not show consistent changes in both *RET* KO organoids (Fig. 6i). These results suggest that species-specific regulatory network downstream of *Ret*/*RET* might govern UB progenitor fate, consistent with previous observations of convergent and divergent mechanisms of nephrogenesis between mouse and human^36,52^. Taken together, we provide a proof-of-concept for recapitulating kidney development and disease using mouse and human UB organoid models.

**Fig. 6:**
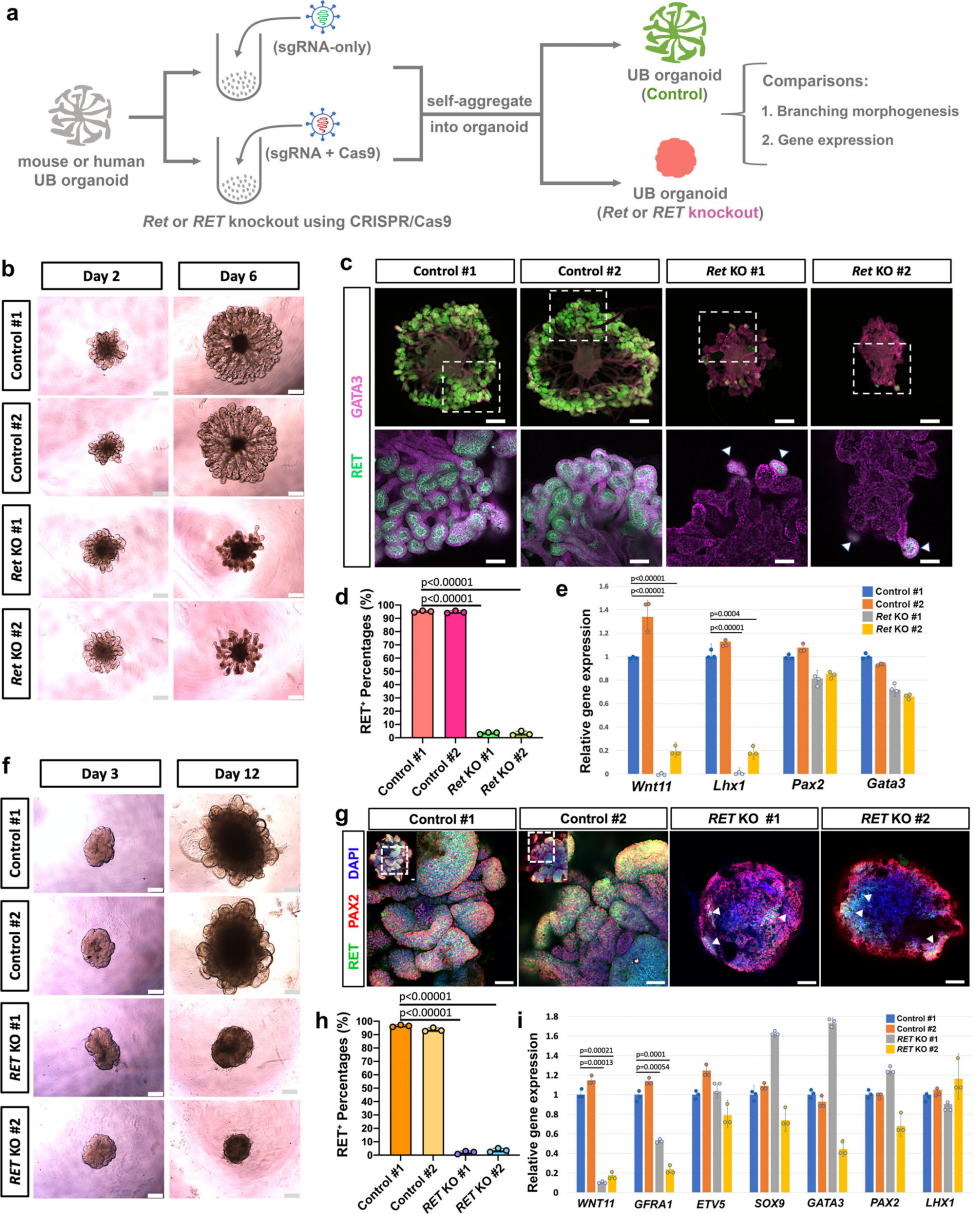
Modeling kidney development and disease using mouse and human UB organoids. **a** Schematic of *Ret/RET* gene knockout procedures in the mouse or human UB organoid. **b** Bright field images showing the branching morphogenesis of mouse UB organoids 2 days (Day 2) and 6 days (Day 6) after lentiviral infection. Scale bars, 200 µm. **c** Whole-mount immunostaining of the control or *Ret* KO mouse UB organoids for UB markers GATA3 and RET after 6 days of lentiviral infection. Arrow heads indicate the few RET^+^ cells in the *Ret* KO organoids. Lower panels represent the boxed region in the upper panels. Scale bars, upper panels, 200 µm; lower panels, 40 µm. **d** Quantification of percentages of cells stained positive for RET in Fig. 6c. Each column represents counts from three different fields of view (*n* = 3). **e** qRT-PCR analyses of the control mouse UB organoids (blue and orange) and *Ret* KO mouse UB organoids (gray and yellow) for various UB markers 6 days after lentiviral infection. **f** Bright field images showing the branching morphogenesis of human iUB organoids 3 (Day 3) and 12 days (Day 12) after lentiviral infection. Scale bars, 200 µm. **g** Whole-mount immunostaining of the control or *RET* KO human iUB organoids for UB markers PAX2 and RET 12 days after lentiviral infection. Arrow heads indicate the few RET^+^ cells in the *RET* KO organoids. Scale bars, 40 µm. See also Supplementary Fig. 7a–f for images of individual fluorescent channels. **h** Quantification of percentages of human iUB cells stained positive for RET in Fig. 6g. Each column represents counts from three different fields of view (*n* = 3). **i** qRT-PCR analyses of the control human iUB organoids (blue and orange) and *RET* KO iUB organoids (gray and yellow) for various UB markers as indicated 12 days after lentiviral infection. All data are presented as mean ± s.d. In **d**, **e**, **h**, **i**, the significance was determined by two-tailed unpaired Student’s *t* tests; *n* = 3. Source data are provided as a Source Data file.

## Discussion

In this study, we report 3D culture models enabling the expansion and differentiation of mouse and human UPCs. The organoid culture medium effectively replaces cell interactions within the nephrogenic niche of the developing mammalian kidney, with a chemically defined synthetic niche capable of maintaining UPC identity. Consistent with mouse genetics studies, signaling pathways that play key roles in kidney branching morphogenesis, such as GDNF^32,60,61^, FGF^62^, RA^63–65^, and Wnt^66,67^ signaling, are also essential in maintaining UPC identity in UB organoids. UPC cloning efficiency is not very high in the UBCM culture. Similar to our 3D NPC culture^14,30^, it is likely that cell–cell contact is important for maintaining the best tip identity, as aggregated UPCs, or manually passaged UB organoids as small cell clusters, can maintain *Wnt11*-RFP homogeneously. Better understanding of cell–cell contact and/or potential additional paracrine signals might help further improve the culture, thus allowing the development of a more robust clonal expansion method.

Leveraging our ability to produce large quantities of high-quality UPCs in the format of expandable branching UB organoids, we performed a screening that identified CDDM—a cocktail of growth factors, small molecules, and hormones that together can differentiate UB organoids into CD organoids with spatially patterned mature PCs and ICs. The molecular mechanisms underlying the UB-to-CD transition are still largely unknown. The in vitro organoid system provides a tool to study this process, and the chemically defined components in CDDM shed light on potential signals that trigger CD maturation in vivo. Despite the general difficulty of maturing stem-cell-derived tissues, our study shows that it is possible to achieve proper patterning and maturation in vitro, similar to what we observe in vivo, when starting from high-quality progenitor cells under appropriate culture conditions. The limited number of available antibodies precludes a more comprehensive characterization of the mature human PC and IC state. The current platform is a strong base for future studies to further improve CD cell maturation and assess physiological activity of differentiated cell types.

An interesting observation during the de novo human UB directed differentiation process was the induction of hUPC fate by hUBCM or hUBCM-v2. One possibility to explain this phenomenon is that these media could stabilize the rare and transient hUPC population generated from directed differentiation. Another possibility is that these media could promote cell fate transition from earlier WD-staged precursor cells to the hUPC fate. In support of both possibilities, our NPC culture medium, NPSR, has recently been reported to facilitate the generation of NPC-like cells in both directed differentiation^68^ and transdifferentiation^69^ settings. Future studies are warranted to understand how hUBCM and hUBCM-v2 contributes to hUPC fate specification.

The generation of an engineered kidney from expandable NPCs and UPCs provides a proof-of-concept for rebuilding a kidney in vitro from kidney-specific progenitor cells. The availability of expandable NPCs and UPCs provides the scalable building blocks required for making a kidney. The interaction between NPCs and UPCs is faithfully recapitulated, leading to the autonomous differentiation into interconnected nephron and CD structures. Interestingly, different from prior study^23^, in our engineered kidney system, IPCs appear to be dispensable in reconstructing a branching kidney structure in vitro. It is likely that one of our engineered kidney culture medium components, TTNPB, a small molecule analog of RA, substitutes RA production by IPCs, an essential mechanism for proper UB branching and kidney development in vivo^63–65^. Future efforts will require the integration of vascular progenitor cells, and a more in-depth evaluation of IPCs, to develop engineered structures for testing in animal models of organ transplantation.

Efficient genome editing in UB organoids opens up many applications using the UB and CD organoid platform. UB and CD organoids can be generated from available transgenic mouse strains that bear genetic mutations related to kidney development and disease. In addition, disease-relevant mutations can be introduced into the UB organoid directly, enabling the investigation of pathophysiology throughout the entire course of kidney branching morphogenesis, from the UB branching period to the mature CD stage. Our proof-of-concept *Ret*/*RET* KO experiment demonstrated that our UB organoid system can recapitulate genetic malfunction of branching morphogenesis in vitro as that of in vivo. Our results also shed light on the potential different regulatory mechanisms downstream of *Ret*/*RET* in mouse and human. Our system offers a unique platform to further investigate how human *RET* mutations identified in the human CAKUT patients might contribute to congenital kidney malformation. The ability to produce large quantities of UB and CD organoids also provides a platform for drug screening. The mature PCs and ICs present in the CD organoids are potential sources for cell replacement therapies for patients with CD damage. In conclusion, the UB and CD organoid system provides a powerful tool for studying kidney development, modeling kidney disease, discovering drugs and, ultimately, regenerating the kidney.

## Methods

### Human tissues

All human fetal kidney samples were collected under Institutional Review Board approval (USC-HS-13-0399 and CHLA-14-2211). Following the patient decision for pregnancy termination, the patient was offered the option of donation of the products of conception for research purposes, and those that agreed signed an informed consent form. No financial gain arose on donation of tissue. This did not alter the choice of termination procedure, and the products of conception from those that declined participation were disposed of in a standard fashion. The only information collected was gestational age and whether there were any known genetic or structural abnormalities.

### Mice

All animal work was performed under Institutional Animal Care and Use Committee approval (USC IACUC Protocol # 20829). Swiss Webster mice were purchased from Taconic Biosciences (Model # SW-F, MPF 4 weeks). *Sox9*-GFP mice were kindly shared from Dr Haruhiko Akiyama^37^. *Wnt11*-RFP mice (JAX # 018683), *Hoxb7*-Venus mice (JAX # 016252), and *Rosa26*-Cas9/GFP (JAX #026179) were obtained from the Jackson Laboratory.

### hPSC lines

Experiments using hPSCs were approved by the Stem Cell Oversight Committee (SCRO) of University of Southern California under protocol # 2018-2. hPSCs are routinely cultured in mTeSR1 medium in monolayer culture format coated with Matrigel and passaged using dispase.

### 3D cultured NPC lines

The 3D cultured NPC lines we used in this study were derived from E11.5 whole kidney cells of the wild-type Swiss Webster mouse strain, using an improved method we developed that can derive NPC lines from any mouse strain without the need for prior purification of NPCs^30^. These NPCs had been cultured 6–12 months (billions of billion-fold of expansion) before used for reconstruction of engineered kidney with UB organoids.

### Derivation of mouse UB organoid

#### From intact T-shaped UB

Male mice with the desired genotype (*Wnt11*-RFP, *Hoxb7*-Venus, *Sox9-*GFP, or *Rosa26*-Cas9/GFP) were mated with female Swiss Webster mice. Plugs were checked the next morning; midday of plug positive was designated as embryonic Day 0.5 (E0.5). Timed pregnant mice were euthanized at E11.5. Kidneys were dissected out from embryos using standard dissection techniques and transferred into a 1.5-mL Eppendorf tube on ice. Next, at least 500-µL fresh, pre-warmed 0.1% (w/v) collagenase IV (Thermo Fisher, Cat. No. 17104019) was added into the tube and incubated at 37 °C for 20 min. After incubation, collagenase was removed and at least 500 µL of 10% FBS (1X DMEM, 1X GlutaMAX-I, 1X MEM NEAA, 0.1 µM 2-Mercaptoethanol, 1X Pen Strep, 10% FBS) was added to resuspend the kidneys. One to three kidneys were transferred each time with 80–100-µL medium onto a 100-mm petri dish lid as a working droplet. UBs were isolated from the surrounding MM and other tissues using sterile needles (BD, Cat. No. BD305106) without damaging UBs. The isolated UBs can be temporarily left in the medium at room temperature for <30 min while dissecting other UBs. After all UBs were isolated, each UB was transferred together with 1–3-µL medium into an 8-µL cold Matrigel droplet at the bottom of one well of a U-bottom 96-well low-attachment plate, by using a P10 micropipette. The UB and Matrigel were mixed by pipetting gently 2–3 times. After all UBs were embedded in Matrigel, the plate was incubated at 37 °C for 20 min for the Matrigel to solidify. Then, 100 µL of mouse UBCM (mUBCM) was slowly added into each well and the plate was then transferred into an incubator set at 37 °C with 5% CO_2_.

#### From dissociated UB single cells

For deriving UB organoid from dissociated UB single cells (e.g., for gene editing purpose), after the isolation of E11.5 T-shaped UBs from kidneys following the procedures described above, all UBs were collected into a 1.5-mL Eppendorf tube with the medium removed as much as possible. An appropriate amount (e.g., for 20 UBs, we use 200 µl, adjust accordingly) of pre-warmed Accumax cell dissociation solution (Innovative Cell Technologies, # AM105) was added into the tube, and the tube was then incubated at 37 °C for 20 min and gently tapped every 7–10 min. Then, an equal amount of 10% FBS was added into the tube to neutralize the Accumax and the mixture was pipetted gently 8–10 times to dissociate the UB into single cells. The tube was then centrifuged at 300 × *g* for 5 min. After centrifugation, the supernatant was carefully removed and UB cells were resuspended in an appropriate amount of mUBCM (Y27632 was supplemented at 10-µM final concentration for the first 24 h) by pipetting gently 6–8 times. Cell density was measured using automatic cell counter (Bio-Rad, TC20). Approximately, 2000 cells were transferred into each well of a U-bottom 96-well low-attachment plate and extra amount of mUBCM (with 10-µM Y27632) was added to the well to make the final volume 100 µl per well. The plate was then centrifuged at 300 × *g* for 3 min and transferred and cultured in a 37 °C incubator. After 24 h, the ~2000 single cells formed an aggregate autonomously and the aggregate was then transferred together with 1–3-µl medium into an 8-µl cold Matrigel droplet in another well of the U-bottom 96-well low-attachment plate using a P10 micropipette. The aggregate was pipetted gently 2–3 times to mix with Matrigel. After all aggregates were embedded in Matrigel, the plate was incubated at 37 °C for 20 min for the Matrigel to solidify. Last, 100 µl of UBCM was added slowly into each well and the plate was then transferred into an incubator set at 37 °C with 5% CO_2_.

### Mouse UB organoid expansion and passaging

Mouse UBCM was renewed with fresh medium every 2 days, and UB organoid was passaged every 5 days.

#### Manual passaging as small tips

UB organoid (with Matrigel) was first transferred from U-bottom 96-well plate onto a 100-mm petri dish lid with 80–100-µL medium using a P1000 pipette with the tip cut 0.5–1 cm to widen the diameter. Most of the Matrigel surrounding the organoid was removed using sterile needles under a dissecting microscope. A small piece of the organoid with 3–5 branching tips was cut using needles and then re-embedded into Matrigel droplet in a U-bottom 96-well low-attachment plate well and cultured in a 37 °C incubator following the same embedding procedure described above.

#### Passaging as single cells

UB organoid (with Matrigel) was first transferred from U-bottom 96-well plate onto a 100-mm petri dish lid with 80–100-µL medium using a P1000 pipette with the tip cut 0.5–1 cm to widen the diameter. Most of the Matrigel surrounding the organoid was removed using sterile needles under a dissecting microscope. Organoid was then cut into small pieces using sterile needles (the smaller the piece, the easier to dissociate). All the pieces were transferred into 1.7-mL Eppendorf tubes (1–3 organoids per tube) with as little medium as possible using a P200 pipette, extra medium was removed from the tube. Two hundred to four hundred microliters of pre-warmed Accumax cell dissociation solution was added into the tube. Then followed the same procedure described above (in “Derivation of mouse UB organoid”—“From dissociated UB single cells,” following the addition of Accumax) to dissociate organoid pieces into single cells and reaggregate for continuing culture.

### Derivation of human UB organoid

#### Organoid derivation from RET+ primary UPCs purified from human fetal kidney

The kidney nephrogenic zone was dissected manually from each of fresh 9–13-week human fetal kidney, chopped into small pieces with surgical blade, and divided into 4–6 1.5-mL Eppendorf tubes. Tissues were washed with PBS and resuspended with 500 µL of pre-warmed Accumax per tube and the tubes were incubated at 37 °C with shaking for 25 min. Five hundred microliters 10% FBS was then added to neutralize the Accumax, and the mixture was pipetted ~25 times to dissociate the tissues into single cells. The mixture medium with kidney cells were then pooled together and sieved through a 40-µm cell strainer, then transferred into 1.5-mL Eppendorf tubes, centrifuged at 300 × *g* for 5 min and the supernatant was carefully removed. All cell pellets from this preparation were then resuspended and combined into 300–400-µL cold FACS medium (1x PBS, 1X Pen Strep, 2% FBS) supplemented with a human anti-RET antibody at 1:200 dilution into one tube and incubated for 30 min on ice. The tube was gently tapped every 10 min to ensure mixing. After 30 min, 1-mL cold FACS medium was added into the tube. The tube was then centrifuged at 300 × *g* for 5 min and the supernatant was carefully removed. Cell pellet was resuspended again in 500-µL cold FACS medium plus secondary antibody (Donkey anti-Goat, Alexa Fluor 568, Invitrogen, Cat. # A-11057) at 1:1000 dilution and incubated for 30 min on ice, with gentle mixing every 10 min. After the incubation, 1-mL cold FACS medium was added into the tube. The tube was then centrifuged at 300 × *g* for 5 min and the supernatant was carefully removed. The pelleted cells were resuspended with 300–500-µL cold FACS medium plus DAPI at 1:2000 ratio, placed through 40-µm cell strainer and transferred into a FACS tube on ice before FACS. RET^+^ (Alexa Fluro 568) UPCs were then sorted out by FACS. The RET+ cells were collected in a 1.5-mL Eppendorf tube with 500-µL 10% FBS. The tube was centrifuged at 300 × *g* for 5 min and the supernatant was carefully removed. Cell pellet was then resuspended in an appropriate amount of hUBCM (with the addition of Y27632 at 10-µM final concentration) and cell density was measured by automatic cell counter. ~2000–20,000 cells were transferred into each well of a U-bottom 96-well low-attachment plate and an appropriate amount of hUBCM (with 10-µM Y27632 for the first 24 h) was added to the well to make the final volume of 100 µL per well. After 24 h, UB cell aggregate was formed and embedded into an 8-µL cold Matrigel droplet in another well of the U-bottom 96-well low-attachment plate and cultured in a 37 °C incubator following the same embedding procedure described above (with hUBCM). After ~10–15 days of culture, epithelial tip structures could be seen budding out from the aggregate. These tip structures were dissected out and re-embedded into Matrigel and expanded as human UB organoid.

#### Organoid derivation from human ESCs and iPSCs

The hPSCs were pre-treated with 10-µM Y27632 in mTeSR1 medium for 1 h before dissociation into single cells using Accumax cell dissociation solution. Following dissociation, ~60,000–80,000 cells (seeding number needs be optimized for different hPSC lines) were seeded into Matrigel coated 12-well plate with 1-mL mTeSR1 medium with 10-µM Y27632 (old protocol, Figs. 4) or 1x CloneR (STEMCELL Technologies, Cat. No. 05888) (refined protocol, Fig. 5) (Day 0). Twenty-four hours later (Day 1), the medium was removed and 1 mL of pre-warmed ME stage medium was slowly added to the well. Forty-eight hours later (Day 3), ME stage medium was removed and 1 mL of UB-I stage medium was slowly added to the well. Twenty-fours hours later (Day 4), medium was changed to 1 mL of fresh UB-I medium again. After another 24 h (Day 5), UB-I medium was removed, and 1.5-2 mL of UB-II stage medium was slowly added to the well. Twenty-four hours later (Day 6), medium was changed to 1.5-2 mL of fresh UB-II medium. At Day 7, differentiated cells were dissociated into single cells following the standard Accumax dissociation method. For wild-type hESC line without any reporter, cell pellet after dissociation was resuspended in 250–400-µL cold FACS medium (1x PBS, 1X Pen Strep, 2% FBS) supplemented with a PE conjugated anti-human CD117(C-KIT) antibody (Biolegend, Cat. No.313204) at 1:200 dilution and incubated for 30 min on ice. The tube was gently tapped every 10 min to ensure mixing. After 30 min, 1-mL cold FACS medium was added into the tube. The tube was then centrifuged at 300 × *g* for 5 min and the supernatant was carefully removed. The pelleted cells were resuspended with 300–500-µL cold FACS medium plus DAPI at 1:2000 ratio, placed through 40-µm cell strainer (Greiner bio-one, Cat. No. 542040) and transferred into a FACS tube on ice before FACS. C-KIT^+^ (PE) cells were then sorted out by FACS. For reporter cell lines (*PAX2*-mCherry/*WNT11*-GFP hESC line or *SOX9*-GFP hiPSC line), dissociated cells were either resuspended directly in 300–500-µL cold FACS medium plus DAPI at 1:2000 ratio, or first went through the C-KIT staining process described above before resuspended in FACS medium with DAPI. These cells were then put through a 40-µm cell strainer and placed on ice before FACS. mCherry^+^ cells (from the *PAX2*-mCherry/*WNT11*-GFP hESC line), GFP^+^ cells (from the *SOX9*-GFP hiPSC line), or C-KIT^+^ (PE) cells (after C-KIT staining) were then sorted out by FACS. Upon FACS sorting of the mCherry^+^ or GFP^+^ or PE^+^ cells, these cells were collected in a 1.5-mL Eppendorf tube with 500-µL 10% FBS. The tube was centrifuged at 300 × *g* for 5 min, and the supernatant was carefully removed. Cell pellet was then resuspended in an appropriate amount of hUBCM or hUBCM-v2 (with the addition of Y27632 at 10-µM final concentration), and cell density was measured by automatic cell counter. Approximately, 2000–20,000 cells were transferred into each well of a U-bottom 96-well low-attachment plate, and an appropriate amount of hUBCM or hUBCM-v2 (with 10-µM Y27632 for the first 24 h) was added to the well to make the final volume of 100 µL per well. After 24 h, UB cell aggregate was formed and embedded into an 8-µL cold Matrigel droplet in another well of the U-bottom 96-well low-attachment plate and cultured in a 37 °C incubator following the same embedding procedure described above (with hUBCM or hUBCM-v2). After ~7–10 days of culturing, epithelial tip structures could be seen budding out from the aggregate. *WNT11*-GFP expression was induced within 10 days in the *PAX2*-mCherry/*WNT11*-GFP hESC line-derived organoid. These tip structures were dissected out and re-embedded into Matrigel to continue culture. From then, the iUB organoid was established and can be passaged stably following the procedures below.

### Human UB organoid expansion and passaging

During the culture, human UBCM was renewed with fresh medium every 2 days. Both human UB organoid from primary RET^+^ UPC and iUB organoid from hPSCs were passaged every 6–10 days depending on the size. The passaging methods (manual or as single cells) are the same as defined above in the mouse UB organoid section, with the change of using hUBCM or hUBCM-v2 instead of mUBCM.

### CD differentiation

#### mCD differentiation

Mouse UB organoid was passaged at Day 5 of expansion as single cells, and 2000 cells were seeded for continuing expansion. At Day 10 of mUB expansion, mUBCM was removed and 150-µL 1x PBS was added and removed to wash the organoid. One hundred and fifty microliters of mouse CDDM was then added to initiate mCD differentiation (mCD differentiation Day 0). The organoid was cultured in a 37 °C incubator and medium was changed every 2 days or daily as needed if the medium turns yellow/orange for a total of 7 days. No passage of the organoid was needed. At mCD differentiation Day 7, the mCD organoid was harvested for analyses.

#### Human CD differentiation

After human UB organoid expansion was stabilized (at least 25 days post FACS when UB organoid were growing stably) and reached an appropriate size (at least 900-µm diameter), hUBCM was removed and 150-µL 1x PBS was added and removed to wash the organoid. One hundred and fifty microliters of hCDDM was added to start hCD differentiation (hCD differentiation Day 0). The organoid was cultured in 37 °C incubator and medium was changed every 2 days or daily if needed if the medium turns yellow/orange for a total of 14 days. At hCD differentiation Day 14, hCD organoid was harvested for analyses.

### Mouse engineered kidney generation (Refer to Supplementary Methods for more details)

A small piece of mUB organoid was manually dissected out and inserted into a microdissected hole on a 3D cultured mNPC aggregate to generate a engineered kidney precursor. This precursor was then carefully transferred into a well of a U-bottom 96-well low-attachment plate with 100-µL kidney reconstruction medium (APEL2 + 0.1-µM TTNPB) with 10-µM Y27632 and cultured in 37 °C incubator (Day 0). After 24 h (Day 1), the engineered kidney precursor was transferred onto a six-well transwell insert membrane with kidney reconstruction medium for continuring culture.

### RNA sequencing

Adult mCD cells were FACS isolated (*Hoxb7*-Venus^+^) from adult (~2 month old) *Hoxb7*-Venus mouse kidneys. All samples were collected and lysed in TRIzol reagent and stored under −80 °C. Total RNA was extracted using the Direct-zol RNA MicroPrep Kit (Zymo). cDNA library was prepared using the KAPA Stranded mRNA-Seq Kit (KAPA Biosystems). RNA sequencing was performed by the Children’s Hospital Los Angeles Molecular Pathology Genomics Core.

### Gene editing in UB organoids (Refer to Supplementary Methods for more details)

Lentiviral infection was used to edit genes in mUB cells. One hundred microliters mixture of 1–5x virus, 10-μM Polybrene, and UBCM was added to the U-bottom 96-well low-attachment plate well with UB single cells suspension. The UBs and virus were centrifuged together at 800 g for 15–30 min for spinfection^70^ at room temperature. The infected UB cells were then washed, aggregated overnight, embedded in Matrigel, and cultured in UBCM in 37 °C incubator following standard UB organoid culture procedures described above. Appropriate antibiotic was added to the culture to select for UB cells that have been successfully infected.

### RNA-seq data analysis

RNA sequencing data was analyzed using Partek Flow (version 10.0.21.0411), including published dataset of IPCs and NPCs^36^, ureteric tip and trunk cells^35^. FASTQ files were trimmed from both ends based on a minimum read length of 25 bps and a shred quality score of 20 or higher. Reads were aligned to GENCODE mm10 (release M24) using STAR 2.5.3a. Aligned reads were quantified to the Partek E/M annotation model. Gene counts were normalized by adding 1 then by TMM values. All TMM values can be found in Supplementary Data 1. Samples were filtered to include differentially expressed genes of UB tip compared to UB trunk, with false discovery rate ≤0.01, fold change <−4 or >4, total counts ≥10, and *p* value < 0.05, resulting in 1413 UB tip/trunk signature genes (Supplementary Data 2). Then, hierarchical clustering was produced on by clustering samples and features with average linkage cluster distance and Euclidean point distance. PCA was performed using the EDASeq R/Bioconductor packages and the plot was rendered with the ggplot2 R package.

### Statistics and reproducibility

All statistical analysis shown in figures are specified in the corresponding legends. All statistical analysis was performed using Prism 8 (version 8.2.1). All bright field and immunofluorescence micrographs shown are representative images selected from at least three independent experiments all showing similar results. Genetic engineering of hESCs and DNA gel electrophoresis (Supplementary Fig. 4a–e) were performed once.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

## Data Availability

RNA-seq data have been submitted to Gene Expression Omnibus (GEO) with accession number “GSE149109 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE149109].” For GUDMAP/RBK resources, visit https://www.gudmap.org. Key resources such as antibodies, chemicals, recombinant proteins, genotyping, and qRT-PCR primers are provided in Supplementary Tables 3–5. All other relevant data supporting the key findings of this study are available within the article and its Supplementary Information files or from the corresponding author upon reasonable request. A reporting summary for this Article is available as a Supplementary Information file. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Generation of patterned kidney organoids that recapitulate the adult kidney collecting duct system from expandable ureteric bud progenitors
**Source:** Nat Commun. 2021 Jun 15;12:3641. doi: 10.1038/s41467-021-23911-5
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

# **Generation of Patterned Kidney Organoids that Recapitulate the Adult Kidney Collecting Duct System from Expandable Ureteric Bud Progenitors**

Zipeng Zeng<sup>1,2,#</sup>, Biao Huang<sup>1,2,#</sup>, Riana K. Parvez<sup>2</sup>, Yidan Li<sup>1,2</sup>, Jyunhao Chen<sup>1,2</sup>, Ariel C. Vonk<sup>1,2</sup>, Matthew E. Thornton<sup>3</sup>, Tadrushi Patel<sup>1,2</sup>, Elisabeth A. Rutledge<sup>2</sup>, Albert D. Kim<sup>2</sup>, Jingying Yu<sup>1,2</sup>, Brendan H. Grubbs<sup>3</sup>, Jill A. McMahon<sup>2</sup>, Nuria M. Pastor-Soler<sup>1</sup>, Kenneth R. Hallows<sup>1</sup>, Andrew P. McMahon<sup>2</sup>, and Zhongwei Li<sup>1,2\*</sup>

### **Inventory of Supplemental Information**

Zeng *et al.*, Supplementary Figure 1

**a**

**Stage I** Starting from Yuri *et al.*, 2017 using *Wnt11*-RFP

- ✓ Branching morphogenesis confirmed
- ✓ Limited expansion and quick loss of *Wnt11*-RFP

**Stage II** Optimization of individual components from Yuri *et al.*, 2017

- ✓ Is every component (FGF1, RA, C1, GDNF) essential? → YES
- ✓ Optimization: RA → TTNPB
- ✓ Optimization: FGF1 → FGF9
- ✓ Optimization: C1 → C3

**Stage III** Screening of new growth factors and chemicals

- ✓ Base condition (FGF9, TT, C3, GDNF)
- ✓ 1<sup>st</sup> round screening for individual hits
- ✓ 2<sup>nd</sup> round screening for combinatorial effects
- ✓ UBCM identified (FGF9, TT, C3, GDNF, LDN, A83, JAKI, SB, Rspo1)

**Stage IV** Validation of UBCM

- ✓ Is every component essential in the UBCM? → YES

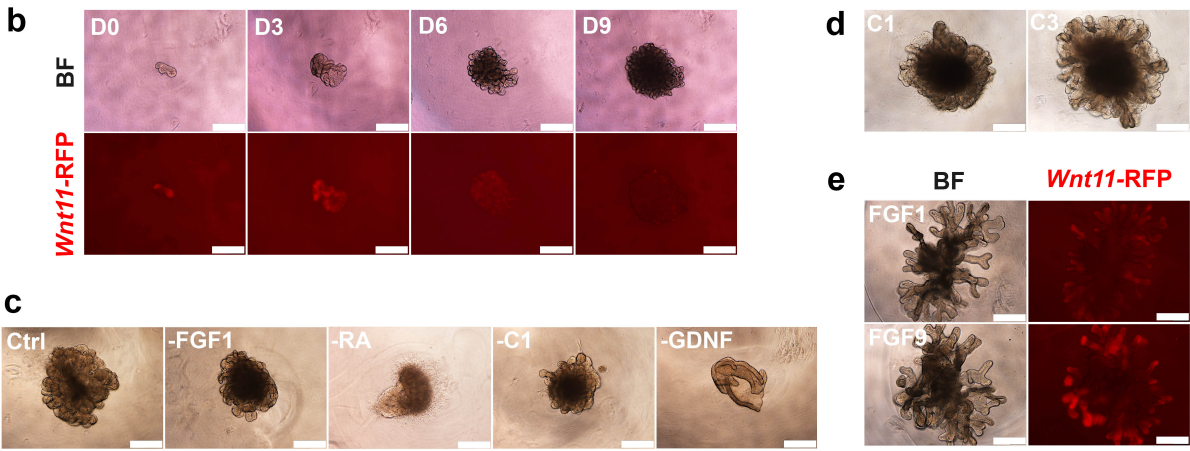

**f**

**g**

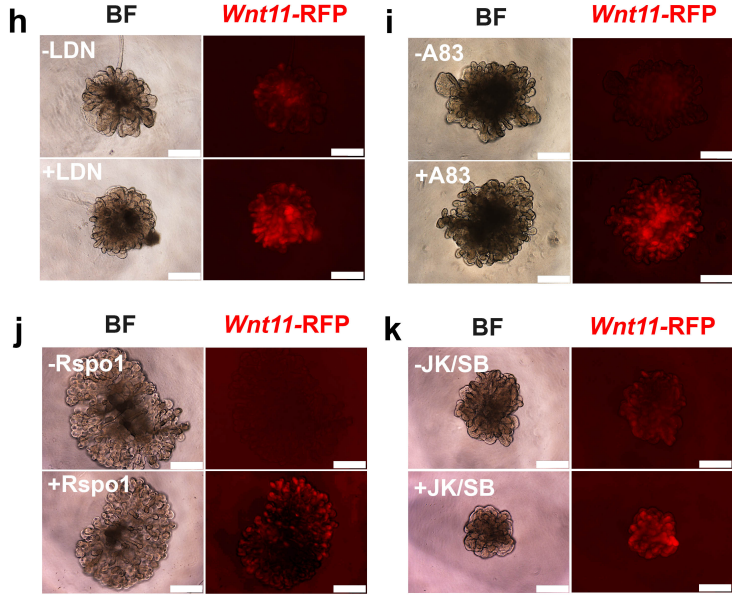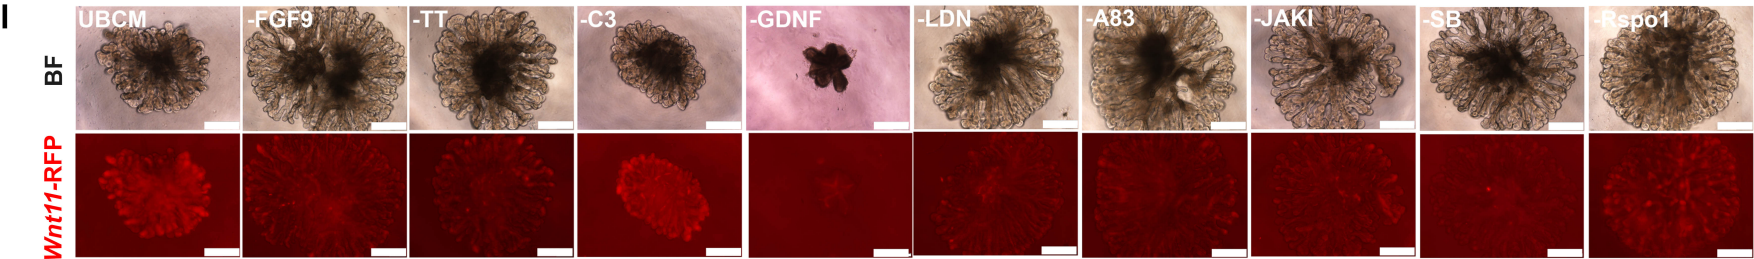

**Supplementary Figure 1. Screening for optimal UB culture condition.** **a**, Summary of UB culture condition screening steps. See Supplementary Methods for more details. **b**, Bright field (BF) and fluorescence (*Wnt11*-RFP) images of E11.5 *Wnt11*-RFP UB cultured in previously described UB culture condition<sup>1</sup>, from day 0 (D0), day 3 (D3), day 6 (D6) to day 9 (D9). Scale bars, 200  $\mu$ m. **c**, Bright field images showing the effect of withdrawal of each individual factor from previously described UB culturing condition<sup>1</sup> as indicated. C1, CHIR99021 at the concentration of 1  $\mu$ M. Scale bars, 200  $\mu$ m. **d**, Bright field images showing the improved UB branching by increasing CHIR99021 concentration from 1 $\mu$ M (C1) to 3 $\mu$ M (C3). Scale bars, 200  $\mu$ m. **e**, Bright field (BF) and fluorescence (*Wnt11*-RFP) images showing improved *Wnt11*-RFP expression by replacing FGF1 with FGF9. Scale bars, 200  $\mu$ m. **f, g**, Summary of screening results of the 1<sup>st</sup> round screening in Stage III for identifying individual hits. In the columns of “*Wnt11*-RFP” and “Organoid growth”: “-” indicates no significant differences were observed compared to the control group (FGF9+C3+TT+GDNF). In the column of “Selected for R2 screening”: “Y” indicates the factor was selected for 2<sup>nd</sup> round (R2) screening; “-” indicates the factor was not selected. **h-j**, Bright field (BF) and fluorescence (*Wnt11*-RFP) images showing improved *Wnt11*-RFP expression in UB organoids with the addition of LDN (h), A83 (i), and Rspo1 (j), as compared to their corresponding controls, in the 1<sup>st</sup> round screening in Stage III. LDN, LDN193189; A83, A83-01; Rspo1, R-Spondin 1. Scale bars, 200  $\mu$ m. **k**, Bright field (BF) and fluorescence (*Wnt11*-RFP) images showing improved *Wnt11*-RFP expression in UB organoid with the addition of both JAK Inhibitor I and SB202190 (+JK/SB), as compared to the corresponding control (-JK/SB), in the 2<sup>nd</sup> round screening in Stage III. Scale bars, 200  $\mu$ m. **l**, Bright field (BF) and fluorescence (*Wnt11*-RFP) images showing the morphology and *Wnt11*-RFP reporter expression in the UB organoids cultured in complete UBCM or upon withdrawal of indicated components from the UBCM for 9 days. TT, TTNPB. Scale bars, 200  $\mu$ m.

Zeng *et al.*, Supplementary Figure 2

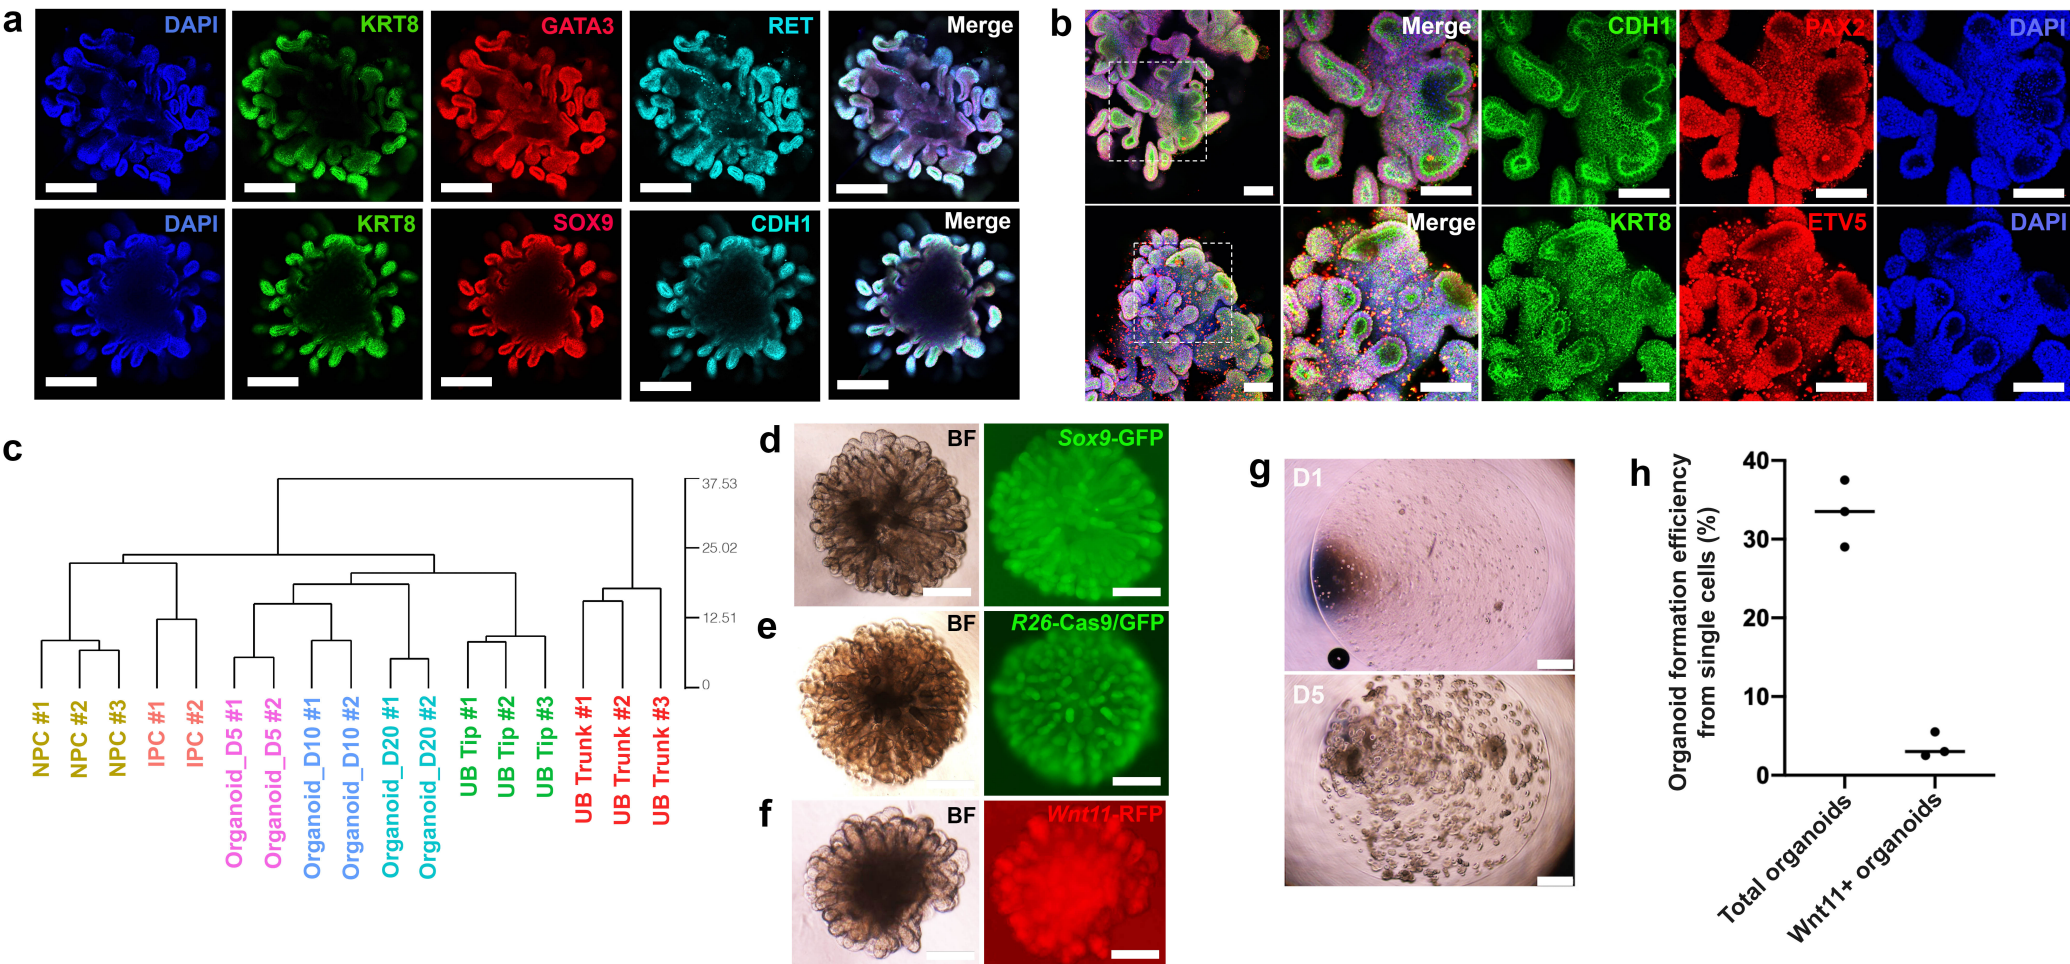

**Supplementary Figure 2. Derivation and characterization of mouse UB organoid.** **a, b,** Immunostaining of the branching UB organoid at day 10 of culture for various UB markers. Note the red signals that do not overlay with DAPI from PAX2 and ETV5 staining panels are non-specific signals. In **b**, The four panels on the right represent the boxed region in the left panel. Scale bars, **a**, 200  $\mu\text{m}$ ; **b**, 100  $\mu\text{m}$ . **c**, Unsupervised clustering analysis of RNA-seq data. **d**, Bright field (BF) and fluorescence images of a UB organoid derived from Sox9-GFP genetic background. Scale bars, 200  $\mu\text{m}$ . **e**, Bright field (BF) and fluorescence images of a UB organoid derived from Rosa26-Cas9/GFP (*R26-Cas9/GFP*) genetic background. Scale bars, 200  $\mu\text{m}$ . **f**, Bright field (BF) and fluorescence images of a *Wnt11*-RFP UB organoid revived from freezing. Scale bars, 200  $\mu\text{m}$ . **g**, Bright field images showing 200 single cells embedded into a drop of Matrigel and cultured in mUBCM for 1 day (D1) and 5 days (D5). Scale bars, 500  $\mu\text{m}$ . **h**, Efficiency of UB organoid formation from 200 single UB cells. Each group represents 3 biological replicates. All data are presented as mean  $\pm$  s.d. Source data are provided as a Source Data file.

**a**

**d**

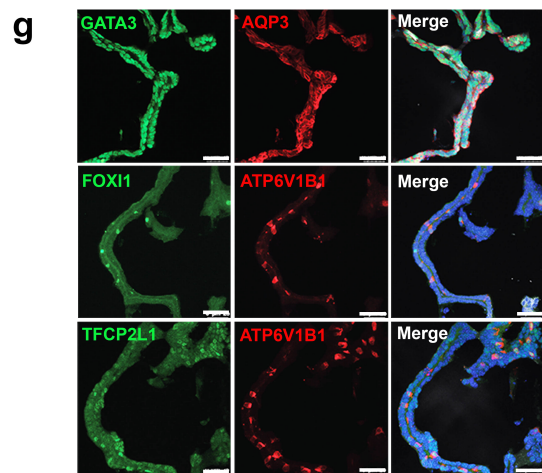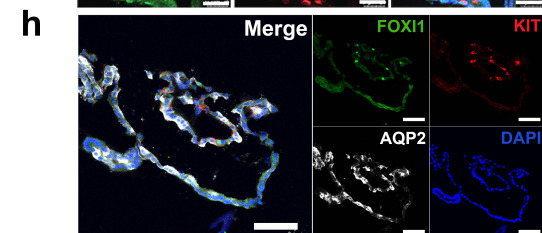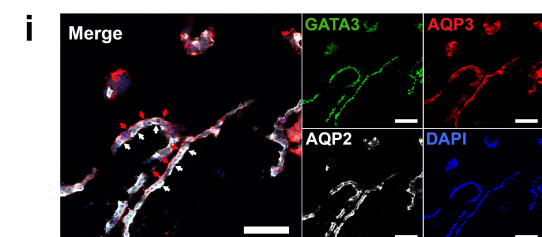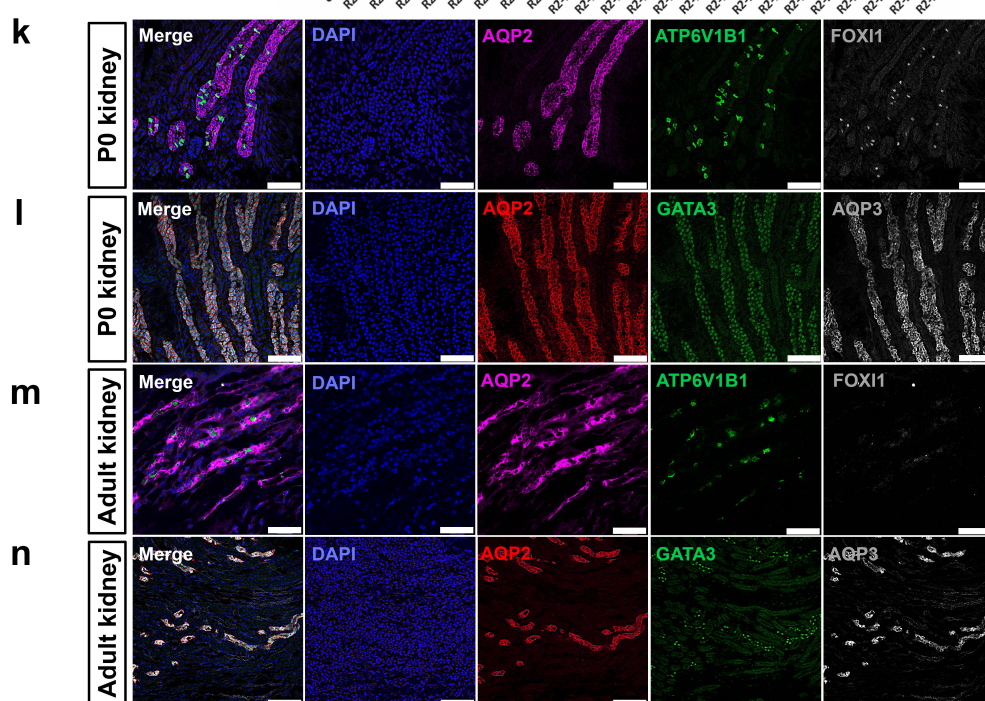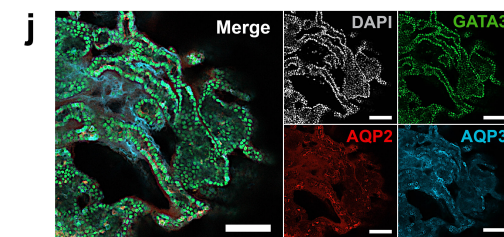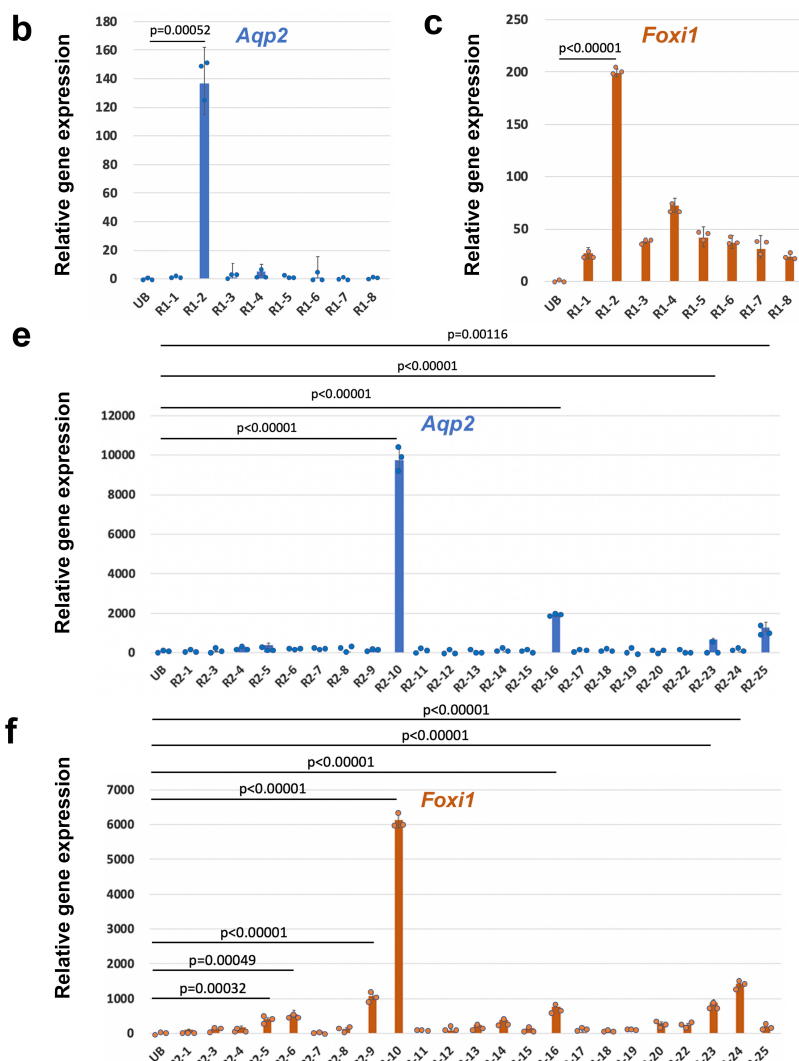

**o**

**Supplementary Figure 3. Expandable UB organoid-based screening for CD differentiation.**

**a**, Summary of conditions tested in the 1<sup>st</sup> round of CD differentiation condition screening. **b, c**, qRT-PCR analyses of the 1<sup>st</sup> round of CD differentiation condition screening for PC marker gene *Aqp2* (b, in blue) and IC marker gene *Foxi1* (c, in orange). **d**, Summary of chemicals tested in the 2<sup>nd</sup> round of CD differentiation condition screening with the R1-2 medium as base medium. **e, f**, qRT-PCR analysis of the 2<sup>nd</sup> round of CD differentiation condition screening for PC marker gene *Aqp2* (e, in blue) and IC marker gene *Foxi1* (f, in orange). Note that data for R2-2 and R2-21 are not presented here, because dramatic cell death was observed in those conditions and were thus excluded from this analysis. **g-j**, Immunostaining of cryo-section (g-i) and whole-mount (j) samples of differentiated CD organoids for ureteric lineage marker (GATA3) and various PC (AQP2 and AQP3) and IC markers (FOXI1, ATP6V1B1, and KIT), and TFCEP2L1, which is expressed stronger in the IC than PC at the protein level<sup>2</sup>. Note the sporadic distribution of the IC in the organoid. Scale bars, 50  $\mu$ m. **k-n**, Immunostaining of cryo-section samples of postnatal day 0 kidney (P0, k and l) and adult mouse kidney (m and n) CD cells for ureteric lineage marker (GATA3) and various PC (AQP2 and AQP3) and IC markers (FOXI1 and ATP6V1B1). Note the sporadic distribution of the IC in the organoid. Scale bars, k and l, 50  $\mu$ m; m and n, 100  $\mu$ m. **o**, Summary of CD organoid derivation efficiency. All data are presented as mean  $\pm$  s.d. Source data are provided as a Source Data file.

# Zeng et al., Supplementary Figure 4

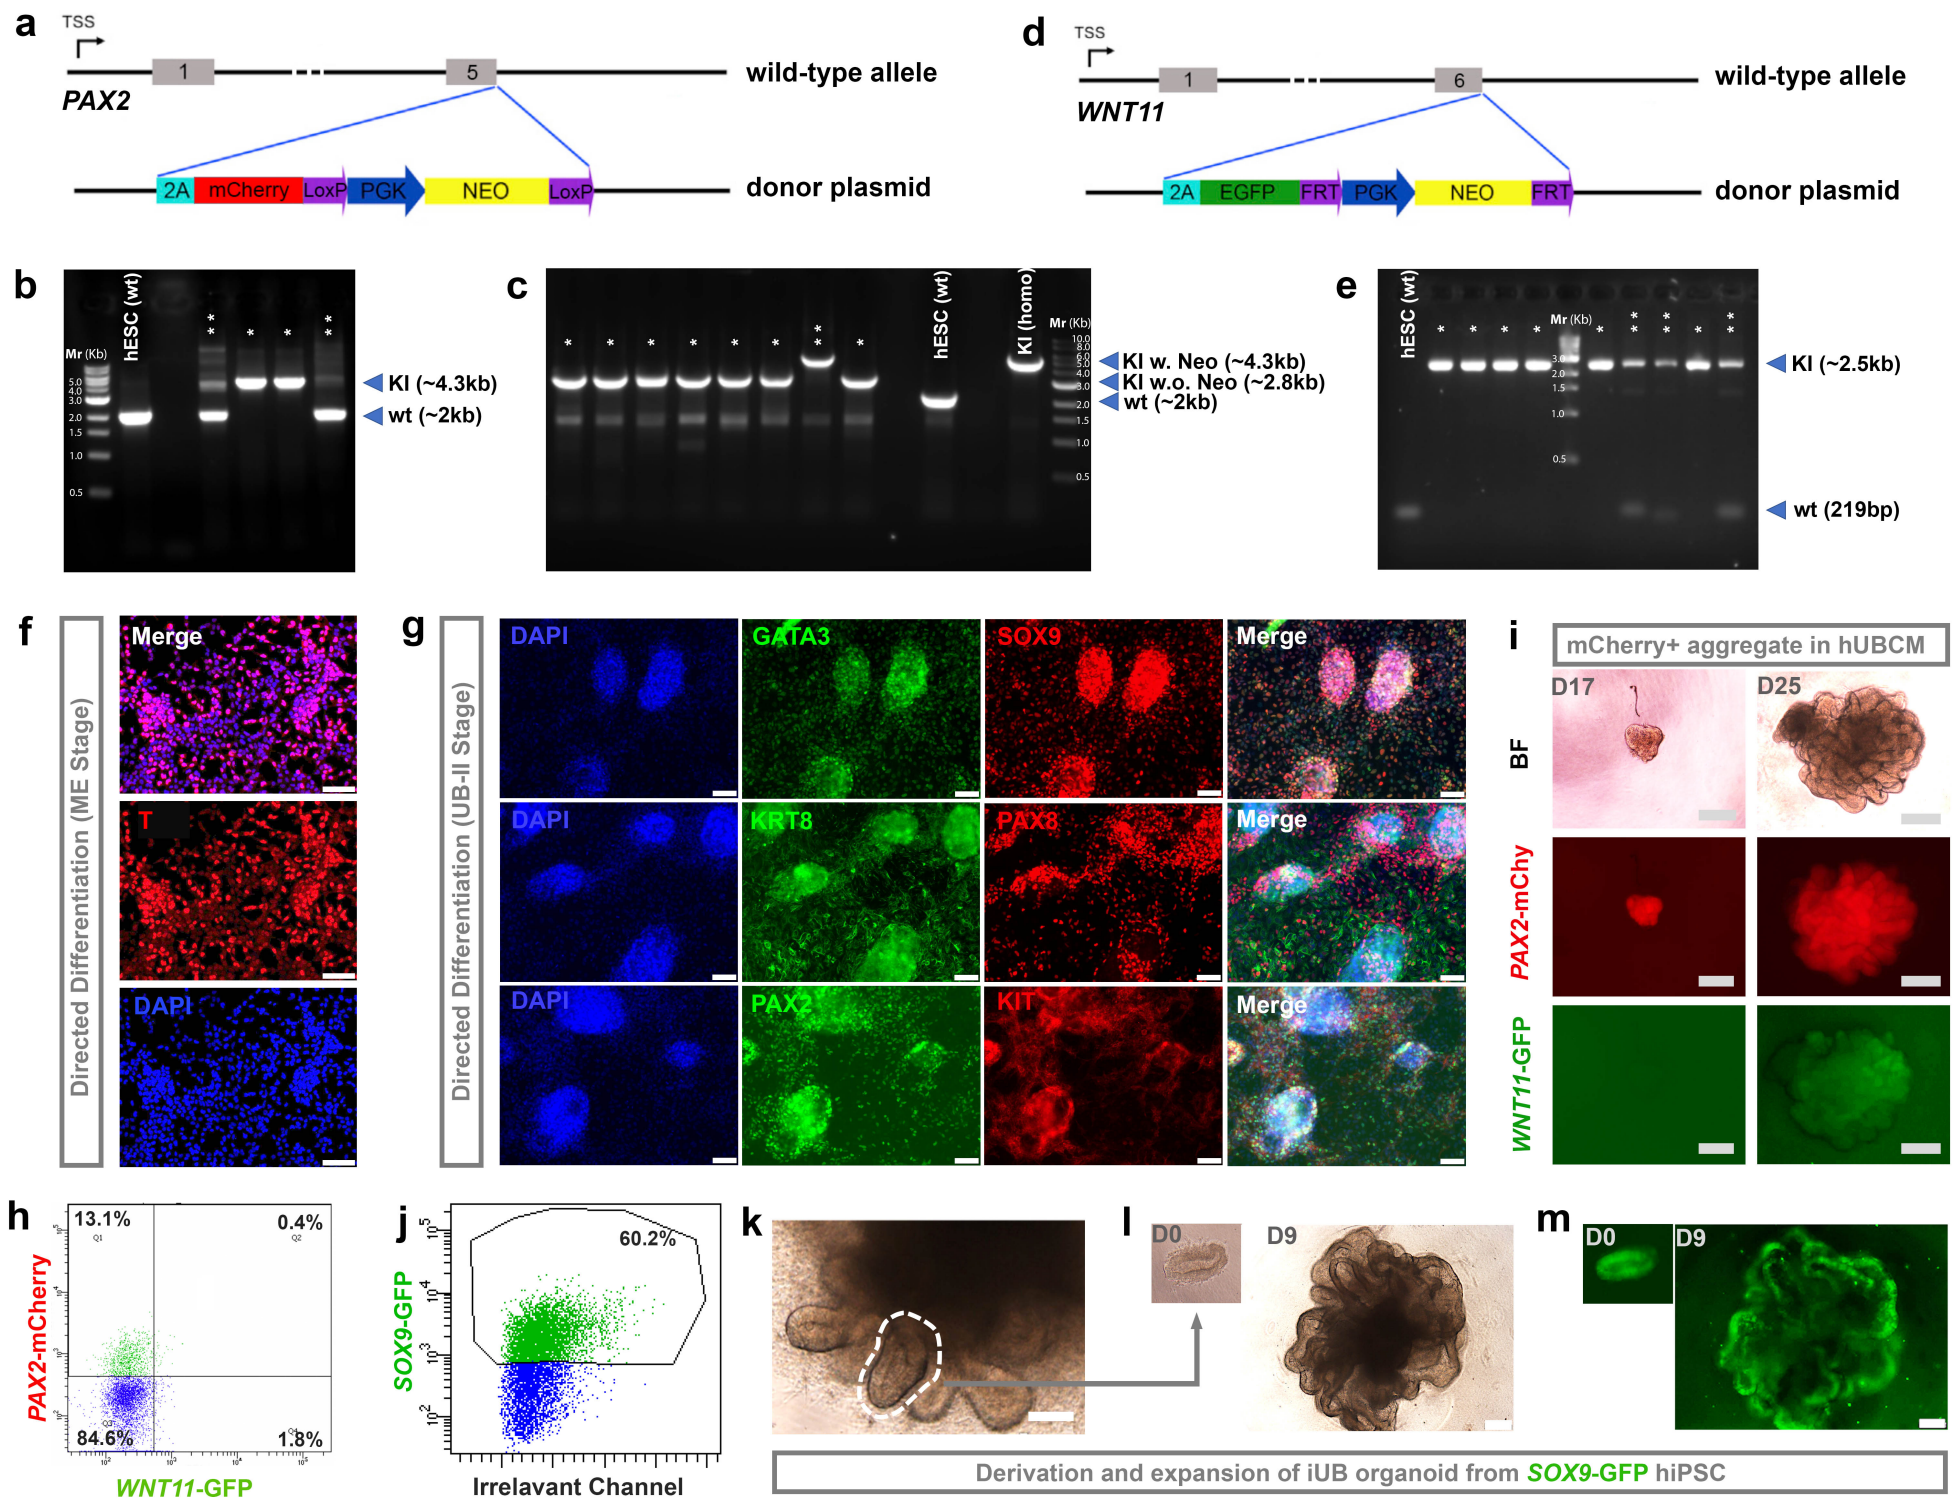

**Supplementary Figure 4. Genetic engineering hESC with a dual reporter system by CRISPR/Cas9 and generation of iUB organoids from various hPSC reporter lines.** **a**, Schematic of the genetic engineering of *PAX2*-mCherry reporter into the hESC line. See Supplementary Methods for more details. **b**, PCR-based genotyping results of *PAX2*-mCherry reporter knockin. Wild-type (wt) PCR product is 2011 bp, knockin (KI) product is 4308 bp. \*, biallelic KI clones; \*\*, monoallelic KI clones; wild-type hESC “hESC (wt)” is used as a non-editing control. **c**, PCR-based genotyping result for Cre-based excision of PGK-Neo cassette. PCR product for *PAX2*-mCherry knockin with PGK-Neo excised (KI w.o. Neo) is 2779 bp. \*, clones with biallelic excision of PGK-Neo; \*\*, clones without PGK-Neo excision; wild-type hESC “hESC (wt)”, and biallelic KI parental clone “KI (homo)” is used as controls. **d**, Schematic of the engineering of *WNT11*-GFP reporter into the *PAX2*-mCherry reporter hESC line. See Supplementary Methods for more details. **e**, PCR-based genotyping result for *WNT11*-GFP reporter knockin. Wild-type (wt) PCR product is 219 bp, knockin (KI) product is 2528 bp. \*, biallelic KI clones; \*\*, monoallelic KI clones; wild-type hESC “hESC (wt)” is used as a non-editing control. **f**, Immunostaining of hESC-derived mesendoderm cells (at the end of ME stage) for mesendoderm marker T (Brachyury). Scale bars, 100  $\mu$ m. **g**, Immunostaining of hESC-derived UB precursor cells (at the end of UB-II stage and prior to FACS sorting) for various UB markers. Scale bars, 100  $\mu$ m. **h**, Flow cytometry analysis of mCherry<sup>+</sup> and GFP<sup>+</sup> cells differentiated from *WNT11*-GFP/*PAX2*-mCherry dual reporter hESCs. **i**, Bright field (BF) and fluorescence images showing the induction of *WNT11*-GFP expression in the mCherry<sup>+</sup> aggregate upon extended culture in hUBCM. Scale bars, 200  $\mu$ m. **j**, Flow cytometry analysis of GFP<sup>+</sup> cells differentiated from SOX9-GFP reporter hiPSCs. **k-m**, Bright field (k and l) and SOX9-GFP (m) fluorescence images of branching iUB organoid derived from SOX9-GFP reporter hiPSCs in a typical passage cycle at day 0 (D0) and day 9 (D9). The indicated budding structure shown in (k) was dissected and re-embedded into Matrigel for iUB expansion shown in (l and m). Scale bars, 200  $\mu$ m.

Zeng et al., Supplementary Figure 5

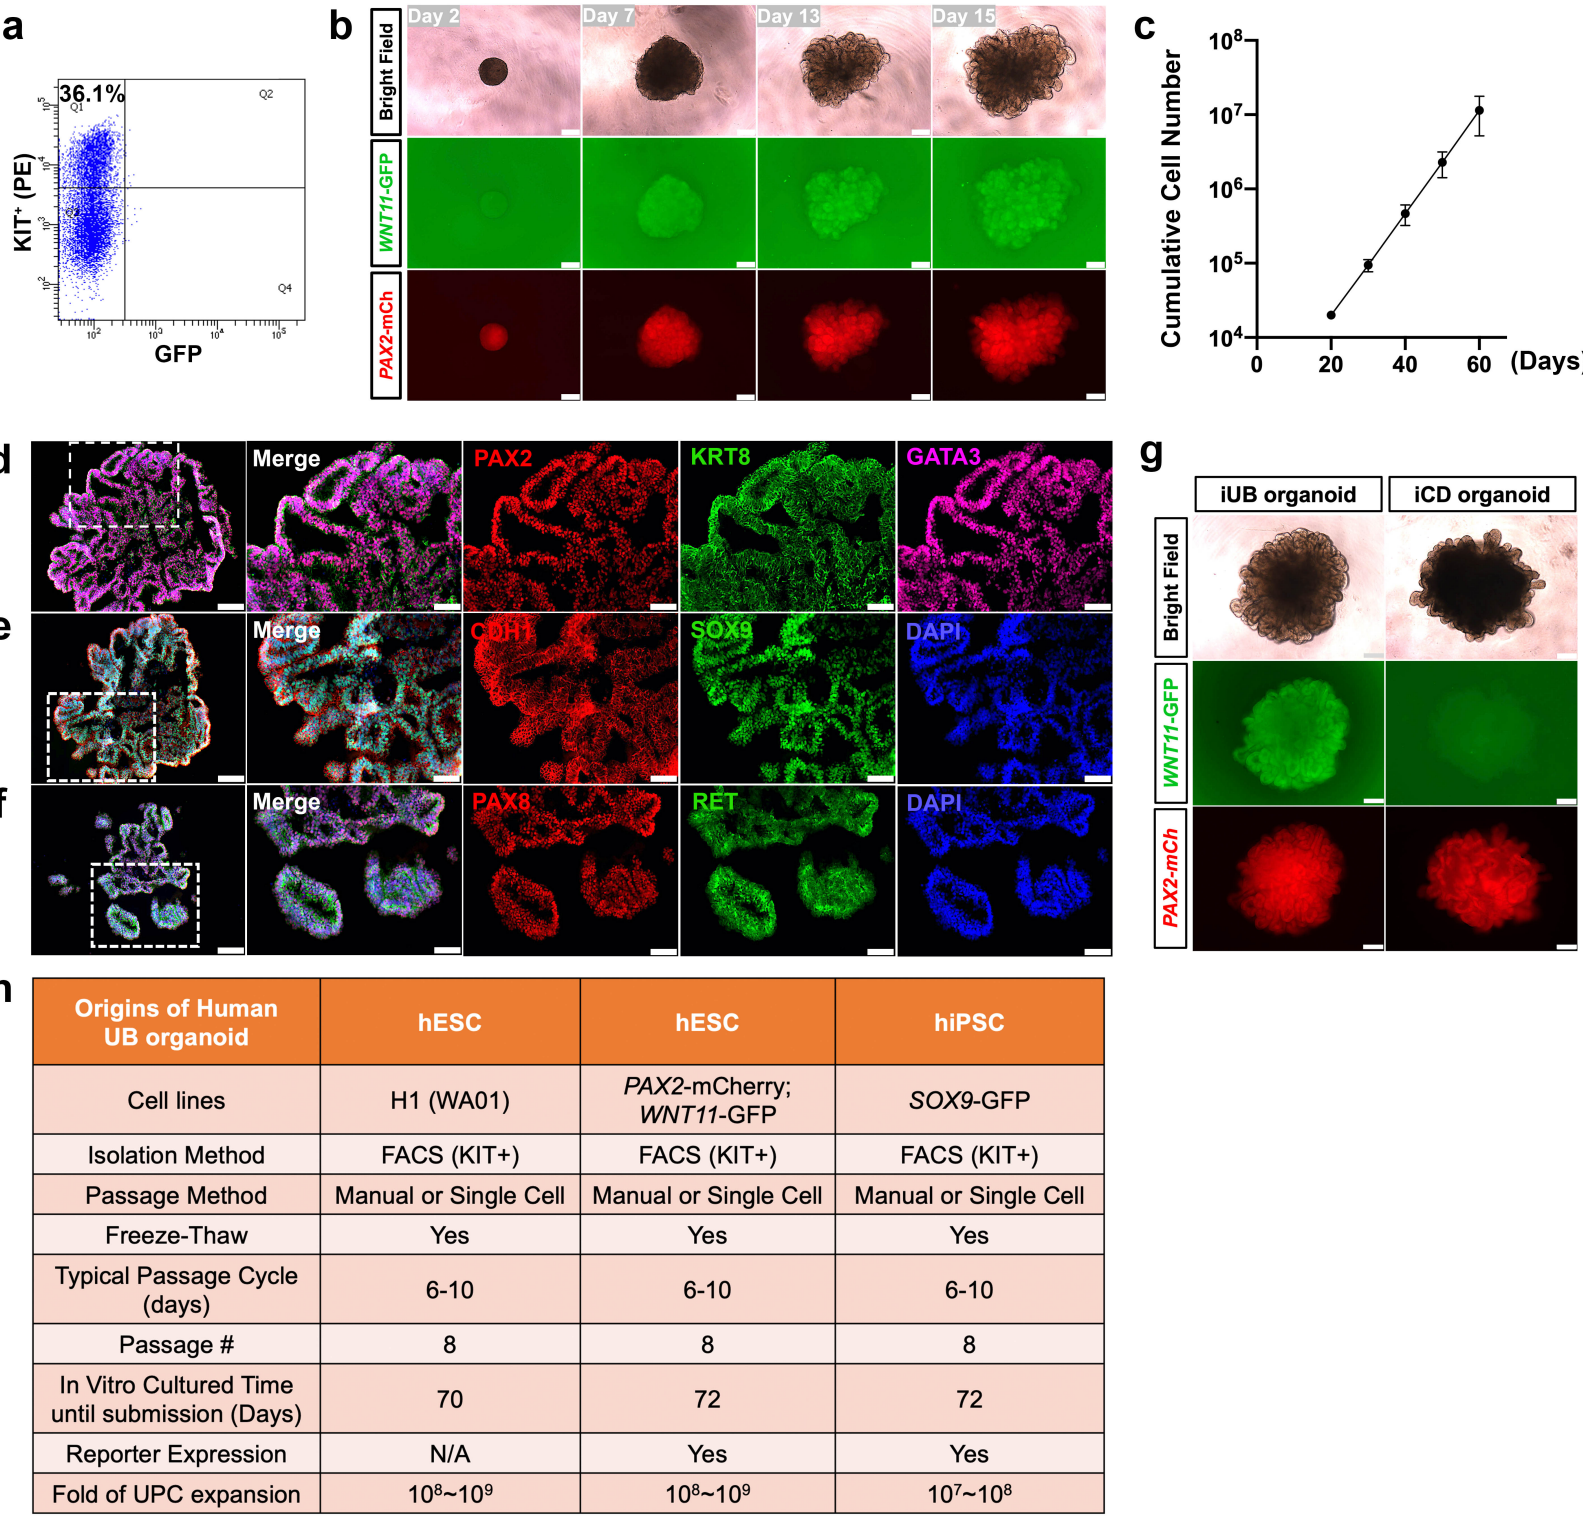

**Supplementary Figure 5. Generating human iUB and iCD organoids from the dual-reporter hPSC line independent of its reporters.** **a**, Flow cytometry analysis of KIT<sup>+</sup> precursor cells differentiated from the dual reporter hESC line. **b**, Bright field (BF) and fluorescence images showing the induction of *WNT11*-GFP expression in the KIT<sup>+</sup> aggregate upon continued culture in hUBCM-v2. Scale bars, 200  $\mu$ m. **c**, Cumulative growth curve of iUB organoid culture starting from 20,000 cells at day 20. Each time point represents 3 biological replicates. **d-f**, Immunostaining of cryo-section samples of the expandable iUB organoid for various UB markers. The four panels on the right represent the boxed region in the left panel. Scale bars, left panel, 100  $\mu$ m; right 4 panels, 50  $\mu$ m. **g**, Bright field and fluorescence images showing the morphological changes and decreasing of *WNT11*-GFP from iUB organoid (left panels) to mature iCD organoid (right panels). Scale bars, 200  $\mu$ m. **h**, Summary of human iUB organoids derivation from different hPSC lines independent of reporter and their expansion *in vitro*. Total culture time are up until manuscript submission. The maximum organoid culture time and expansion could be longer. All data are presented as mean  $\pm$  s.d. Source data are provided as a Source Data file.

Zeng et al., Supplementary Figure 6

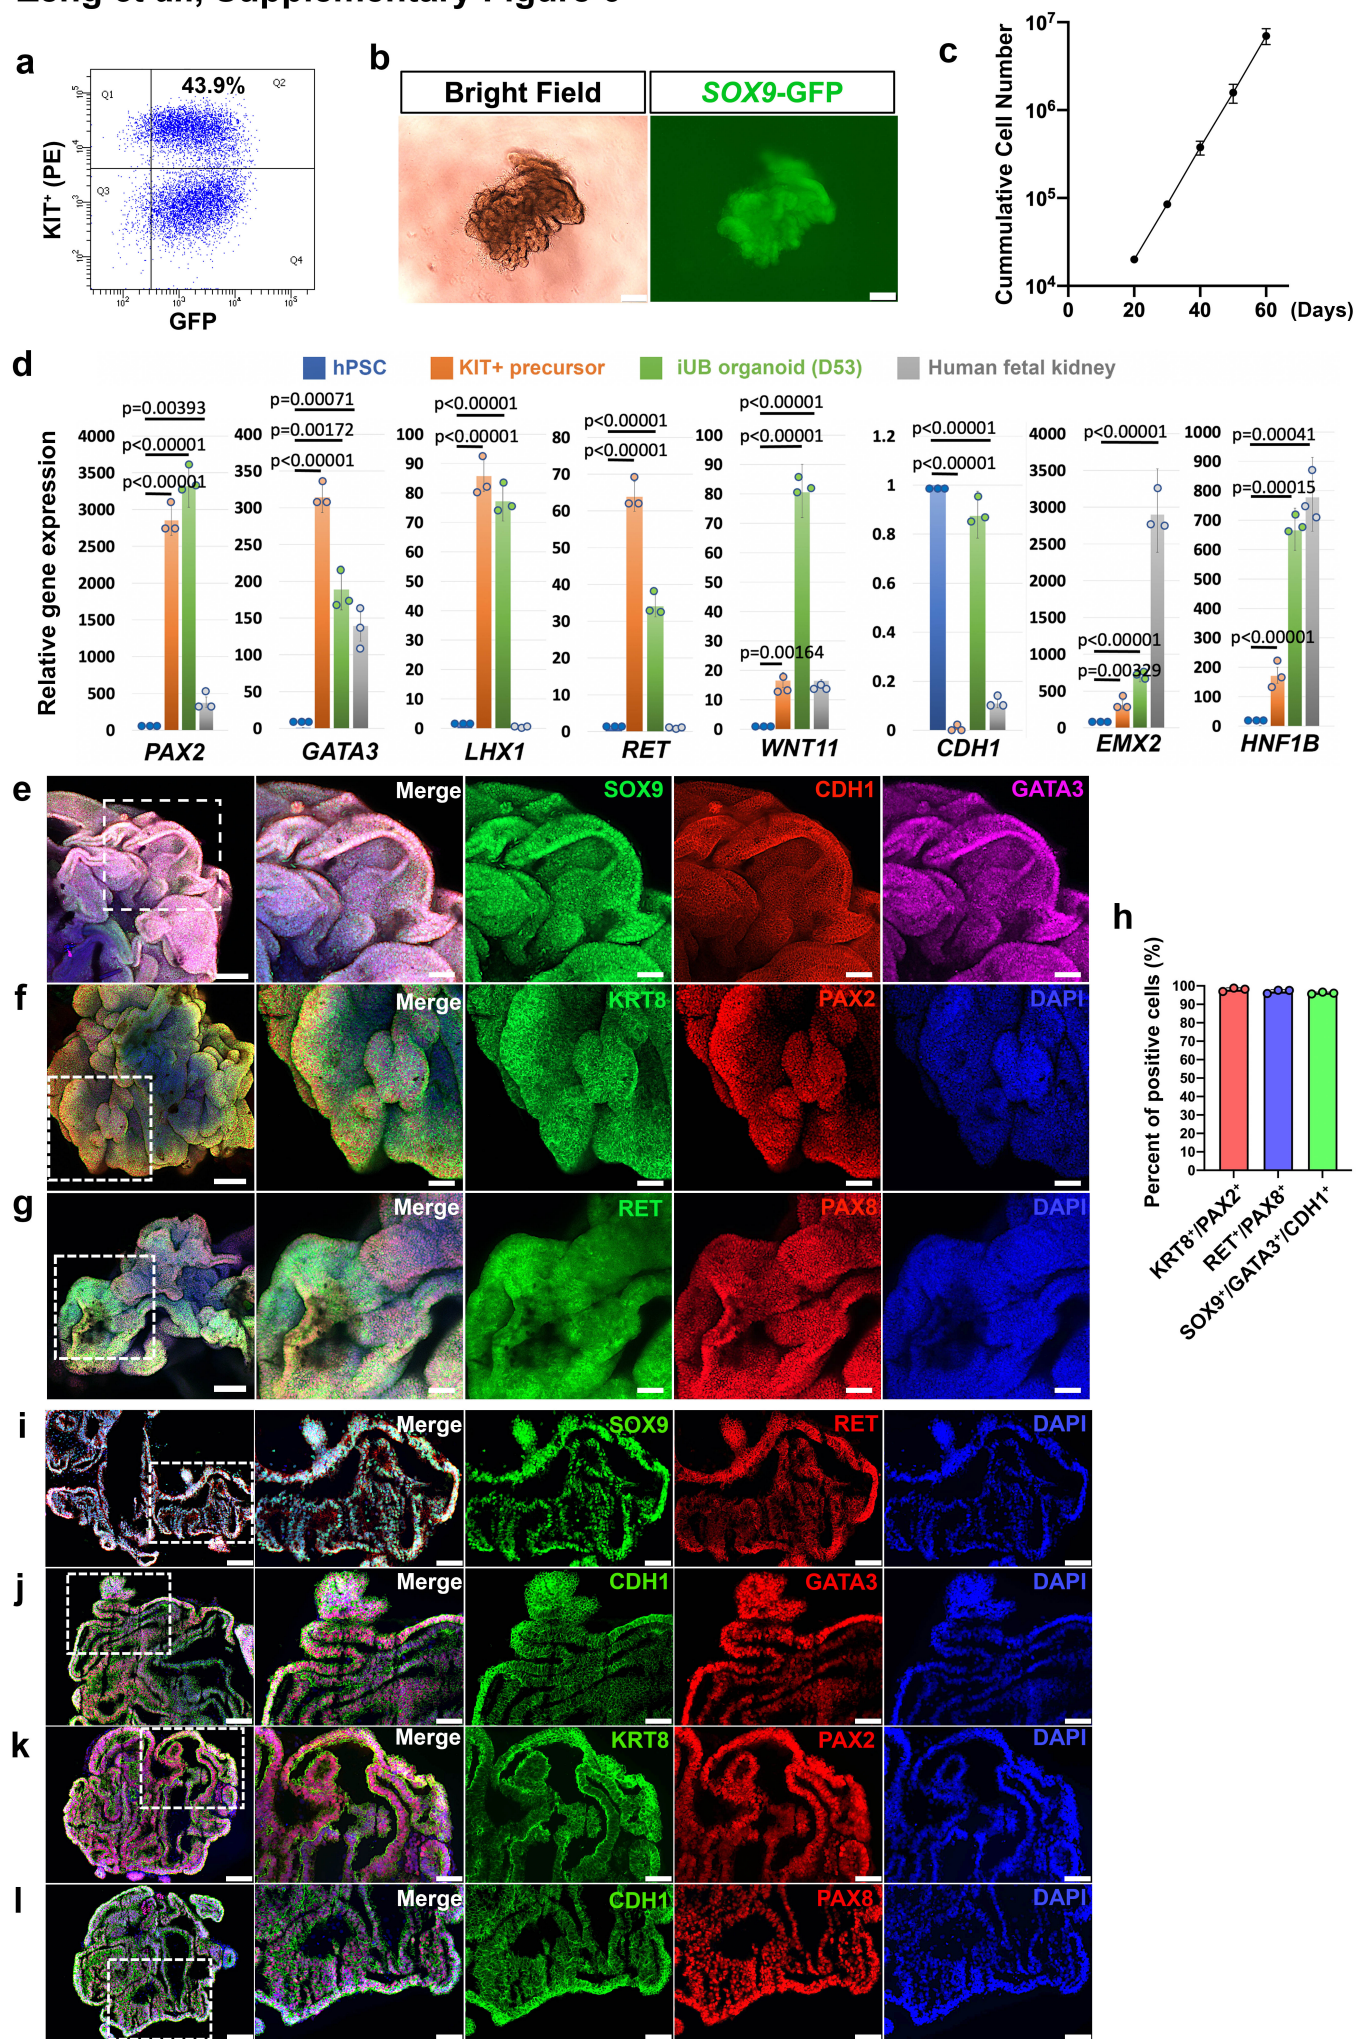

**Supplementary Figure 6. Generating human iUB organoids from the SOX9-GFP iPSC independent of its reporter.** **a**, Flow cytometry analysis of KIT<sup>+</sup> precursor cells differentiated from the SOX9-GFP hiPSC line. Note the SOX9-GFP reporter expression is induced in the majority of the cells using this new differentiation protocol. **b**, Bright field (BF) and fluorescence images showing the SOX9-GFP expression in the KIT<sup>+</sup> iUB organoid cultured in hUBCM-v2. Scale bars, 200  $\mu$ m. **c**, Cumulative growth curve of iUB organoid culture starting from 20,000 cells at day 20. Each time point represents 3 biological replicates. **d**, qRT-PCR analyses of the FACS purified KIT<sup>+</sup> precursor (orange) and KIT<sup>+</sup> iUB organoids cultured for 53 days (D53, green) for various UB markers. Undifferentiated hiPSCs (dark blue) and human fetal kidney (gray, 11.2 week gestational age) were used as controls. The significance was determined by two-tailed unpaired Student's t-tests; n=3. **e-g** and **i-l**, Immunostaining of whole-mount (e-g) and cryo-section (i-l) samples of the expandable iUB organoid for various UB markers. The four panels on the right represent the boxed region in the left panel. Scale bars, e-g, left panels, 100  $\mu$ m; right 4 panels, 40  $\mu$ m; i-l, left panels, 100  $\mu$ m; right 4 panels, 50  $\mu$ m. **h**, Quantification of percentages of iUB cells stained positive for different UB markers in Supplementary Fig. 6e-g. Each column represents counts from 3 different fields of view (n=3). All data are presented as mean  $\pm$  s.d. Source data are provided as a Source Data file.

Zeng *et al.*, Supplementary Figure 7

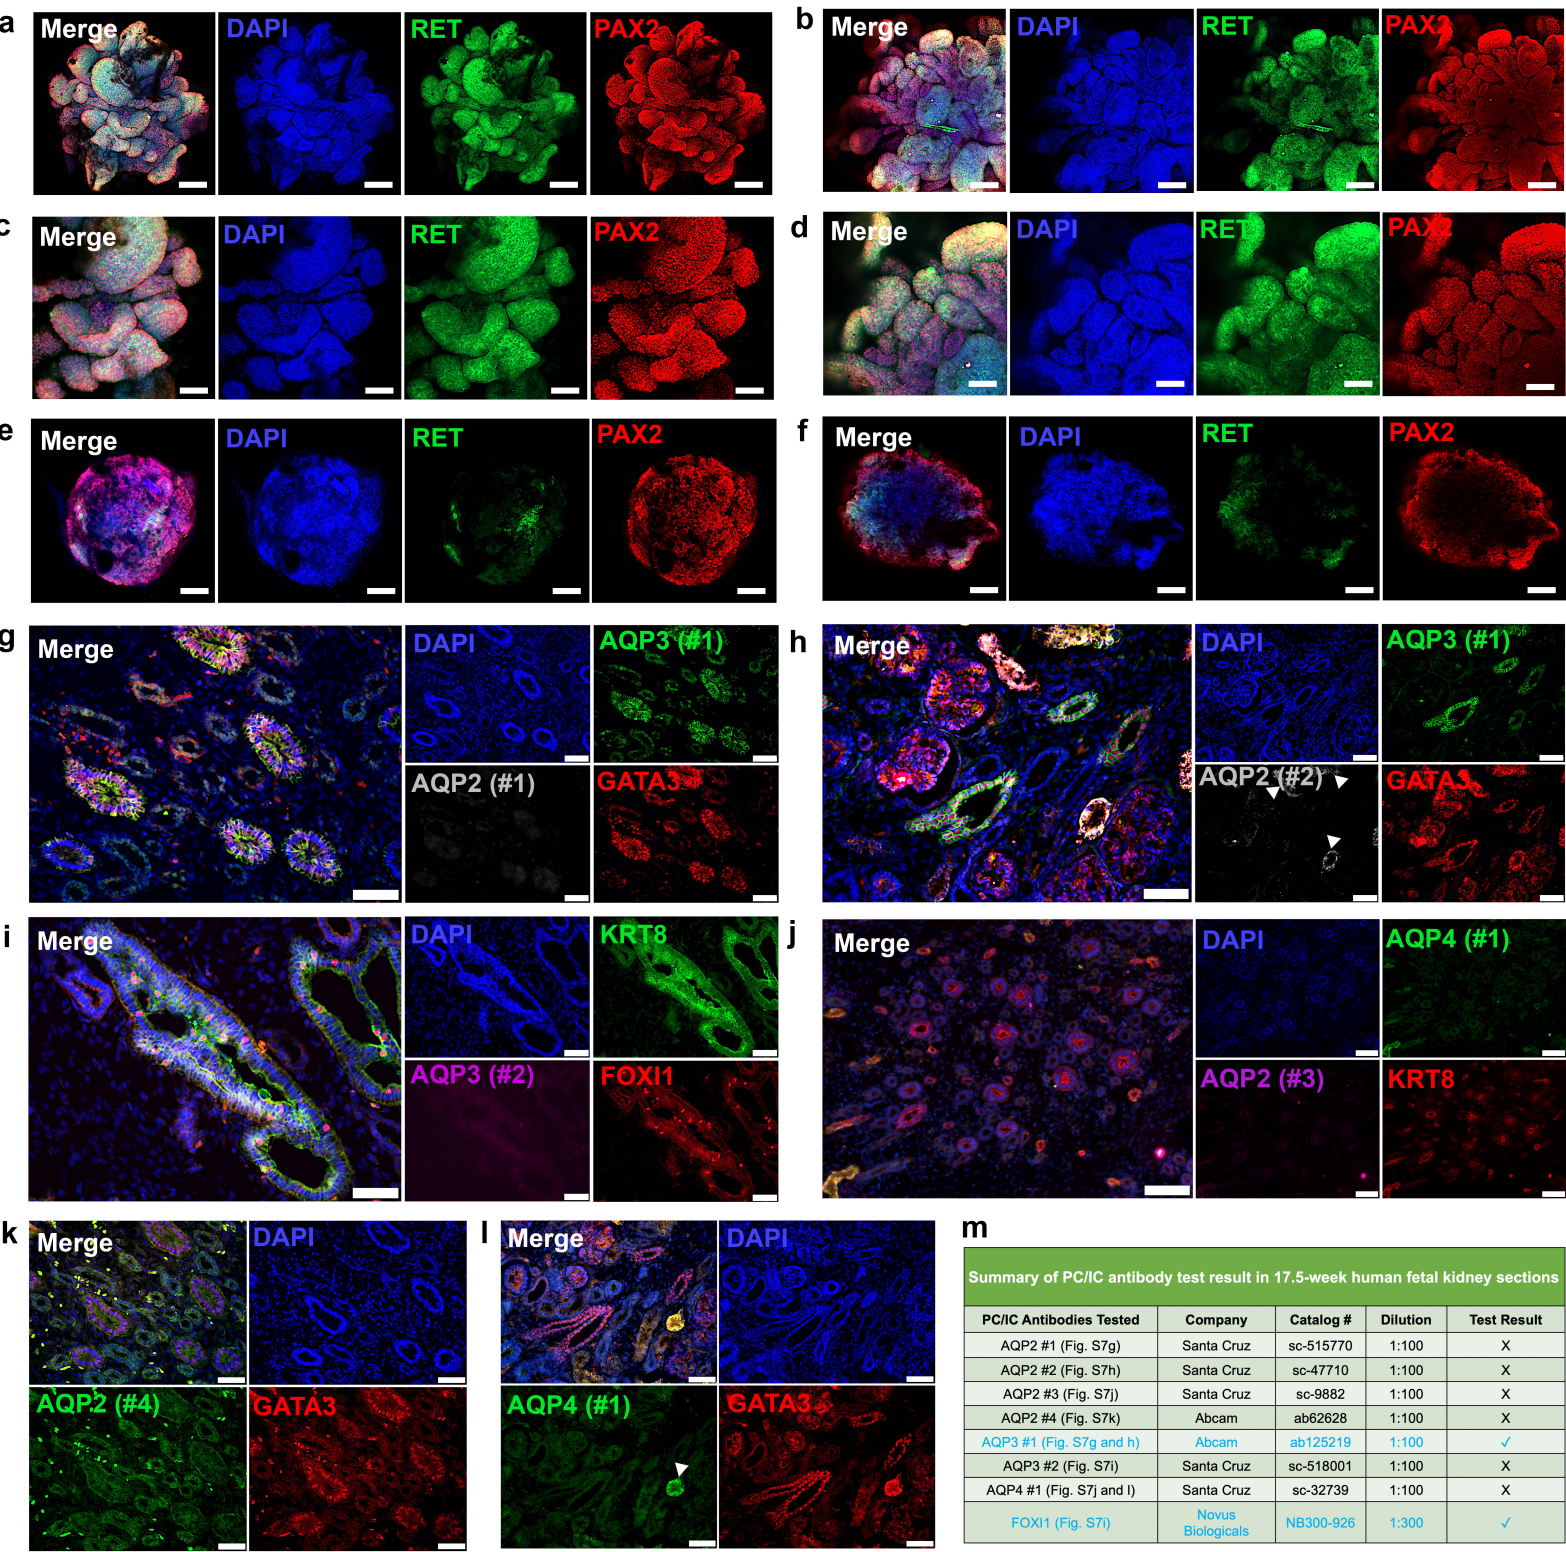

**Supplementary Figure 7. Immunostaining of whole-mount samples of control and RET KO iUB organoids and human CD antibodies testing.** **a-f**, Corresponding to Fig. 6g. Whole-mount immunostaining of the control (**a-d**) and *RET* KO (**e** and **f**) human iUB organoids for various UB markers. **a**, **c**, and **e** were from the experimental group with sgRNA #1; **b**, **d**, and **f** were from the experimental group with sgRNA #2. Scale bars, a and b, 100  $\mu$ m; c-f, 40  $\mu$ m. **g-l**, Immunostaining of 17.5 week gestational age human fetal kidney cryo-section samples for testing various human CD marker antibodies, including PC markers AQP2, AQP3, AQP4, and IC markers FOXI1. Arrow heads in (h) and (l) indicate non-specific signals. Scale bars, g-i, k, l, 50  $\mu$ m; j, 100  $\mu$ m. **m**, Summary of all CD antibodies we have tested in human kidney samples.

# Zeng *et al.*, Supplementary Figure 8

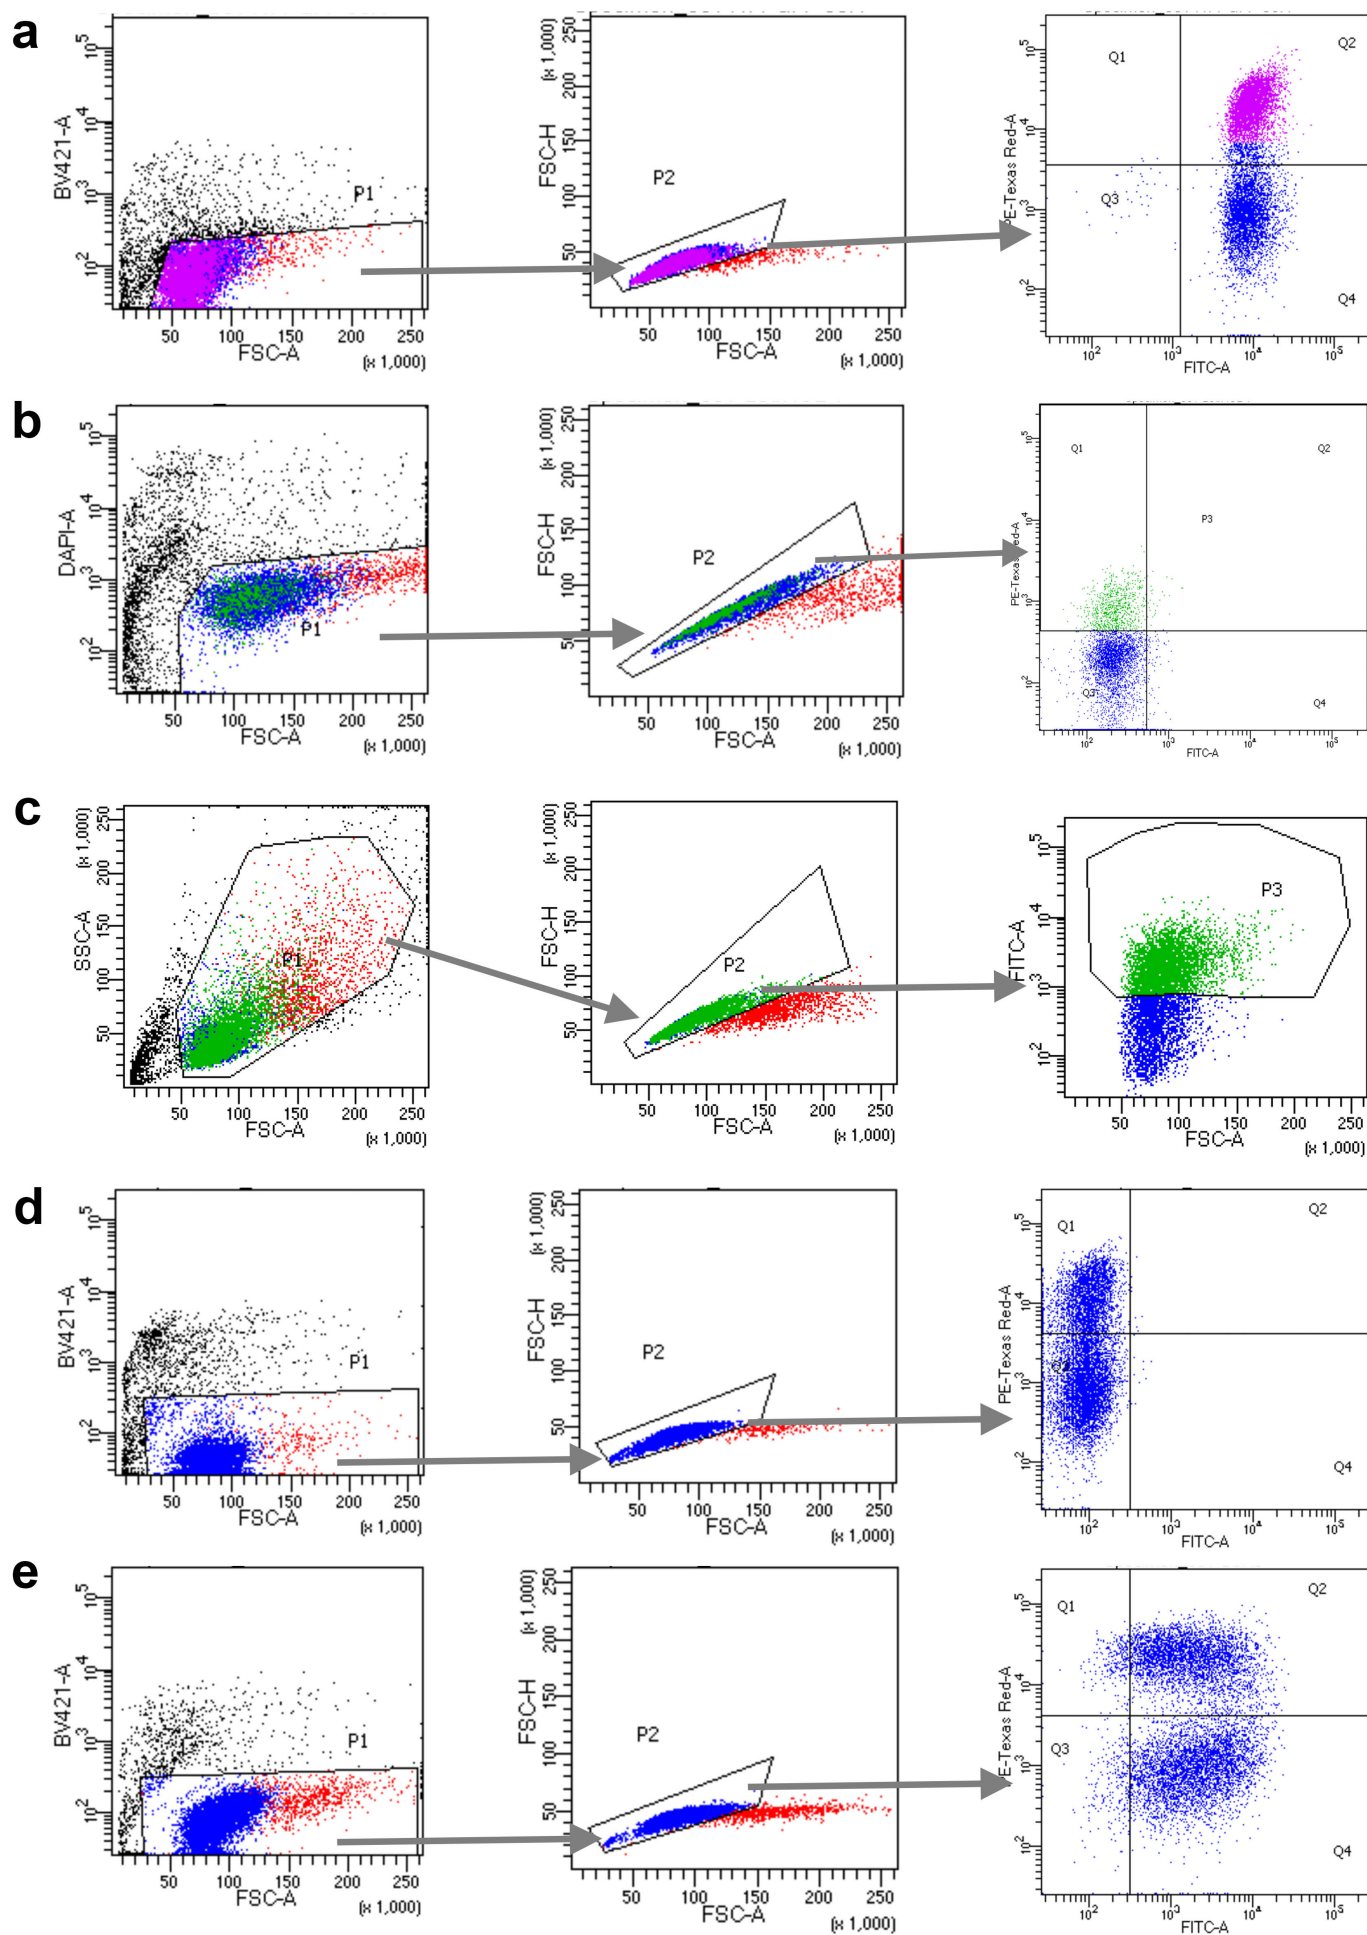

**Supplementary Figure 8. FACS sequential gating/sorting strategies used in iUB differentiation.** **a**, Corresponding to Fig. 5i, gating strategy for detection of KIT<sup>+</sup> precursor cells differentiated from wild-type H1 hESC. **b**, Corresponding to Supplementary Fig. 4h, gating strategy for detection of mCherry<sup>+</sup> and GFP<sup>+</sup> cells differentiated from *WNT11*-GFP/*PAX2*-mCherry dual reporter hESCs. **c**, Corresponding to Supplementary Fig. 4j, gating strategy for detection of GFP<sup>+</sup> cells differentiated from SOX9-GFP reporter hiPSCs. **d**, Corresponding to Supplementary Fig. 5a, gating strategy for detection of KIT<sup>+</sup> precursor cells differentiated from the dual reporter hESC line. **e**, Corresponding to Supplementary Fig. 6a, gating strategy for detection of KIT<sup>+</sup> precursor cells differentiated from the SOX9-GFP hiPSC line.

**Supplementary Table 1. Summary of available in vitro models for mouse kidney branching morphogenesis**

**Supplementary Table 2. Summary of available in vitro models for human kidney branching morphogenesis**

### Supplementary table 3. Key resources.

#### Antibodies

#### Chemicals, Peptides, and Recombinant Proteins

### Biological Samples

### Critical Commercial Assays

**Deposited Data**

**Experimental Models: Cell lines**

**Experimental Models: Organisms/Strains**

**Oligonucleotides**

**Supplementary table 4. Genotyping primer sequences for detecting *PAX2*-mCherry and *WNT11*-GFP knockin (KI).**

**Supplementary table 5. qRT-PCR Primer sequences.**

**Supplementary table 6. Medium recipe of mUBCM (mouse UB culture medium).**

Supplements:

Basal medium: DMEM/F12 (1:1) (1X), Invitrogen, Cat. No. 11330-032.

**Supplementary table 7. Medium recipe of hUBCM (Human UB culture medium).**

Supplements:

**hUBCM-v1**

Basal medium: DMEM/F12 (1:1) (1X), Invitrogen, Cat. No. 11330-032.

**hUBCM-v2**

Basal medium: DMEM/F12 (1:1) (1X), Invitrogen, Cat. No. 11330-032.

**Supplementary table 8. Medium recipe of CDDM (CD differentiation medium).**

Supplements:

mCDDM (mouse):

Basal medium: DMEM/F12 (1:1) (1X), Invitrogen, Cat. No. 11330-032.

hCDDM (human):

Basal medium: DMEM/F12 (1:1) (1X), Invitrogen, Cat. No. 11330-032.

**Supplementary table 9. Medium recipe of stepwise directed differentiation to ND cells (D1 to D7 from hPSC).**

Supplements:

Basal medium: DMEM/F12 (1:1) (1X), Invitrogen, Cat. No. 11330-032.

## Supplementary Methods

### Screening for optimal UB culture condition

We systematically screened the optimal UB culture condition in four different stages (Stages I-IV, Supplementary Fig. 1a). In Stage I, we tested the most updated UB culture condition from literature, Yuri *et al.*, 2017<sup>1</sup>, in which FGF1, retinoic acid (RA), CHIR99021, and GDNF were used to allow the growth of isolated UBs *in vitro*. By repeating this condition, we confirmed that this medium supported very well the growth and branching of the UB in the first 4-5 days. However, after that, UB growth slowed down significantly, and more importantly, *Wnt11*-RFP expression was dramatically decreased (Supplementary Fig. 1b), indicating that further optimization was needed to selectively expand the *Wnt11*+ UB progenitor cells.

In Stage II, we optimized the individual medium components employed by Yuri *et al.* (FGF1, RA, CHIR99021, and GDNF). We first asked if each individual factor was necessary in the medium. For this, the factors were withdrawn from the medium individually, and the results clearly showed that all these factors were essential for maintaining the branching of UB (Supplementary Fig. 1c). Then we further optimized these factors. RA is known to be unstable in tissue culture, so we replaced it with another widely used small molecule RA substitute TTNPB. CHIR99021 was used at 1 $\mu$ M by Yuri *et al.*, but based on our own experiences and literature, different doses of CHIR99021 often have different biological effects. So we titrated it from 1 $\mu$ M, 3 $\mu$ M, to 6 $\mu$ M, from which we identified 3 $\mu$ M to be the optimal concentration (Supplementary Fig. 1d, f). To optimize for FGF1, we tested different members from the FGF family, including FGF2, FGF4, FGF7, FGF8, FGF9, FGF10, and FGF20, from which we identified FGF9 to be superior in supporting *Wnt11*-RFP expression than FGF1 (Supplementary Fig. 1e, f). GDNF was unchanged in the medium, considering its essential role in maintaining the UB progenitor population *in vitro* and *in vivo*.

In Stage III, based on the optimized recipe consisting of FGF9, TTNPB, CHIR99021 (3 $\mu$ M) and GDNF, we performed our 1<sup>st</sup> round of screening of growth factors and small molecules targeting major developmental pathways (e.g. TGF- $\beta$ , BMP, Wnt, FGF, Hedgehog and Notch) and others.

The branching morphogenesis, growth rate and *Wnt11*-RFP were recorded as readouts (Supplementary Fig. f, g). From this, we identified several hits that improved either the UB growth rate or *Wnt11*-RFP, or both. Representative images were shown for LDN193189 (Supplementary Fig. 1h), A83-01 (Supplementary Fig. 1i), and R-Spondin 1 (Supplementary Fig. 1j). These individual hits were then subjected to a 2<sup>nd</sup> round of screening to test their effects in various combinations, eventually leading to the identification of the optimal UB progenitor culture medium UBCM consisting of FGF9, TTNPB, CHIR99021 (3 $\mu$ M), GDNF, LDN193189, A83-01, R-Spondin1, JAKI and SB202190. Representative images were shown for the combinatorial effect of JAKI and SB202190 (Supplementary Fig. 1k), for which only marginal effects were observed when used individually (Supplementary Fig. 1f, g).

Lastly, in Stage IV, we asked whether each of the components in UBCM was essential. The factors were removed from the UBCM individually and the results indicated that all of them were necessary to achieve optimal UB organoid branching and to sustain *Wnt11*-RFP expression (Supplementary Fig. 1l).

### **WNT11-GFP/PAX2-mCherry dual reporter hESC line generation**

CRISPR-Cas9 based genome editing was used to insert 2A-EGFP-FRT-PGK-Neo-FRT or 2A-mCherry-loxP-PGK-Neo-loxP cassette downstream of the stop codon (removed) of endogenous *WNT11* or *PAX2* gene, respectively. DNA sequences ~1Kb upstream and ~1Kb downstream of endogenous *WNT11* (upstream F: CCGGAATTCGACGTAATCATTCCACTGACC; upstream R: TACGAGCTCCTTGCAGACATAGCGCTCCAC; downstream F: CGCGTCGACGGCCCTGCCCTACGCCCA; downstream R: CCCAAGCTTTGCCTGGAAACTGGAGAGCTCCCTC) and *PAX2* (upstream F: GAAGTCGACTTTCCACCCATTAGGGGCCA; upstream R: TATGCTAGCGTGGCGGTCATAGGCAGCGG; downstream F: TATACGCGTTTACCGCGGGGACCACATCA; downstream R: GACGGTACCAGTAACTGCTGGAGGAAGAC) stop codon were cloned upstream and downstream of 2A-EGFP-FRT-PGK-Neo-FRT or 2A-mCherry-

loxP-PGK-Neo-loxP cassette respectively to facilitate homologous recombination. 2A-EGFP fragment was cloned from pCAS9\_GFP (Addgene #44719) and the FRT-PGK-Neo-FRT cassette was cloned from pZero-FRT-Neo3R (kindly provided by Dr. Keiichiro Suzuki). 2A-mCherry-loxP-Neo-loxP fragment was cloned from Nanog-2A-mCherry plasmid (Addgene #59995). The different fragments were then cloned to pUC19 plasmid to make the complete donor plasmids for both knockin experiments. gRNA oligos for WNT11 (F: CACCGGTCCTCGCTCCTGCGTGGGG; R: AAACCCCCACGCAGGAGCGAGGACC) and PAX2 (F: CACCGATGACCGCCACTAGTTACCG; R: AAACCGGTAAGTGTGGCGGTCATC) were synthesized and cloned into the lentiCRISPR v2 plasmid (Addgene # 52961). First, both donor and gRNA plasmids for *PAX2* reporter KI were transfected into the H1 hESCs using the Lipofectamine 3000 Transfection Reagent (Invitrogen, Cat. No. L3000015). Neomycin-resistant single cell colonies were picked up manually and genotyping was performed based on PCR. PCR primers see Supplementary Table 4, results see Supplementary Fig. 4. Clones with biallelic knockin of *PAX2*-mCherry were chosen for second round screen where plasmid encoding Cre was delivered to allow the transient expression Cre, whose activities excise the loxP-flanked PGK-Neo cassette from the knockin alleles. PCR was performed to identify single cell clones in which PGK-Neo cassettes were excised from both alleles. Then the same strategy was used to knock in *WNT11* reporter based on the successful biallelic *PAX2*-mCherry knockin clones.

## **Gene editing in UB organoids**

### Gene over-expression:

Lentiviral infection was used to overexpress GFP in E11.5 mUB cells. Lentivirus was first concentrated 100x using Lenti-X Concentrator kit from Takara (Cat # 631231). Concentrated lentivirus was aliquoted and stored in -80°C before use. The lentivirus was used at 1x final concentration together with 10  $\mu$ M Polybrene (Sigma-Aldrich, Cat. No. TR-1003-G) diluted in mUBCM (with 10  $\mu$ M Y27632). 100  $\mu$ L virus-UBCM mixture was added to the U-bottom 96-well low-attachment

plate well with single cells suspension prepared from 8-10 E11.5 mUBs. The UBs and virus were centrifuged together at 800g for 30 minutes for spininfection<sup>10</sup> at room temperature. After the spininfection, the virus-UBCM mixture was removed and the infected UB cells were washed three times with PBS, then aggregated overnight and embedded in Matrigel and cultured in mUBCM in 37°C incubator following standard UB organoid culture procedures described above. 200 µg/mL G-418 (Invitrogen, Cat. # 10131027) was added to the culture to select for UB cells that have been successfully infected. The resulting UB aggregate self-organized into typical branching organoid 4-5 days after infection.

#### GFP knockout:

An E11.5 mUB single cell suspension from the *Rosa26-Cas9/GFP* background was used and lentiviral vectors were constructed using the lentiGuide-puro vector system (Addgene #52963) following standard protocol to make lentiviruses expressing three different gRNAs targeting GFP (gRNA sequences: F1: CACCGAAGGGCGAGGAGCTGTTCAC, R1: AAACGTGAACAGCTCCTCGCCCTTC; F2: CACCGCTGAAGTTCATCTGCACCAC, R2 AAACGTGGTGCAGATGAACTTCAC; F3: CACCGGGAGCGCACCATCTTCTTCA, R3: AAAGTGAAGATGGTGCCTCCC) with the Cas9 cutting site 100-150bp apart, or three non-targeting gRNAs as control<sup>11</sup>. The 100x concentrated lentivirus were used at 5x together with 10 µM Polybrene diluted in mUBCM (with 10 µM Y27632). 100 µL virus-UBCM mixture was added to the U-bottom 96-well low-attachment plate well to combine them with 10 E11.5 mUBs that have been dissociated into single cells. The UB cells and virus were centrifuged at 800 x g for 30 minutes for spin-infection. After the spin, virus-UBCM mixture was removed and fresh virus-UBCM mixture was added into the same well and the UB cells were spin-infected for another 30 minutes at 800g. Then, virus-UBCM mixture was removed and the infected UBs were washed three times with PBS, then aggregated overnight and embedded in Matrigel and cultured in mUBCM in 37°C incubator

following standard UB organoid culture procedures described above. 0.2 µg/mL puromycin was added to the medium to select for UB cells that have been successfully infected. The UB aggregate self-organized into typical branching organoid by 4-5 days post-infection.

*Ret/RET* knockout in mouse/human UB organoid:

Day 5 cultured mUB organoids (wildtype or any background) or stably expanded hUB organoids were dissociated into single cells following the method described above. gRNA oligos targeting mouse or human *Ret/RET* were synthesized and cloned into the lentiCRISPR v2 plasmid (Addgene # 52961) (*mRet* gRNA: F1: CACCGGAAGCTCGGCACTTCTCCAG; R1: AAACCTG-GAGAAGTGCCGAGCTTCC; F2: CACCGCTGTATGTAGACCAGCCAGC; R2: AAAC-GCTGGCTGGTCTACATACAGC. *hRET* gRNA: F1: CACCGGTAGAGGCCCAATGCCACTG; R1: AAACCAGTGGCATTGGGCCTCTACC; F2: CACCGAAGCATCCCTCGAGAAGTAG; R2: AAACCTACTTCTCGAGGGATGCTTC). The same gRNA oligos cloned into the lentiGuide-puro vector system (Addgene #52963) that don't express the Cas9 enzyme were used as negative control. Lentiviruses with these vectors were generated following standard protocol. The 100x concentrated lentivirus were used at 2x together with 10 µM Polybrene diluted in m/hUBCM (with 10 µM Y27632). 100 µL virus-UBCM mixture was added to the U-bottom 96-well low-attachment plate well to combine them with 15,000-20,000 m/hUB single cells. The UB cells and virus were centrifuged at 800 x g for 15 minutes for spin-infection. Then, virus-UBCM mixture was removed and the infected UBs were washed three times with PBS, then aggregated overnight and embedded in Matrigel and cultured in m/hUBCM in 37°C incubator following standard UB organoid culture procedures described above. Puromycin (0.2 µg/mL for mouse and 0.3 µg/mL for human) was added to the medium two-days post-infection to select for UB cells that have been successfully infected. The UB aggregate self-organized into typical branching organoid by 2-6 days post-infection. Mouse organoids were harvested 6 days post-infection and human organoids were harvested 10-12 days post-infection for further analysis.

### **Human UB organoid cryopreservation**

Human UB organoid were cultured until they reached the size ready for passaging. It was transferred onto 100 mm Petri dish lid and Matrigel was removed following the method described above. Organoid was then cut into 4-6 pieces using sterile needles and transferred into an Eppendorf tube. Extra medium in the tube was removed and replaced with 200  $\mu$ L hUBCM with 10  $\mu$ M Y27632 supplemented with DMSO at 10%. The medium and organoid pieces were then split into two cryogenic tubes for cryopreservation. To revive the organoid, the frozen cryogenic tube was thawed in 37°C water bath. Medium in the tube was removed and replaced with 50-100  $\mu$ L fresh hUBCM with 10  $\mu$ M Y27632. Each organoid piece was then embedded into 8  $\mu$ L Matrigel and cultured in hUBCM (with 10  $\mu$ M Y27632 for the first 24h) following the method described before.

### **Mouse Engineered Kidney Generation**

The day before generating the mouse engineered kidney, 50-60k 3D cultured mNPCs was seeded per 96-well to aggregate overnight. A small piece (with 6-10 branching tips) of Day 7-10 cultured mUB organoid was manually dissected out using sterile needles (similar to passaging UB organoid as small tips mentioned above) and inserted into a microdissected hole on a 3D cultured mNPC aggregate (first, a fine dissecting tweezer was used to hold/stabilized the mNPC aggregate sphere from one side, and a sterile needle was used to pierce a hole in the center of mNPC aggregate sphere from the other side; the small piece of mUB organoid was then carefully pushed into the hole using the needle; the NPC aggregate would then slowly wrap around the inserted mUB organoid autonomously overnight; all these procedures were done in a drop (80-100  $\mu$ L) of kidney reconstruction medium (APEL2 + 0.1  $\mu$ M TTNPB) with 10  $\mu$ M Y27632 on an inverted 100 mm plastic petri dish cap, to ensure minimal movement of the aggregate/organoid during the procedures) in kidney reconstruction medium with 10  $\mu$ M Y27632 to generate a engineered kidney precursor. This engineered kidney precursor was then carefully transferred into a well of a U-bottom 96-well low-attachment plate with 100  $\mu$ L kidney reconstruction medium with

10  $\mu$ M Y27632, using a P200 pipette with the top 0.5-1 cm of the tip cut, and cultured in 37°C incubator (day 0). After 24 h (day 1), dead cells surrounding the precursor were removed by gently pipetting several times in the well using a P200 pipette with wide tip. The engineered kidney precursor was then transferred onto a 6-well transwell insert membrane using a wide-tip P200/P1000 pipette (depends on the size). Then 0.8-1 mL kidney reconstruction medium was added in the lower chamber of the transwell. The medium was changed every two days for a total of 7-10 days while the engineered kidney precursor maturation progressed. Then the engineered kidney was processed for further analyses.

## **FACS**

Cells were dissociated/prepared as described above. FACS sorting was performed on a BD FACS ARIA IIIu cell sorter. Sorted cells were collected in a 1.5 mL Eppendorf tube with 500  $\mu$ L 10% FBS on ice.

## **RNA isolation, reverse transcription and quantitative PCR**

Samples were dissolved in 100  $\mu$ L TRIzol (Invitrogen, Cat. No. 15596018) and kept in -80°C freezer. RNA isolation was performed using the Direct-zol RNA MicroPrep Kit (Zymo Research, Cat. No. R2062) according to the manufacturer's instructions. Reverse transcription was performed using the iScript Reverse Transcription Supermix (Bio-Rad, Cat. No. 1708841) following the manufacturer's instructions. qRT-PCR was performed using the Applied Biosystems PowerUp SYBR Green Master Mix (Thermo Fisher, Cat. No. A25777) and carried out on an Applied Biosystems Vii 7 RT-PCR system (*Life Technologies*). Validated gene-specific primers can be found in Supplementary Table 5. Fold change was calculated using the comparative CT Method ( $\Delta\Delta$ CT Method) and *Gapdh* as housekeeping gene.

## **Immunofluorescence**

### Whole-mount staining:

Samples were fixed in 4% PFA for 45 minutes at 4°C in Eppendorf tubes with gentle shaking (UB/CD organoid, 200 µL PFA) or 10 minutes at room temperature on transwell insert membrane (kidney reconstruct, 1 mL total PFA on and below the membrane). They were then washed four times in 0.8-1 mL 1X PBS (Corning, Cat. No. 21-040-CV) for total 30 minutes at 4°C or room temperature (after the washes, kidney reconstructs on transwell membrane were cut out and transferred into Eppendorf tubes). After the washes, samples were blocked in blocking solution (0.1% PBST containing 3% BSA) for 1-2 hours at 4°C with gentle shaking, followed by primary antibody staining (primary antibodies were diluted in blocking solution) at 4°C overnight. On the second day, samples were washed three times with 800 µL 0.1% PBST for total 3 hours at 4°C with gentle shaking. Secondary antibodies diluted in blocking solution were added and samples were incubated at 4°C overnight. On the third day, samples were washed three times with 800 µL PBST for total 3 hours at 4°C with gentle shaking. Lastly, samples were mounted in mounting medium onto glass slides for imaging.

### Cryo-section staining:

Samples were fixed and washed as described above. They were then transferred into a plastic mold and embedded in OCT Compound (Scigen, Cat. No. 4586K1) and froze in -80°C for 24 hours to make a cryo-block. The cryo-blocks were sectioned using Leica CM1800 Cryostat. The sectioned slides were then blocked for 30 minutes at room temperature followed by one hour of primary antibodies staining at room temperature. The slides were then washed four times with PBST for five minutes, and then secondary staining for 30 minutes. After the secondary staining, the slides were washed four times with PBST for five minutes and mounted with mounting medium.

**Image quantification for UB/CD marker gene expression in the UB/CD organoids (Figure 1e, 2h, 5f, 6d, 6h, supplementary figure 6h)**

Whole-mount immunostaining images for mouse UB organoids, mouse CD organoids, or human UB organoids were used for the quantification of various marker gene expression. ImageJ software (version 1.52a) was used to count positive cells. 3 different fields of view per organoid were randomly selected to count the number of positively stained cell numbers (positive for marker genes) and total cell numbers (DAPI+). Percentage was calculated by the number of cells that are positive for different UB/CD marker genes divided by the total DAPI+ cell numbers. At least 500 cells in total were counted. Error bars represent standard derivation between different field views.

## Supplementary References

1. Yuri, S., Nishikawa, M., Yanagawa, N. & Jo, O. D. In Vitro Propagation and Branching Morphogenesis from Single Ureteric Bud Cells. *Stem Cell Reports* 8, 401-416, doi:10.1016/j.stemcr.2016.12.011 (2017).
2. Werth, M. et al. Transcription factor TFCEP2L1 patterns cells in the mouse kidney collecting ducts. *Elife* 6, doi:10.7554/eLife.24265 (2017).
3. Taguchi, A. & Nishinakamura, R. Higher-Order Kidney Organogenesis from Pluripotent Stem Cells. *Cell Stem Cell* 21, 730-746.e736, doi:10.1016/j.stem.2017.10.011 (2017)
4. Howden, S. E. et al. Plasticity of distal nephron epithelia from human kidney organoids enables the induction of ureteric tip and stalk. *Cell Stem Cell*, doi:10.1016/j.stem.2020.12.001 (2020).
5. Uchimura, K., Wu, H., Yoshimura, Y. & Humphreys, B. D. Human Pluripotent Stem Cell-Derived Kidney Organoids with Improved Collecting Duct Maturation and Injury Modeling. *Cell Rep* 33, 108514, doi:10.1016/j.celrep.2020.108514 (2020).
6. Mae, S. I. et al. Expansion of Human iPSC-Derived Ureteric Bud Organoids with Repeated Branching Potential. *Cell Rep* 32, 107963, doi:10.1016/j.celrep.2020.107963 (2020).
7. Tsujimoto, H. et al. A Modular Differentiation System Maps Multiple Human Kidney Lineages from Pluripotent Stem Cells. *Cell Rep* 31, 107476, doi:10.1016/j.celrep.2020.03.040 (2020).
8. Mae, S. I. et al. Generation of branching ureteric bud tissues from human pluripotent stem cells. *Biochem Biophys Res Commun* 495, 954-961, doi:10.1016/j.bbrc.2017.11.105 (2018).
9. Xia, Y. et al. Directed differentiation of human pluripotent cells to ureteric bud kidney progenitor-like cells. *Nat Cell Biol* 15, 1507-1515, doi:10.1038/ncb2872 (2013).
10. Kurita, M. et al. In vivo reprogramming of wound-resident cells generates skin epithelial tissue. *Nature* 561, 243-247, doi:10.1038/s41586-018-0477-4 (2018).
11. Zuo, E. et al. One-step generation of complete gene knockout mice and monkeys by CRISPR/Cas9-mediated gene editing with multiple sgRNAs. *Cell Res* 27, 933-945, doi:10.1038/cr.2017.81 (2017).

# Supplementary material for: Generation of patterned kidney organoids that recapitulate the adult kidney collecting duct system from expandable ureteric bud progenitors
**Source:** Nat Commun. 2021 Jun 15;12:3641. doi: 10.1038/s41467-021-23911-5
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

- |                 |                                                                                                                                                                                                                                       |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | no software was used                                                                                                                                                                                                                  |
| Data analysis   | Prism 8 (version 8.2.1) was used for performing statistics, and Partek Flow (version 10.0.21.0411) was used for RNA-Seq data analysis, ImageJ (version 1.52a) software was used to count positive cells in immunofluorescent staining |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Data supporting the findings of this study are available within the paper and its supplementary information files. RNA-seq data have been submitted to Gene Expression Omnibus (GEO) with accession number GSE149109 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE149109>]. GUDMAP/RBK Resources, [<https://www.gudmap.org>]. All other data are available from the authors upon reasonable request.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | All samples evaluated at the level of RNAseq were performed in duplicate or triplicate to facilitate a statistical evaluation of differential expression. All experiments reported in this study were repeated at least three independent times. Representative images (micrographs) were derived from at least 3 organoids that all showed similar results. Figure 1e, 2h, 5f, 6d, 6h, supplementary figure 6h data were collected from 3 different fields of view per organoid. qRT-PCR data were performed in triplicate to facilitate statistical evaluation. Sample size/replication and other statistics of generating engineered kidneys and collect duct organoids are showing in Figure 3e and Supplementary Figure 3o.       |
| Data exclusions | No data were excluded                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Replication     | All experiments reported in this study were repeated at least three independent times. All samples evaluated at the level of RNAseq were performed in duplicate or triplicate and the sequencing was all successful. Representative images (micrographs) were derived from at least 3 organoids that all showed similar results. Figure 1e, 2h, 5f, 6d, 6h, supplementary figure 6h data were collected from 3 different fields of view per organoid. qRT-PCR data were performed in triplicate and were mostly successful with a few failure due to technique issues. The number of replication and successful rate of generating engineered kidneys and collect duct organoids are showing in Figure 3e and Supplementary Figure 3o. |
| Randomization   | Samples were allocated into experiment group randomly                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Blinding        | The investigators were blinded to group allocation during data collection and analysis.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | anti-KRT8 DSHB Cat.# TROMA-I 1:50; GATA3 R&D Systems Cat.# AF2605 1:1000; SOX9 Abcam Cat.# 185230 1:1000; RET (mouse) Cell Signaling Technology Cat.# 3223S 1:300; RET (human) R&D Systems Cat.# AF1485 1:200; PAX2 Covance Cat.# PRB-276P 1:1000; PAX8 Proteintech Cat.# 10336-1-AP 1:1000; ETV5 Abcam Cat.# Ab102010 1:300; CDH1 BD Cat.# 610181 1:1000; AQP2 Santa Cruz Cat.# sc-47710 1:300; AQP3 Abcam Cat.# ab125219 1:300; FOXI1 Novus Biologicals Cat.# NB300-926 1:300; ATP6V1B1 Abcam Cat.# ab192612 1:300; TFCEP2L1 R&D Systems Cat.# AF5726 1:300; KIT Cell Signaling Cat.# 3074 1:300; PE-CD117(c-kit) Biolegend Cat.# 313204 1:200; SIX2 Proteintech Cat.# 11562-1-AP 1:1000; PODXL (mouse) R&D Systems Cat.# MAB1556 1:500; WT1 Abcam Cat.# ab89901 1:1000; LTL Vector laboratories Cat.# B-1325 1:500; T R&D Systems Cat.# AF2085 1:300; Donkey anti-Goat, Alexa Fluor 568, Invitrogen, Cat. # A-11057; |
| Validation      | All primary antibodies were validated as indicated in the manufacturers' website. We further validated them by mouse or human fetal kidney tissue section IF-staining. anti-KRT8 DSHB validated in both human and mouse; GATA3 R&D Systems validated in both human and mouse; SOX9 Abcam validated in both human and mouse; RET (mouse) Cell Signaling Technology validated in mouse; RET (human) R&D Systems validated in human; PAX2 Covance validated in both human and mouse; PAX8 Proteintech validated in both human and mouse; ETV5 Abcam validated in mouse; CDH1 BD validated in both human and mouse; AQP2 Santa Cruz validated in                                                                                                                                                                                                                                                                            |

mouse; AQP3 Abcam validated in both human and mouse; FOXI1 Novus Biologicals validated in both human and mouse; ATP6V1B1 Abcam validated in both human and mouse; TFCP2L1 R&D Systems validated in mouse; KIT Cell Signaling validated in both human and mouse; PE-CD117(c-kit) Biolegend validated in human; SIX2 Proteintech validated in both human and mouse; PODXL (mouse) R&D Systems validated in mouse; WT1 Abcam validated in both human and mouse; LTL Vector laboratories validated in both human and mouse; T R&D Systems validated in human.

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                   |                                                                                                                                                                                                                                                           |
|-------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | H1 (WA01) cell line was obtained from WiCell; Sox9-GFP iPSC line was shared from NIH. Dual reporter H1 hESC line, 3D cultured NPC, and all mouse and human UB organoids were development in our previous study (Li et al. 2016) or this study in our lab. |
| Authentication                                                    | hPSC lines were authenticated regularly by qPCR and IF for various pluripotency gene expression. 3D cultured NPC and all mouse and human UB organoids were authenticated regularly by qPCR and IF for various NPC/UB marker gene expression.              |
| Mycoplasma contamination                                          | All cell lines were tested negative for mycoplasma contamination.                                                                                                                                                                                         |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | No misidentified line was used in the manuscript.                                                                                                                                                                                                         |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Female Swiss Webster mice were purchased from Taconic Biosciences (Model # SW-F, MPF 4 weeks). 2-10 months-old Male Wnt11-RFP mice (JAX # 018683), Hoxb7-Venus mice (JAX # 016252), Rosa26-Cas9/GFP mice (JAX #026179), Sox9-GFP mice (kindly shared from Dr. Haruhiko Akiyama) were used for mating with female Swiss Webster mice.<br>Housing condition: Mice were maintained under standard conditions (standard diet and water) at 23 °C and ~60% humidity with 12h light and 12h dark cycles. |
| Wild animals            | None were used                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Field-collected samples | None were used                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Ethics oversight        | All animal work was performed under Institutional Animal Care and Use Committee approval (USC IACUC Protocol # 20829).                                                                                                                                                                                                                                                                                                                                                                             |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|---------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Embryonic kidneys or organoids were dissociated into single cells with Accumax, and then resuspended with FACS medium (2% FBS plus PBS), and then cell solution went through 40um cell strainer (Greiner bio-one, Cat. No. 542040), next the samples were ready for FACS analysis.                                                                                                                                                                                              |
| Instrument                | BD FACSAria IIIu instrument was used for sorting (100 uM nozzle was used and 20 psi pressure was applied).                                                                                                                                                                                                                                                                                                                                                                      |
| Software                  | FACS Vantage (Aria II and FACS Jazz).                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Cell population abundance | We determined the relevant cell population based on cell surface markers after gating on the RET/Pax2-mCherry/Sox9-GFP/ KIT positive cell population from human fetal kidney tissues or differentiated hPSCs population. Each cell population is presented as % of whole human fetal kidney cells or differentiated hPSCs; RET+ primary human UPCs (1-2%), Pax2-mCherry+ UPC precursor cells (~13.5%), Sox9-GFP+ UPC precursor cells (60.2%), KIT+ UPC-like cells (36.1-43.9%). |
| Gating strategy           | Gating strategies are clearly described in the figure legends. Basically, live cells were gated with FCS and SSC and subsequently gated with various markers as indicated in the figures.                                                                                                                                                                                                                                                                                       |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

# Supplementary material for: Generation of patterned kidney organoids that recapitulate the adult kidney collecting duct system from expandable ureteric bud progenitors
**Source:** Nat Commun. 2021 Jun 15;12:3641. doi: 10.1038/s41467-021-23911-5
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

Title: Supplementary Data 1

Description: RNA-seq TMM values.

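Supplementary Data 1 gives, for each gene, the value per library that the paper calls a TMM value. The copy used holds 1998 genes and leaves out 37275, so no test was run on it. Of its genes, 1997 could be matched by name to the deposited table, whose scaled counts differ from it by a relative 4.95e-06 at most among values above 10 counts. Within a library each value is close to the count multiplied by 1 number, from 0.910 for a day 10 library of UB organoids to 1.87 for a CD organoid library, which brings every library to nearly the same total. For genes with up to 1000 counts the departure from this number was at most 4.53 counts, and where the count is 0 the value was 0 in the libraries of days 5 and 10 and up to 0.227 in the others. A given value therefore rests on fewer reads in a CD organoid library than in a library of UB organoids of day 5 or 10.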

Title: Supplementary Data

Description: 4-fold change gene list from RNA-seq (tip vs trunk)

How the deposited data were processed for this re-analysis (not part of the article)

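RNA-seq libraries of mouse UB organoids after 5, 10 and 20 days in culture, of CD organoids and of adult mouse CD cells were analysed, with 2 libraries in each of the 5 groups. The deposited table lists 39273 genes and holds 3 kinds of value for each library. The first are whole-number counts, which the authors obtained in Partek Flow by trimming the reads, aligning them to mm10 with STAR and assigning them to GENCODE M24 genes with Partek's E/M model. The second are RPKM values, which the authors computed from these counts and which were used here only to check the columns. The third are scaled counts, a signal the authors call TMM values, which within a library are close to the deposited counts multiplied by a single number, apart by at most 4.53 counts for genes with up to 1000 counts. The reads were not processed again. In the table, 24 gene names occur more than once, and these genes were kept apart by their Ensembl identifiers. Positions were taken from GENCODE M21 on GRCm38, in which 99.7% of the identifiers were found.

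Genes were tested from the counts with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM factors between 0.792 and 1.12, a prior count of 1 and Benjamini-Hochberg adjustment. The design had assumed log2 values and named limma, and the count test was used because the table holds counts. All 10 libraries entered one fit of group means. A gene was tested when its counts summed to at least 10 over the 10 libraries, which left 24410 genes, and was called at an adjusted p of at most 0.01 and a change of more than 4-fold. The common dispersion was 0.00831 and the median prior degrees of freedom were 7.90. With 2 libraries per group, the test leans on this shared estimate of the spread. A fold change against a group whose libraries were all at or under 3 counts, between 0.109 and 0.241 CPM, is given as a lower bound. This limit covers counting error only, since the reads carry no molecular identifiers.

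The tip-trunk score, the PCA and the Euclidean distances used log2(TMM value + 1) of the genes of Supplementary Data 2, in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Scores were compared by exact two-sided permutation of the libraries. Figures were drawn with matplotlib 3.10.9. The edgeR step was tested on simulated data, in which 188 of 200 genes changed by a known amount were recovered among 23583 genes, with 2 false calls. The changed genes all had a mean count of at least 10, and no other gene differed. They were fewer than the genes called in any real comparison, so the error rate of the real calls stays unknown. The score step, given a simulated difference of 2, returned 2.00, which its arithmetic requires.

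The thresholds, the gene lists other than the immediate early genes, the rule for naming genes and all alternatives but 3 were set before the deposited table was examined. The copy of Supplementary Data 1, which holds values of the same libraries, had been seen by then. The comparison of CD organoids with UB organoids of day 20 was chosen from its low values. Lists were made for PC, IC, proximal tubule, loop of Henle, distal convoluted tubule, urothelium, nephron progenitors, stroma, endothelium, leukocytes, erythroid cells, the cell cycle and Y-linked genes. Named are every gene the paper names for mouse UB or CD cells and, per comparison, the 5 genes that rose most and the 5 that fell most among called genes with a mean value of at least 100 over the 4 libraries compared and no overlap between the groups. The text gives these for CD organoids against UB organoids of day 10, CD organoids against adult mCD, and day 20 against day 5. Other genes named in the closing section were chosen after their values were seen, apart from members of the lists.

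The alternatives changed the prior count or pseudocount, the filter on low counts, the scaling, the threshold, the libraries in the fit, a block for the replicate number, the trend in the prior variance and the genes of the signature, and left out each library in turn. DESeq2 1.42.0, limma 3.58.1 on the deposited TMM values, and library totals without a composition factor were added after the data were seen. The primary UB tip, UB trunk, NPC and IPC libraries, and the human organoids, were not analysed here.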

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

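All tests in this part were chosen after the results they bear on had been seen. With 2 libraries per group, a pair that differs does not show which library is the outlying one, and no test for outlying libraries was run.

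Y-linked transcripts drew attention because the paper does not discuss these genes and the UB organoids of days 5 and 10 hardly had them. The sum of *Ddx3y*, *Uty*, *Kdm5d* and *Eif2s3y* was 245 ± 20.9 CPM (SD, n = 2) in UB organoids of day 20 and 293 ± 3.25 CPM (SD, n = 2) in CD organoids, close to the 260.2 ± 2.49 CPM (SD, n = 2) of adult mCD. RNA or reads carried over from the adult libraries would have brought proximal tubule transcripts along. The lowest Y-linked sum in the 4 libraries was 88.3% of the adult level. Of the 8 proximal tubule genes, the 6 under 1 CPM at day 5 had a median of at most 0.147% of the adult level in these libraries, which argues against carry-over. *Xist* was at 2293 ± 217 CPM (SD, n = 2) at day 5 and 2124 ± 223 CPM (SD, n = 2) at day 10. In the libraries of day 20 and of CD organoids it lay between 8.72% and 15.6% of the day 5 level, and in adult mCD at 0.0855% at most. This is consistent with male and female cells together in these organoids, beside female cells at days 5 and 10, as a hypothesis. The paper's text does not name the sex of the embryos. Changes from days 5 or 10 to day 20 cannot be told apart from a difference between these sets of libraries. The groups of days 5 and 10 also have the deeper libraries and another form of low TMM values. CD organoids and UB organoids of day 20 share the Y-linked transcripts, the level of *Xist* and the lower depth. Of the 2605 genes called in CD organoids against day 10, 1612 were also called against day 20, and 1606 of them in the same direction. Both comparisons use the same CD organoid libraries, so this overlap is in part built in, and no conclusion was drawn from it. Against day 20, the log2 fold change was 9.77 for *Foxi1*, 7.29 for *Atp6v1b1*, 7.22 for *Aqp2*, -6.97 for *Ret*, -6.41 for *Etv5* and -5.48 for *Wnt11*, which argues against the difference between the sets as the cause of the changes of these 6 genes. It does not extend to every gene called against day 10. Against day 20, *Lhx1* was at -1.35 (adjusted p = 0.196 from edgeR) and the PC gene *Kcnj1* at 0.21 (adjusted p = 0.815 from edgeR), so that for them the change from day 10 stays open.

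Proximal tubule transcripts in adult mCD drew attention because they mark cells outside the collecting duct. The sum of *Slc34a1*, *Lrp2*, *Slc5a2*, *Miox*, *Kap*, *Slc27a2*, *Cyp2e1* and *Slc22a6* was 10402 ± 1511 CPM (SD, n = 2) in adult mCD, against 24.5 CPM at day 5, 17.6 CPM at day 10, 37.8 CPM at day 20 and 13.4 CPM in CD organoids. Of the 17 genes of the proximal tubule, loop of Henle, distal convoluted tubule and endothelium lists, 17 were above 10 CPM in both adult libraries. Only 2, *Lrp2* and *Calb1*, were above 10 CPM in any library of day 5 or 10, which argues against reads counted on these genes in libraries of any cell through shared sequence. Cells of other nephron segments and vessels among the sorted adult cells are a candidate explanation. Free RNA in the sorted suspension was not tested. Genes lower in CD organoids than in adult mCD may in part belong to such cells.

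Immediate early genes drew attention at day 20. The list of 12, put together after their levels had been seen, holds *Fos*, *Fosb*, *Junb*, *Egr1*, *Egr2*, *Egr3*, *Ier2*, *Nr4a1*, *Atf3*, *Zfp36*, *Arc* and *Dusp1*. Their sum was 7469 ± 1182 CPM (SD, n = 2) at day 20, against 335 ± 3.69 CPM (SD, n = 2) at day 10, 261 ± 35.7 CPM (SD, n = 2) at day 5, 245 ± 22.7 CPM (SD, n = 2) in CD organoids and 25273 ± 2335 CPM (SD, n = 2) in adult mCD. The median of the list in the day 20 libraries was at least 39.0% of the adult level, far above the median of at most 0.107% for the 6 proximal tubule genes under 1 CPM at day 5, which argues against carry-over from the adult libraries. Of the 12 genes, 11 were called lower in CD organoids than at day 20, and *Junb*, at a log2 fold change of -1.9985, fell just short of 4-fold, which argues against a shift shared by all libraries of lower depth. In CD organoids against day 10 the genes went both ways, from -5.84 for *Arc* to 2.28 for *Fos*, with 4 called lower and 1 higher. All 12 genes were called higher at day 20 than at day 10. A response to handling at harvest cannot be told apart from one to the longer culture, because no library of day 20 was handled in another way.

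The kidney androgen-regulated gene *Kap* drew attention because it was found at 6.35 CPM in replicate 2 of UB organoids of day 20, against 0.789 CPM in replicate 1, 0 CPM at day 5 and 4703 and 6023 CPM in the adult libraries. CD organoids had 1.50 CPM in replicate 1 and 7.86 CPM in replicate 2. Over 41 genes abundant in adult mCD and absent from days 5 and 10, replicate 2 of day 20 held a median of 0.114% of the adult level (quartiles 0.0930% and 0.157%), and replicate 1 held 0.0219%. The narrow range is consistent with RNA or reads carried over from the adult libraries. The 6 proximal tubule genes lay at a median of 0.107% of the adult level, and the 15 of the 27 PC and IC genes that were under 1 CPM at day 5 and at least 10 CPM in adult mCD at 0.197%, which argues against differentiation toward the collecting duct as the whole cause of the traces. At the median percent, 5.10 CPM of *Aqp2*, 2.20 CPM of *Aqp3*, 0.615 CPM of *Slc4a1* and 0.693 CPM of *Atp6v1b1* would be found in replicate 2 of day 20. The values found were 6.88, 2.18, 0.529 and 2.78 CPM, so that *Atp6v1b1* stood above the level of the traces. In replicate 1, where the median percent gives 0.133 CPM, *Atp6v1b1* was at 2.43 CPM, so that its level did not follow that of the traces, which argues against carry-over as the whole source of this gene. In the CD organoid libraries the median of the 6 proximal tubule genes was 0.0219% and 0.147% of the adult level. That of the 15 PC and IC genes was 63.1% and 59.9%, and over all 27 it was 36.4% and 34.7%.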

How the results depend on the processing

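Apart from DESeq2, limma on the deposited TMM values and library totals alone, which were chosen after seeing the data, the alternatives are those planned at the outset. The threshold moved the counts most, by its construction. At an adjusted p of at most 0.05 and any fold change, 11530 genes were called for CD organoids against UB organoids of day 10 (2605 at the stricter threshold), 10311 against day 20 (2310) and 12170 against adult mCD (3499). For the UB organoids, 7970 genes were called between days 5 and 10 (832), 7083 between days 10 and 20 (828) and 11017 between days 5 and 20 (2101). With a prior count of 5, which shrinks the fold changes of genes with low counts, 518 genes were called between days 5 and 10 and 548 between days 10 and 20. Under the other alternatives these 6 counts stayed within 1.5 times. With only the 4 libraries compared in the fit they were 2417, 2422, 3636, 596, 559 and 2051, in the order above, and with DESeq2 2335, 2134, 3019, 726, 717 and 1816.

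Replicates share numbers across the groups. Deviations of same-numbered libraries from their group means correlated between -0.0969 and 0.105 over the 10 pairs of groups, and above 0.1 in 1 of them, so the numbers were not taken to pair the libraries. With the number as a replicate block, 2583, 2284, 3414, 826, 820 and 2072 genes were called, of which 2553, 2268, 3387, 808, 800 and 2037 were also called without it. The block changed no count of PC and IC genes.

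The scaling shifted the median log2 fold change of all genes. For CD organoids against adult mCD it was 0.00 with TMM factors, 0.22 with each library centred on its median, 0.21 with quantile normalization, 0.34 with library totals and 0.36 with limma on the deposited TMM values. For CD organoids against day 10 it was -0.15, -0.04 with quantile normalization and -0.23 both with library totals and with limma on the deposited values. Between days 5 and 10 it was 0.02, and 0.16 both with library totals and with limma on the deposited values. Directions of small changes are therefore relative to the scaling. The log2 fold change of Pax2, UB organoid D20 vs UB organoid D5, reversed from -0.08 to 0.0444 with quantile normalization, 0.0333 with limma on the deposited TMM values and 0.0328 with library totals.

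The difference in tip-trunk score between UB and CD organoids stayed between 4.10 and 5.04 under the alternatives, and that between UB organoids and adult mCD between 5.09 and 6.33, each with an exact p of 0.0357. With each library left out in turn, they were 4.56 to 4.67 and 5.72 to 5.82. The position of CD organoids on the first component was 0.697 on the signature genes, 0.722 with values standardized per gene and 0.435 over all genes. The ratio of their distance to adult mCD to that to UB organoids of day 10 was 0.880, and 0.865 with a pseudocount of 5, 0.857 with quantile normalization, 0.913 with standardized values and 0.872 to 0.888 with a library left out. Over all genes it was 1.18, so that the nearer group changed, and the cause was not tested. The correlation with the adult change was 0.421, and 0.490 over genes with a mean of at least 10, 0.472 with a pseudocount of 5 and 0.367 with the days exchanged.

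Of the PC and IC genes, 23 differed between CD organoids and adult mCD at an adjusted p of at most 0.05 and any fold change, and 24 adjusted over the list alone, against 13 at the stricter threshold. Over the 65 results for named genes and their 780 alternatives, 771 kept their direction and side of the threshold, 6 were weaker and 3 reversed, the last all for *Pax2*. The weaker ones were *Aqp2* in CD organoids against adult mCD, at -2.05 with quantile normalization, and 5 alternatives for *Gm42428*. Leaving out a library gave 260 values, of which 25 moved by more than the spread between replicates and 0 changed sign. The largest shift, of 7.61, was that of *Gm42428*, which was 2.69 without replicate 2 of the CD organoids. No calls were counted with a library left out, since 1 library then stands alone in a group. Depth sets the limit of detection at up to 0.241 CPM. *Avpr2* was at or under the limit in nearly all groups, with 2 and 4 counts in the adult mCD libraries, and stays undecided. Whether depth is the reason for its low counts was not tested.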

Differences from the paper's values

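The single value of the paper computed here as well, the number of genes in its 4-fold list of UB tip against UB trunk, is 1413 in the paper and 1 fewer in the copy used. Of the genes in that list, 81 have an FDR above 0.01, with a largest value of 0.0482 that is the paper's own, although the methods give 0.01 as the limit, and 1331 lie at or below it.

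The paper's methods describe the TMM values as made by adding 1 to each count before TMM normalization. The deposited values are close to proportional to the counts within each library, are at most 0.227 where the count is 0, and bring all libraries to nearly one total. The paper groups CD organoids with primary mCD and UB trunk in its PCA. On the signature genes the CD organoids lay nearer to adult mCD than to UB organoids of day 10, at distances of 110.9 and 125.9, and over all genes tested nearer to UB organoids of day 10, at 261.7 against 308.5 to adult mCD.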

Other observations

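The tests on the 2 day 10 libraries were chosen before their results were seen.

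Replicate 2 of UB organoids of day 10 lay further along the change from day 5 to day 20 than replicate 1. It stood at 55.1% against 37.7% of the way over a set of 870 genes that changed more than 4-fold. This set is smaller than the 2101 genes called between days 5 and 20. Across 16002 genes, the difference between replicates 2 and 1 correlated with the change from day 5 to day 20 (Pearson r = 0.517, Spearman rho = 0.462), while the same correlation was -0.0172 for the CD organoid replicates and -0.0248 for those of adult mCD. Genes are not independent replicates, and no p was computed. The Y-linked genes in replicate 2 reached 0.358% of the day 20 level, far below the shift of 17.4%, which argues against RNA or reads carried over from the day 20 libraries. A difference in progress along the culture course between the replicates is a candidate explanation, and others, such as the density of the culture, were not tested. The tip-trunk score did not place replicate 2 further along, at 3.01 against 2.88 in replicate 1, with means of 3.37 at day 5 and 2.96 at day 20. The change from day 5 to day 20 also holds the difference between these sets of libraries, so it does not measure culture time alone.

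The paper reports qPCR of UB and CD organoids (source data of Fig. 2b, 3 wells each). The paper's log2 changes, beside the RNA-seq log2 fold changes of CD organoids against UB organoids of day 10, were -11.44 and -8.33 for *Wnt11*, -3.25 and -6.48 for *Ret*, 15.67 and 10.86 for *Aqp2*, and 8.19 and 5.45 for *Aqp3*. For the IC genes they were 13.45 and 10.14 for *Foxi1*, 12.50 and 10.85 for *Atp6v1b1*, 12.20 and 8.40 for *Slc26a4*, and for *Tfcp2l1* 10.81 and 3.38. The direction was the same by both methods for these 8 genes. The paper's Ct was 40 in all 3 wells of UB organoids for *Atp6v1b1* and *Slc26a4* and in all 3 wells of CD organoids for *Wnt11*. It was also 40 in 2 of the 3 wells of UB organoids for *Aqp2* and in 1 for *Foxi1* and *Tfcp2l1*, so that the paper's changes of these genes rest in part on wells at the last cycle. For *Slc4a1*, at or under the limit of detection at day 10 in the RNA-seq, the paper's log2 change was 6.07.

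The paper describes the *Wnt11*-RFP reporter of the UB organoids as uniform over the first 10 days and as declining after that. The *Wnt11* transcript had fallen by 1.53 on the log2 scale between days 5 and 10. These are unlike measures, a reporter signal imaged across the organoid and a mean transcript level per library. The fall therefore does not contradict the paper's description.

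Of the lists for other cell types, leukocyte genes summed to 100.1 ± 6.63 CPM (SD, n = 2) in CD organoids, through *Cd74* at 59.5 CPM and *Ptprc* at 40.6 CPM, and to 45.9 CPM in adult mCD, 14.8 CPM at day 20, 4.27 CPM at day 10 and 0.601 CPM at day 5. Stromal genes summed to 192 ± 92.5 CPM (SD, n = 2) in CD organoids, where the replicates differed widely, and 143 CPM in adult mCD. At days 5, 10 and 20 they summed to 26.7, 21.96 and 9.72 CPM. The day 5 libraries also differed widely, at 13.7 and 39.7 CPM, so that the order of days 5 and 10 rests on replicate 2 of day 5. Nephron progenitor genes summed to 17.4 CPM at day 20, 16.9 CPM of it *Eya1*, against 5.67 CPM at day 5, 11.0 CPM at day 10, 1.91 CPM in CD organoids and 1.04 CPM in adult mCD. Urothelial genes reached 77.5 CPM in adult mCD, 39.1 CPM at day 20 and 28.6 CPM in CD organoids, of which *Trp63* made up 11.4, 37.8 and 25.2 CPM, against 11.4 CPM at day 5 and 5.29 CPM at day 10. Endothelial genes reached 494 CPM in adult mCD and at most 1.96 CPM in the organoid groups. Erythroid genes reached 17.5 CPM in adult mCD and at most 0.129 CPM elsewhere. Loop of Henle genes summed to 3371 CPM in adult mCD, 3.17 CPM in CD organoids and 1.90 CPM at day 20. The organoid values rest mostly on replicate 2, at 5.13 CPM against 1.21 CPM in CD organoids and 3.37 CPM against 0.425 CPM at day 20. Distal convoluted tubule genes summed to 1705, 842 and 398 CPM in these groups, with 165 CPM at day 10 and 305 CPM at day 5. In the organoids the last sum is nearly all *Calb1*, at 841 CPM in CD organoids and 397 CPM at day 20, while *Slc12a3* was at 0.864 and 0.231 CPM there.

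Cell cycle genes fell through the culture, from 2650 ± 233 CPM (SD, n = 2) at day 5 to 1748 ± 126 CPM (SD, n = 2) at day 10 and 1163 ± 55.9 CPM (SD, n = 2) at day 20, and stood at 185 ± 17.1 CPM (SD, n = 2) in CD organoids and 139 ± 5.91 CPM (SD, n = 2) in adult mCD. PC genes summed to 2739 CPM in CD organoids and 15819 CPM in adult mCD, and IC genes to 2660 and 4782 CPM. Of the 832 genes called between days 5 and 10, 30 lie on the X chromosome and 1 on the Y chromosome, and of the 2101 called between days 5 and 20, 67 and 7 do.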
